# TRIM33 plays a critical role in regulating dendritic cell differentiation and homeostasis by modulating *Irf8* and *Bcl2l11* transcription

**DOI:** 10.1038/s41423-024-01179-1

**Published:** 2024-05-31

**Authors:** Xiangyi Shen, Xiaoguang Li, Tao Wu, Tingting Guo, Jiaoyan Lv, Zhimin He, Maocai Luo, Xinyi Zhu, Yujie Tian, Wenlong Lai, Chen Dong, Xiaoyu Hu, Li Wu

**Keywords:** Dendritic cell, TRIM33, Transcription regulation, IRF8, BIM, Conventional dendritic cells, Plasmacytoid dendritic cells, Myelopoiesis, Immune cell death, Antigen-presenting cells

## Abstract

The development of distinct dendritic cell (DC) subsets, namely, plasmacytoid DCs (pDCs) and conventional DC subsets (cDC1s and cDC2s), is controlled by specific transcription factors. IRF8 is essential for the fate specification of cDC1s. However, how the expression of *Irf8* is regulated is not fully understood. In this study, we identified TRIM33 as a critical regulator of DC differentiation and maintenance. TRIM33 deletion in *Trim33*^fl/fl^ Cre-ER^T2^ mice significantly impaired DC differentiation from hematopoietic progenitors at different developmental stages. TRIM33 deficiency downregulated the expression of multiple genes associated with DC differentiation in these progenitors. TRIM33 promoted the transcription of *Irf8* to facilitate the differentiation of cDC1s by maintaining adequate CDK9 and Ser2 phosphorylated RNA polymerase II (S2 Pol II) levels at *Irf8* gene sites. Moreover, TRIM33 prevented the apoptosis of DCs and progenitors by directly suppressing the PU.1-mediated transcription of *Bcl2l11*, thereby maintaining DC homeostasis. Taken together, our findings identified TRIM33 as a novel and crucial regulator of DC differentiation and maintenance through the modulation of *Irf8* and *Bcl2l11* expression. The finding that TRIM33 functions as a critical regulator of both DC differentiation and survival provides potential benefits for devising DC-based immune interventions and therapies.

## Introduction

Dendritic cells (DCs) are sentinels of the immune system and are crucial regulators of both innate and adaptive immunity. Originating from hematopoietic stem cells (HSCs) and progenitors in the bone marrow (BM), DCs are widely distributed within lymphoid and peripheral nonlymphoid tissues in both mice and humans [1]. DCs can be classified into conventional antigen-presenting DCs (cDCs) and type I interferon (IFN)-producing plasmacytoid DCs (pDCs) [2]. The cDCs contain the cDC1 and cDC2 subsets. cDC1s have an efficient antigen cross-presentation capacity that is crucial for inducing CD8^+^ T-cell responses in antiviral and antitumor immunity [2]. cDC2s are important for inducing helper T-cell responses [2]. Perturbation of DC homeostasis in humans and mice could result in severe immunodeficiencies, including increased susceptibility to infections and neoplasms, and autoimmune conditions [2–5]. Hence, maintaining the homeostasis of DCs is pivotal and involves the regulation of DC differentiation and maintenance.

The development and fate specification of different DC subsets are precisely controlled by multiple transcription factors (TFs) to generate functionally distinct subsets. Some TFs, such as Ikaros and PU.1, are required for the differentiation of all DC subsets [6–9]. Others are crucial for the differentiation of specific DC subsets, e.g., IFN regulatory factor 8 (IRF8), BATF3, ID2, NFIL3, ETV6, and DC-SCRIPT are required for cDC1 differentiation [10–18], while IRF4 and KLF4 are required for cDC2 differentiation [19, 20]. E2-2, ZEB2 and BCL-11A are essential for the differentiation of pDCs, and RUNX2 is required for their exit from the BM [21–25]. Strict regulation of the expression of these TFs is essential for maintaining DC homeostasis. In particular, some recent studies have shown that the expression of *Irf8* in as early as lymphoid-primed multipotent progenitors (LMPPs) potentiates their differentiation toward cDC1s [26, 27]. In terminally differentiated cDC1s, IRF8 also maintains chromatin accessibility, transcriptome, and functionality in the cDC1 signature [28]. The regulation of *Irf8* expression in the DC lineage involves the switching of *cis*-acting superenhancers [29]: the differentiation of cDC1s is dependent on a + 41 kb enhancer of *Irf8* [15], while switching to a + 32 kb enhancer promotes cDC1 maturation [11, 14–16]. However, how these precise regulatory effects are achieved remains to be further explored. The survival of differentiated DCs, on the other hand, is reported to be sustained by the collective expression of members of the BCL-2 family of antiapoptotic proteins, BCL-2, MCL-1 and A1 [30–32], but how the expression of cell death-promoting molecules is suppressed to maintain the survival of DCs requires further investigation.

Tripartite motif-containing 33 (TRIM33), also known as transcription intermediary factor 1-γ (TIF1-γ), is a multifunctional protein. The molecular functions of TRIM33 include roles as a E3 ubiquitin ligase, transcription co-factor, and signaling molecule in the noncanonical TGF-β pathway [33–36]. TRIM33 is a pivotal regulator of the homeostasis and functions of multiple immune cell types [36–40]. In particular, for the myeloid lineage, TRIM33 inhibits the excess expansion of granulocyte-macrophage progenitors (GMPs) and granulocytes [37, 41, 42] and supports proper monocyte and macrophage differentiation and activation [41, 43–45]. However, whether TRIM33 is also involved in the differentiation and function of the DC lineage is still unknown. TRIM33 deficiency leads to a significant reduction in the number of common myeloid progenitors (CMPs) [37], suggesting a potential role for TRIM33 in the development of the DC lineage, which prompted us to investigate the function of TRIM33 in the differentiation of DCs.

In this study, we revealed a novel role of TRIM33 in both the differentiation and maintenance of the DC lineage. Ablation of TRIM33 in DC progenitors significantly impaired their ability to differentiate into DCs, leading to profound defects in the development of cDC1s and pDCs and a relatively moderate reduction in the number of cDC2s. Mechanistic analysis revealed that the deletion of TRIM33 in DC progenitors downregulated the expression of multiple genes associated with DC differentiation, particularly *Irf8*. Furthermore, coimmunoprecipitation (co-IP) and genomic binding site analyses demonstrated that TRIM33 was primarily engaged in binding to active enhancer sites and within transcription complexes at the *Irf8* gene body and at superenhancers and facilitated the transcription of *Irf8* through interactions with cyclin-dependent kinase 9 (CDK9), a key component of positive elongation factor b (P-TEFb). Moreover, TRIM33 colocalized with PU.1 to both facilitate and repress the PU.1-dependent transcriptional regulation of multiple genes, including DC signature genes. More specifically, the deletion of TRIM33 in the DC lineage exaggerated PU.1-dependent *Bcl2l11* enhancer activation and cell apoptosis, which led to a reduction in DC numbers and impaired DC-mediated immune responses. Knockdown of *Bcl2l11* alone in TRIM33-deficient DCs could partially restore DC survival and homeostasis in vivo, while *Irf8* overexpression combined with *Bcl2l11* inactivation significantly restored cDC1 development from TRIM33-deficient BM precursors. Taken together, we identified TRIM33 as a new critical regulator of DC development and maintenance by modulating the transcription of *Irf8* and the expression of *Bcl2l11*.

## Results

### TRIM33 was required for maintaining DC homeostasis

TRIM33 is expressed by many immune cell types, including DCs and DC progenitors (Fig. S1A, B). We first crossed *Trim33*^fl/fl^ (wild-type, WT) [36, 46] mice with *Itgax-*Cre [47] mice to conditionally delete *Trim33* in differentiated DCs of *Trim33*^fl/fl^ *Itgax-*Cre mice (conditional knockout, cKO) and evaluate the role of TRIM33 in DCs (Fig. S1C). *Trim33* was efficiently and specifically inactivated in CD11c-expressing peripheral pDCs and cDCs of cKO mice but not in BM pre-DCs or pDCs (Fig. S1D–G), resulting in a significant disturbance of DC homeostasis in lymphoid tissues. While the numbers of total splenocytes and non-CD11c-expressing lymphocytes in cKO mice were unaffected (Fig. S1H–J), the numbers of all pDCs and cDC populations were significantly reduced in the spleen, thymus, and lymph nodes of cKO mice (Fig. 1A–D, Fig. S2A, B). BM chimeric mice were generated by coinjecting CD45.2 WT or cKO BM together with CD45.1 wild-type BM cells for DC generation in vivo to further determine whether TRIM33 plays a cell-intrinsic role in DCs. The numbers of all three DC subsets derived from CD45.2 cKO BM were significantly reduced, whereas no significant changes in the numbers of other lineages of cells derived from cKO BM were found (Fig. S2C, D). These results indicated that TRIM33 was required for maintaining DC homeostasis.

**Fig. 1:**
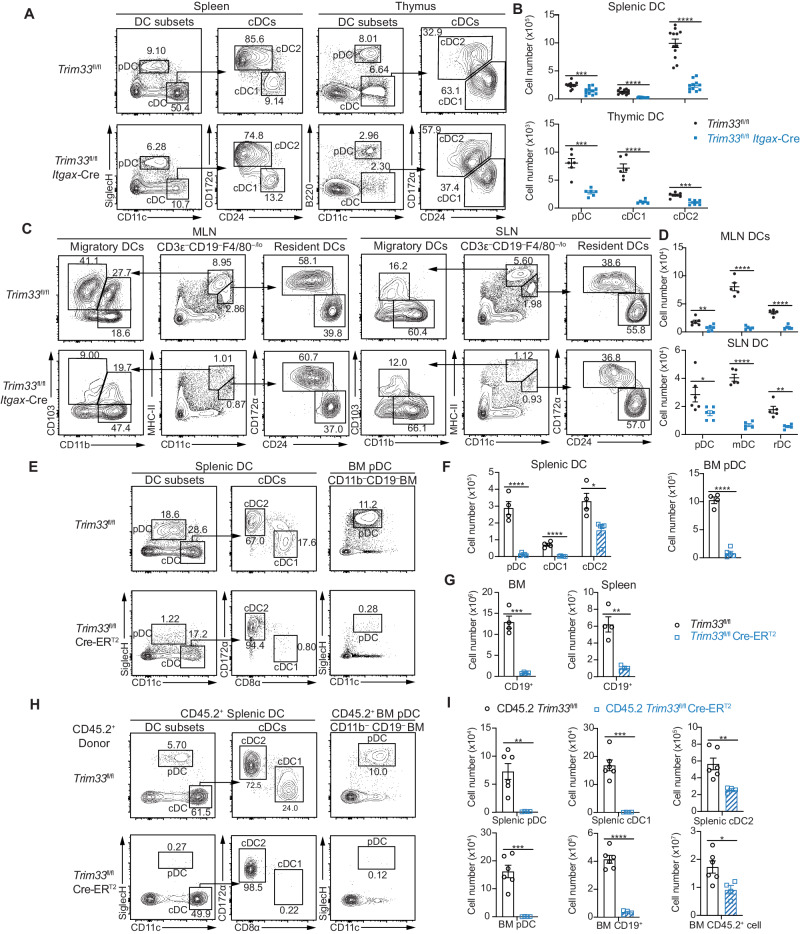
TRIM33 deficiency resulted in cell-intrinsic impairments of DC homeostasis and development. **A–D** Flow cytometry analysis of DC populations in *Trim33*^fl/fl^ and *Trim33*^fl/fl^ *Itgax*-Cre mice. The samples in (A) were enriched for DCs, and viable cells were pregated. MLN: mesenteric lymph node, SLN: subcutaneous lymph node. **B**, **D** Numbers of splenic CD11c^int^SiglecH^+^ pDCs, CD11c^+^SiglecH^–^CD24^+^CD172α^–^ cDC1s, and CD11c^+^SiglecH^–^CD24^–^CD172α^+^ cDC2s; thymic CD11c^int^B220^+^ pDCs, CD11c^+^B220^–^CD24^+^CD172α^–^ cDC1s, and CD11c^+^B220^–^CD24^–^CD172α^+^ cDC2s; and lymph node B220^+^PDCA-1^+^ pDCs (Fig. S2A), CD3ε^–^CD19^–^F4/80^–/lo^CD11c^+^MHC-II^hi^ migratory DCs (mDCs), and CD3ε^–^CD19^–^F4/80^–/lo^CD11c^hi^MHC-II^+^ resident DCs (rDCs). **E-G** Flow cytometry analysis of splenic DCs and BM pDCs from tamoxifen-treated *Trim33*^fl/fl^ and *Trim33*^fl/fl^ Cre-ER^T2^ mice. DC-enriched splenocytes were pregated for viable cells, and BM cells were pregated for viable CD11b^–^CD19^–^ cells. Plots in (**F**) show the numbers of splenic pDCs, SiglecH^–^CD11c^+^CD8α^+^CD172α^–^ cDC1s, SiglecH^–^CD11c^+^CD8α^–^CD172α^+^ cDC2s, and SiglecH^+^CD11c^+^ BM pDCs. **G** Numbers of BM and splenic CD19^+^ cells. *N* = 4–5. **H**, **I** Flow cytometry analysis of CD45.2^+^ populations in the indicated BM-reconstituted mice. Mice were treated with tamoxifen 3 weeks after reconstitution. Viable CD45.2^+^ cells were gated as described in (**E**). *N* = 4–6. The numbers on the plots indicate percentages. The absolute cell number per animal is shown. Bars represent the means ± SEMs. Representative data from 2 to 3 independent experiments are shown. The data were analyzed using two-tailed Student’s *t* tests. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

As a consequence of impaired DC homeostasis, DC-dependent immune responses were also hindered in cKO mice (Fig. S3). The cKO mice displayed deficiencies in antigen-specific T-cell priming (Fig. S3A–C) and rapid IFN-α production, IFN-γ generation, and viral clearance following acute lymphocytic choriomeningitis virus (LCMV) infection in vivo (Fig. S3D–F).

### TRIM33 was required for cell-intrinsic DC development

We generated *Trim33*^fl/fl^ Cre-ER^T2^ mice, in which *Trim33* can be systemically deleted after tamoxifen treatment, to further investigate whether TRIM33 is also required in earlier stages of DC development (Fig. S4A, B). Both in vivo tamoxifen administration and in vitro treatment of BM cultures with 4-hydroxytamoxifen (4-OHT) elicited efficient *Trim33* deletion (Fig. S4C, D). Remarkably, tamoxifen treatment led to an almost complete loss of cDC1s and pDCs and a moderate reduction in the number of cDC2s in the spleen and BM of *Trim33*^fl/fl^ Cre-ER^T2^ mice (Fig. 1E, F). The lack of cDC1s and pDCs in *Trim33*^fl/fl^ Cre-ER^T2^ mice was not due to the altered expression of the used DC markers, since additional staining with XCR1 and CD24 for cDC1s and with CD45RA, PDCA-1 and B220 for pDCs was also performed to confirm the phenotype (Fig. S4E–G). The more drastic reduction in DCs in *Trim33*^fl/fl^ Cre-ER^T2^ mice than in *Trim33*^fl/fl^ *Itgax-*Cre mice suggested that TRIM33 might also play a crucial role in the development of DCs from an early stage. Consistent with previous reports [37, 40–43, 48], we also observed decreased numbers of B cells, monocytes, and macrophages and increased numbers of granulocytes in *Trim33*^fl/fl^ Cre-ER^T2^ mice (Fig. 1G, Fig. S4H). A moderate decrease in the number of NK cells was also detected (Fig. S4H).

We generated BM chimeric mice by adoptively transferring BM cells from CD45.2 *Trim33*^fl/fl^ or CD45.2 *Trim33*^fl/fl^ Cre-ER^T2^ mice together with CD45.1 wild-type BM cells to lethally irradiated CD45.1 recipients to determine which cellular compartment, i.e., hematopoietic or nonhematopoietic, contributed to the loss of cDC1s and pDCs in *Trim33*^fl/fl^ Cre-ER^T2^ mice after tamoxifen-induced TRIM33 deletion. Three weeks after transplantation, the chimeric mice were treated with tamoxifen for 5 consecutive days and analyzed after 7 additional days for CD45.2 donor BM-derived DC subsets (Fig. S4B). CD45.2 *Trim33*^fl/fl^ BM cells were able to reconstitute pDCs in the BM and all 3 subsets of DCs in the spleen of recipient mice (Fig. 1H, I). In contrast, CD45.2 *Trim33*^fl/fl^ Cre-ER^T2^ BM generated barely detectable cDC1 and pDC subsets and a reduced number of cDC2s, which recapitulated the DC defects of nonchimeric *Trim33*^fl/fl^ Cre-ER^T2^ mice (Fig. 1H, I). Moreover, the CD45.2 *Trim33*^fl/fl^ Cre-ER^T2^ BM cells showed defective competition after tamoxifen treatment (Fig. 1I), which was consistent with the reported defects in BM self-renewal and the retention of TRIM33-deficient HSCs and progenitors [37]. In contrast, the reconstitution of DC populations and other immune cells by CD45.1 WT donor BM was comparable in chimeric mice with either tamoxifen-treated CD45.2 *Trim33*^fl/fl^ or CD45.2 *Trim33*^fl/fl^ Cre-ER^T2^ mice as recipients (Fig. S5), further indicating a cell autonomous role for TRIM33. Collectively, these results confirmed the hematopoietic cell-intrinsic roles of TRIM33 in DC development and homeostasis.

Single-cell RNA sequencing (scRNA-seq) analysis identified novel human DC subsets, including cDC2a, cDC2b, and AXL^+^ DCs [49]. We further examined whether TRIM33 plays a role in the development of the murine counterparts of these DC subsets. We found that the proportions of the cDC2, cDC2a and cDC2b subsets [50] were also decreased by CD11c-conditoned *Trim33* deletion (Fig. S6A, B). The numbers of noncanonical DCs and AXL^+^ transitional DCs (tDCs) [51] were unchanged in *Trim33*^fl/fl^ *Itgax*-Cre mice (Fig. S6C, D) but were significantly reduced in tamoxifen-treated *Trim33*^fl/fl^ Cre-ER^T2^ mice (Fig. S6E, F), suggesting a dependence on TRIM33 for the development of noncanonical DCs and tDCs from their early precursors or incomplete TRIM33 deletion in the former model, as CD11c levels in these cells were relatively low [51]. These results further confirmed that TRIM33 was required for the homeostasis of all DCs.

An Flt3L (FL, FMS-like tyrosine kinase 3 ligand) in vitro culture system for DC generation [52] was utilized with the addition of 4-OHT to determine the kinetics of DC generation from the BM cells of *Trim33*^fl/fl^ Cre-ER^T2^ mice and further determine the role of TRIM33 in DC development. As shown in Fig. S7, *Trim33*^fl/fl^ BM readily generated increasing numbers of cDC1s, cDC2s, and pDCs with time, while *Trim33*^fl/fl^ Cre-ER^T2^ BM generated significantly fewer numbers of all three DC subsets at all the timepoints detected. Taken together, these results indicated that TRIM33 deficiency resulted in a cell-intrinsic impairment of DC development.

### TRIM33 was required for maintaining the homeostasis and DC differentiation potential of early hematopoietic progenitors

Since BM cells contain different progenitors with varying DC differentiation potential, we then examined the effects of *Trim33* deletion on these progenitors in *Trim33*^fl/fl^ Cre-ER^T2^ mice treated with tamoxifen. As shown in Fig. 2A, multipotent progenitors (MPPs), the downstream progenitors of HSCs, generate common lymphoid progenitors (CLPs) and CMPs. The latter then give rise to common DC progenitors (CDPs) containing CD115^+^ and CD115^–^ subsets [53]. cDCs can be generated predominantly from CD115^+^CDPs via pre-cDCs, whereas pDCs can be produced by both CLPs and CD115^–^CDPs [54–57]. We found that the proportions and numbers of these progenitors were altered significantly in *Trim33*^fl/fl^ Cre-ER^T2^ mice after tamoxifen treatment, indicating a severe distortion and developmental blockade of DC differentiation (Fig. 2B–F). Compared to *Trim33*^fl/fl^ mice, tamoxifen-treated *Trim33*^fl/fl^ Cre-ER^T2^ mice exhibited significant increases in the numbers of short-term HSCs (ST-HSCs), MPPs, GMPs, presumed CD117^hi^FLT3 ^+^ MDPs (macrophage–DC progenitors), CLPs and CD115^–^ CDPs and marked decreases in the numbers of CMPs, CD115^+^ CDPs, CD117^int/lo^FLT3^+^CD115^–^CD127^+^Ly6D^+^SiglecH^+^ prepDCs, CD117^int^CD226^+^FLT3^+^ pre-cDC1s, CD117^lo^FLT3^+^CD115^+^ pre-cDC2s, and Lin^–^CD172α^–^FLT3^+^CD11c^+^MHC-II^–^ pre-DCs [11, 58, 59] (Fig. 2B–F). The expansion of ST-HSCs, MPPs and GMPs and the reduction in CMPs in tamoxifen-treated *Trim33*^fl/fl^ Cre-ER^T2^ mice were in accordance with the results reported in a previous study [37].

**Fig. 2:**
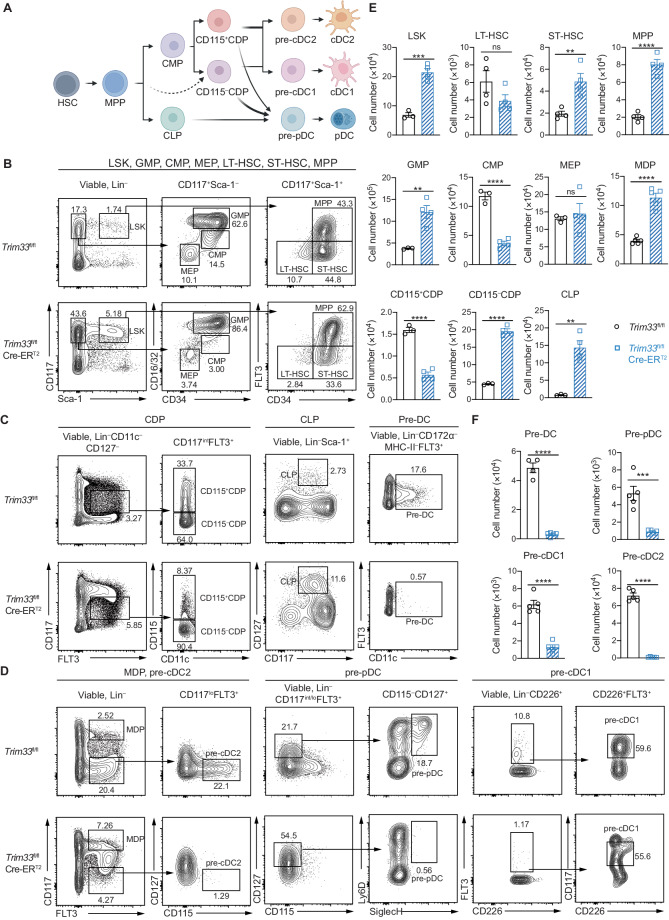
TRIM33 deficiency disrupted the homeostasis of DC progenitors in the bone marrow. **A** Schematic plot indicating the progenitors and pathways involved in the development of different DC subsets. HSC hematopoietic stem cell, MPP multipotent progenitor, CMP common myeloid progenitor, CLP common lymphoid progenitor, CDP common DC progenitor. The solid lines show confirmed developmental pathways, and the dashed line indicates a developmental relationship yet to be confirmed. The figure was created with biorender.com. **B–D** Flow cytometry analysis of BM progenitors. BM cells from *Trim33*^fl/fl^ or *Trim33*^fl/fl^ Cre-ER^T2^ mice were pregated for viability and negative staining for lineage markers (Lin^–^ i.e., CD2^–^CD3^–^CD8^–^CD11b^–^CD19^–^B220^–^TER119^–^Ly6G^–^). Different progenitors were then defined by various surface markers: LSKs—Lin^–^Sca-1^+^CD117^hi^, long-term HSCs (LT-HSCs)—Lin^–^Sca-1^+^CD117^hi^CD34^–^FLT3^–^, short-term HSCs (ST-HSCs)—Lin^–^Sca-1^+^CD117^hi^CD34^+^FLT3^–^, MPPs—Lin^–^Sca-1^+^CD117^hi^CD34^+^FLT3^+^, GMPs—Lin^–^Sca-1^–^CD117^hi^CD34^+^CD16/32^hi^, CMPs—Lin^–^Sca-1^–^CD117^hi^CD34^+^CD16/32^lo^, MEPs (megakaryocyte-erythroid progenitors)—Lin^–^Sca-1^–^CD117^hi^CD34^–^CD16/32^–^, CD115^+^ CDPs—Lin^–^CD11c^–^CD127^–^CD117^int^FLT3^+^CD115^+^, CD115^–^ CDPs—Lin^–^CD11c^–^CD127^–^CD117^int^FLT3^+^CD115^–^, CLPs—Lin^–^Sca-1^+^CD117^+^CD127^+^, MDPs—Lin^–^CD117^hi^FLT3^+^, pre-DCs—Lin^–^CD172α^–^MHC-II^–^FLT3^+^CD11c^+^, pre-pDCs—Lin^– ^CD117^int/lo^FLT3^+^CD115^–^CD127^+^Ly6D^+^SiglecH^+^, pre-cDC1s—Lin^–^CD226^+^FLT3^+^CD117^int^, and pre-cDC2s—Lin^–^CD117^lo^FLT3^+^CD115^+^. **E**, **F** The numbers (means ± SEMs) of the indicated progenitors per animal. *N* = 3–5. Representative data from 2-3 independent experiments are shown. The data were analyzed using two-tailed Student’s *t* tests. Ns: *P* > 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

Although the numbers of CMPs and CD115^+^ CDPs were decreased, which might partly account for the loss of the cDC and pDC subsets, the increased numbers of MPPs, CLPs and CD115^–^ CDPs seemed contradictory to the reduced numbers of DCs in TRIM33-deficient mice. We determined the DC generation capacity of each purified progenitor population (Fig. S8) in vitro by Flt3L culture to address this issue (Fig. 3). The capacities of TRIM33-deficient MPPs, CMPs and CD115^+^ CDPs to generate both cDCs and pDCs and the ability of TRIM33-deficient CLPs to generate pDCs were substantially impaired (Fig. 3A, B). TRIM33-deficient CD115^–^ CDPs exhibited an impaired ability to produce pDCs and cDC1s but generated a comparable number of cDC2s to WT CD115^–^ CDPs (Fig. 3A, B). These results showed that despite the increased numbers, the DC generation capacities of TRIM33-deficient MPPs, CLPs and CD115^–^ CDPs were substantially impaired. Taken together, our findings indicated that TRIM33 was required for the development of DCs from progenitors at different developmental stages.

**Fig. 3:**
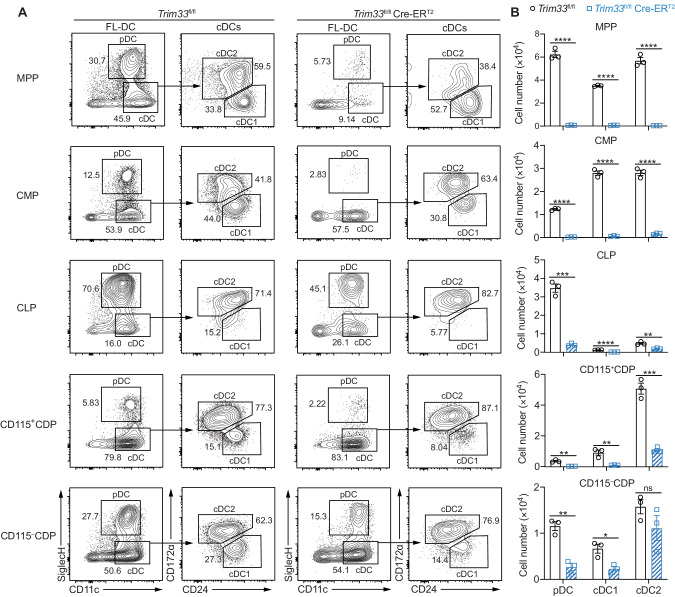
TRIM33-deficient progenitors exhibited an impaired DC generation capacity in vitro. **A** Flow cytometry analysis of DCs generated from different progenitors in Flt3L cultures. CD45.2^+^ MPPs (Lin^–^CD117^+^Sca-1^+^CD34^+^FLT3^+^), CMPs (Lin^–^CD117^+^Sca-1^–^CD16/32^lo^CD34^+^), CLPs (Lin^–^CD11c^–^CD117^int^FLT3^+^CD127^+^), CD115^+^ CDPs (Lin^–^CD11c^–^CD117^int^FLT3^+^CD127^–^CD115^+^), and CD115^–^ CDPs (Lin^–^CD11c^–^CD117^int^ FLT3^+^CD127^–^CD115^–^) were sorted by FACS from the BM of mice of the indicated genotypes and cultured with CD45.1^+^ BM feeder cells in medium supplemented with 200 ng/mL Flt3L and 1 µM 4-OHT. Cultures with MPPs, CMPs and CLPs, and CDPs were analyzed on Day 9, Day 5, and Day 4, respectively. Plots were pregated on viable and CD45.2^+^ cells. Numbers adjacent to gates indicate the percentages of the parent population. **B** Numbers of DCs generated per 1$$\times$$10^4^ input progenitors are shown. *N* = 3. The data are representative of 2–3 independent experiments. Bars represent the means ± SEMs. The data were analyzed using two-tailed Student’s t tests. Ns not significant, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

Noticeably, TRIM33-deficient MPPs and CMPs exhibited severe defects in generating all DC progenies in Flt3L cultures (Fig. 3A, B), which seemed discordant with the in vivo phenotype of a moderate reduction in cDC2s. This finding suggested that TRIM33 deficiency might affect the maintenance of DC progenitors in culture. By culturing BM progenitors purified from *Trim33*^fl/fl^ and *Trim33*^fl/fl^ Cre-ER^T2^ mice in vitro with or without supporting growth factors, including stem cell factor (SCF) and Flt3L, we found that TRIM33 deficiency resulted in survival and expansion defects in all DC progenitors, including LSKs (Lin^–^Sca-1^+^CD117^+^, containing HSCs and MPPs), CMPs, CLPs, CD115^+^ CDPs, CD115^–^ CDPs and pre-DCs, but not in non-DC-producing GMPs (Fig. S9). Among the DC progenitors, the survival of the TRIM33-deficient CLPs was most strongly impaired (Fig. S9). Taken together, TRIM33 is indispensable for the maintenance of DC progenitors.

### TRIM33 was required for the expression of multiple DC-associated genes in DC progenitors

We performed RNA-seq analysis to reveal the transcriptional profiles of WT and TRIM33-deficient MPPs, CLPs, and CD115^–^ CDPs and explore how TRIM33 deficiency affects the DC differentiation potential of progenitors. 

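RNA was sequenced from MPPs, CD115- CDPs and CLPs sorted from *Trim33* fl/fl (WT) and *Trim33* fl/fl Cre-ER T2 (KO) mice given 2 mg of tamoxifen on each of 5 days and kept for a further 7 days. Each of the 3 populations had 3 WT libraries and 3 libraries labelled KO, 18 in all. The authors filtered single-end reads of 50 bases with SOAPnuke v1.5.2, aligned them with Bowtie2 v2.2.5 and computed FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) per gene with RSEM v1.2.12, and the deposited FPKM tables were used as they are. Read counts were not used here. The smallest steps between the FPKM of genes with low expression and a single transcript of known length placed the depth between 19.3 and 21.5 M mapped reads per library, with a median of 21.2 M in WT and 20.6 M in KO-labelled MPPs, 19.8 and 20.9 M in CD115- CDPs, and 19.9 and 19.6 M in CLPs. At this depth 1 read on a transcript of 2000 bases is worth about 0.0246 FPKM, but whole read numbers could not be recovered. Each population was tested separately with limma on log2(FPKM + 1) for genes with a mean of at least 0.5 FPKM over its 6 libraries, which left 12372 genes in MPPs, 12229 in CD115- CDPs and 12339 in CLPs. Fold changes are on this scale, which understates the change of genes with low expression. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 were called.

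*Trim33* (Entrez 94093, chromosome 3 of GRCm38 from 103279293 to 103358770) was examined first, as the gene deleted. Exons 2 to 4, which the deletion removes, make up 397 of the 8875 bases of its 20-exon transcript, or 4.47%, so that a gene-level FPKM falls only where the shortened transcript is itself less abundant. In MPPs *Trim33* was 9.77 ± 0.873 FPKM (SD, n = 3) in WT libraries, while the libraries labelled KO 1, KO 2 and KO 3 had 9.71, 11.66 and 4.80 FPKM. The libraries labelled KO 1 and KO 2 thus lie within or above the WT range of 8.78 to 10.42 FPKM, and the log2 fold change was -0.22 (standard error 0.289, limma adjusted p = 0.630). In CD115- CDPs *Trim33* was 12.6 ± 3.78 FPKM in WT and 7.32 ± 2.93 FPKM in KO-labelled libraries, a log2 fold change of -0.74 (standard error 0.358, limma adjusted p = 0.528), and in CLPs 9.41 ± 2.72 and 6.93 ± 1.15 FPKM, a log2 fold change of -0.37 (standard error 0.199, limma adjusted p = 0.255; SD, n = 3 in each). With the replicate number as a block, the limma adjusted p was 0.494 in MPPs, 0.0258 in CD115- CDPs and 0.0727 in CLPs. Libraries with the same replicate number deviated together from their group means: the mean correlation across genes was 0.33 in MPPs, 0.63 in CD115- CDPs and 0.29 in CLPs. It was only 0.04 for replicate 1 in MPPs. Different numbers gave -0.16, -0.26 and -0.14, but centring on group means forces these to be negative, so they are no separate comparison. The Y chromosome gene *Ddx3y* did not follow pairs 1 and 2 of the CD115- CDPs. It was 0.55 and 16.77 FPKM in WT 1 and WT 2, and 11.75 and 0.46 FPKM in KO 1 and KO 2. Whether same-numbered animals were matched is thus uncertain. Results with the replicate block are therefore given beside those without it. With so little of the transcript removed, *Trim33* FPKM cannot show whether the deletion took place, so the libraries are named by their label. Other genes did separate the MPP libraries. For the 83 genes called higher in KO-labelled CLPs, mean log2(FPKM + 1) in MPPs was 3.45, 3.38 and 3.41 in KO 1 to KO 3. In WT MPPs it was 2.65 to 2.74. The 351 genes called lower in CLPs had 2.33, 2.32 and 2.34 against 2.68 to 2.70. In these genes the values argue against KO 1 and KO 2 being WT libraries.

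**Figure D1:**
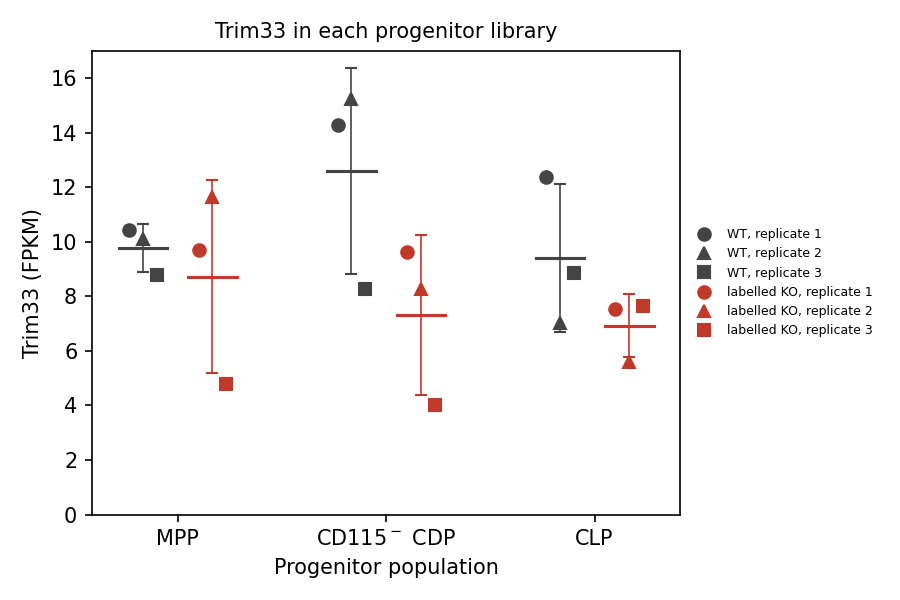
FPKM of *Trim33* in each library of MPPs, CD115- CDPs and CLPs, with WT in grey and libraries labelled KO in red; symbols mark the replicate number, horizontal bars the mean and error bars the SD (n = 3). In MPPs the libraries labelled KO 1 and KO 2 sit at 9.71 and 11.66 FPKM, and only KO 3, at 4.80 FPKM, lies below the WT libraries.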

Most of the differentially expressed genes (DEGs) identified between WT and TRIM33-deficient progenitors were strongly downregulated by TRIM33 deficiency (Fig. S10A). 

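In MPPs 163 genes were called lower and 20 higher in the KO-labelled libraries, so that 89.1% of the called genes were lower. In CLPs 351 genes were called lower and 83 higher (80.9% lower), and in CD115- CDPs 8 lower and 5 higher (61.5% lower). With the replicate number as a block, 163 genes were lower and 25 higher in MPPs, 178 lower and 46 higher in CD115- CDPs, and 384 lower and 92 higher in CLPs. The 8 lower and 5 higher genes of the CD115- CDPs were all called with the block as well. The MPP counts moved most when the library labelled KO 3 was left out, to 548 genes lower and 366 higher (60.0% lower). The counts also reflect how well each population's replicates matched: on simulated data with the spread of these libraries, 63% of genes given a log2 fold change of 1 had an adjusted p of at most 0.05 in MPPs, 2.5% in CD115- CDPs and 95% in CLPs, and 97.5%, 92% and 100% of genes given a log2 fold change of 2. With the block these shares were 38.5%, 0% and 95%, and 97.5%, 85.5% and 100%. No minimum fold change was used there, and the libraries were simulated independently, without the spread that same-numbered libraries share. Without any test, the mean FPKM was lower by at least a factor of 2 in KO-labelled libraries for 700 tested genes in MPPs, 620 in CD115- CDPs and 647 in CLPs, and higher by as much for 343, 198 and 250. The values of WT and KO-labelled libraries did not overlap for 30.3% of tested genes in MPPs, 18.2% in CD115- CDPs and 33.9% in CLPs, where chance gives 10%. The median log2 fold change of all tested genes was -0.11 in MPPs, -0.07 in CD115- CDPs and 0.01 in CLPs.

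Among the genes called without the block, those with the largest falls in MPPs were *Hba-a1*, with a log2 fold change of -6.19 (standard error 0.509, limma adjusted p = 0.00294, 0.0102 with the block), *Hbb-bs*, *Hba-a2*, *Ahsp* and *Egr1*. In CD115- CDPs they were *Cd7*, at -3.06 (standard error 0.208, limma adjusted p = 0.0117, 0.000315 with the block), *Cd300c*, *Mycl*, *Csf2rb2* and *Lrrc16a*, and in CLPs *Spib*, *Cd7*, *Ctsh*, *Cd300c* and *Ly6c2*. *Egr1* is an immediate early gene. A set of 12 such genes, chosen after the results were seen, was lower in KO-labelled MPPs by -1.36 in mean log2(FPKM + 1). The difference was -0.000877 in CD115- CDPs and -0.17 in CLPs, and its cause was not tested.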

Among the downregulated DEGs, 536 genes were shared by more than one progenitor populations (Fig. 4A, Table S1) and were closely related to hematopoiesis and immune responses (Fig. S10B, C). 

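Without the replicate block, 35 genes were called lower in KO-labelled libraries of at least 2 populations, 27 of them in MPPs and CLPs, 8 in CD115- CDPs and CLPs and 0 in all 3. With the block, 152 genes were, of which 126 were shared by CD115- CDPs and CLPs, 36 by MPPs and CLPs, 28 by MPPs and CD115- CDPs, and 19 by all 3. Of the 35 genes, 34 are entries of Table S1, and of the 152 genes 143 are. Of the paper's 536 entries in Table S1, 10 were called lower in every population the table lists for them, and 110 with the replicate block.

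Mean FPKM was lower in the KO-labelled libraries for each matched entry in each population the table lists for it, that is 314 of 314 in MPPs, 510 of 510 in CD115- CDPs and 372 of 372 in CLPs. All KO-labelled libraries were below all WT libraries for 301 of these entries in MPPs (95.9%), 275 in CD115- CDPs (53.9%) and 366 in CLPs (98.4%), where chance gives non-overlapping values in either direction for 10%. In MPPs 194 of the 314 entries passed the expression filter, 70 of which were called lower without and 70 with the block. In CD115- CDPs 372 passed the filter, with 8 called without and 152 with the block, and in CLPs 298 passed, with 219 and 221 called. Adjusted over the listed entries alone, 192 entries in MPPs, 136 in CD115- CDPs and 297 in CLPs were lower at an adjusted p of at most 0.05, against 127, 8 and 284 when adjusted over all tested genes. Since the entries were chosen from the same libraries, these counts show no stability.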

More importantly, while the upregulated DEGs showed no apparent association with DC development (Fig. S10D), the 536 shared downregulated DEGs included multiple DC “signature genes” defined in previous studies [9, 12, 58, 60]. These DEGs involved cDC1-associated genes, including *Irf8*, *Zfp366*[DC-SCRIPT], *Itgax*, *Cd8a*, *Ifi205*, and *Tlr3* (Fig. 4B); pDC-associated genes, including *Irf8*, *Runx2, Spib*, *Ly6c1*, *Ly6c2*, *Bst2*, *SiglecH*, and *Cd209a* (Fig. 4C); and cDC2-associated genes, including *Cd22*, *Ifi30*, *Clec4b1*, *Lyz1*, and *Cadm3* (Fig. 4D). However, no alteration in the expression of PU.1, the key transcription factor for DC development, was observed in the progenitors [37] (Fig. S10E). 

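Among the genes called without the replicate block, *Stfa1* (Entrez 20861, chromosome 16 of GRCm38 from 36277148 to 36285371) had the largest rise in MPPs. It went from 0.557 ± 0.204 FPKM (SD, n = 3) in WT to 118 ± 49.0 FPKM in KO-labelled libraries. The log2 fold change was 6.17 (standard error 0.330, limma adjusted p = 0.00125, 0.00553 with the replicate block). In CD115- CDPs its log2 fold change was 5.38 (standard error 0.360, limma adjusted p = 0.0117, 0.000315 with the block) and in CLPs 2.77 (standard error 0.701, limma adjusted p = 0.0334, 0.00106 with the block). The other 4 called genes with the largest rises in MPPs were *BC100530*, *Stfa3*, *Gm5483* and *Stfa2*. They are neighbouring members of the same stefin A family. The authors' counting could have split reads among them, so that the rise of a single member is uncertain. Of the 9 family members tested in MPPs, 8 were called higher, of 9 in CD115- CDPs 4, and of 7 in CLPs 5. With the block 8, 8 and 6 were called higher. No member was lower under any of the scalings tried. *Sva* (Entrez 20939), on chromosome 6, was listed at 0 in all WT libraries of MPPs and CLPs and had 4.21 ± 0.876 and 4.12 ± 0.156 FPKM in the KO-labelled ones. *Fcgr2b* rose from 12.3 ± 0.357 to 121 ± 14.6 FPKM in MPPs and from 21.5 ± 0.817 to 164 ± 23.9 FPKM in CLPs. Among the genes called without the block, the largest rises in CLPs were those of *Lpl*, with a log2 fold change of 3.48, *Camk2b* (3.29), *Fcgr2b* (2.86), *Stfa1* and *Snord91a* (2.76). Those in CD115- CDPs were *Stfa1*, *BC100530*, *Stfa3*, *2010005H15Rik* and *Sva*. *Snord91a* was listed at 0 in all WT libraries of CLPs and had 6.60, 6.49 and 4.46 FPKM in the KO-labelled ones. In WT CD115- CDPs it had 2.23, 8.72 and 0 FPKM. It is a short RNA, on which few reads can give such values, and whole read numbers could not be recovered.

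Mean FPKM was higher in the KO-labelled libraries for each of the 30 genes that Fig. S10D shows for MPPs, for CD115- CDPs and for CLPs, in the population concerned. The paper chose these genes by their rise in the same libraries, so this direction was fixed in advance. Only 11, 14 and 8 of them passed the expression filter, of which 8, 5 and 7 were called higher, and 8, 11 and 7 with the replicate block. *Ryr2* is among those below the filter in CLPs, at 0.0100 ± 0.0100 FPKM in WT and 0.117 ± 0.0551 FPKM in KO-labelled libraries. It was also below the filter in MPPs, at 0.00333 ± 0.00577 and 0.853 ± 0.162 FPKM. In CD115- CDPs, again below the filter, it was 0.00667 ± 0.00577 and 0.407 ± 0.212 FPKM.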

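*Irf8* (Entrez 15900, chromosome 8 of GRCm38 from 120736358 to 120756694) fell in CLPs from 1074 ± 72.8 FPKM (SD, n = 3) in WT to 162 ± 23.5 FPKM in KO-labelled libraries, a log2 fold change of -2.72 (standard error 0.130, limma adjusted p = 6.3e-06, 3.5e-06 with the replicate block). In MPPs it was 76.7 ± 2.88 FPKM in WT, while the libraries labelled KO 1, KO 2 and KO 3 had 18.40, 17.79 and 50.36 FPKM, a log2 fold change of -1.55 (standard error 0.377, limma adjusted p = 0.0774, 0.0638 with the block). In CD115- CDPs the log2 fold change was -1.75 (standard error 0.594, limma adjusted p = 0.408). The spread there followed the replicate number: the WT libraries had 476.72, 235.79 and 831.40 FPKM and the KO-labelled libraries of the same numbers 95.02, 89.06 and 282.41 FPKM, and with the block the standard error was 0.178 and the limma adjusted p 0.00780. *Irf8* thus passed the threshold without the block only in CLPs.

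Of the 36 different genes in Fig. 4B-D, mean FPKM was lower in KO-labelled libraries for 34 in MPPs, 36 in CD115- CDPs and 35 in CLPs. The exceptions were *Itgax* and *Runx2* in MPPs, with log2 fold changes of 0.24 and 0.05, and *Lyz1* in CLPs, with 0.11. All KO-labelled libraries were below all WT libraries for 28, 26 and 32 of the 36, or 77.8%, 72.2% and 88.9%, where chance gives non-overlapping values in either direction for 10%. The expression filter left 23, 26 and 26 of them to test. Of these 5 were called lower in MPPs, 1 in CD115- CDPs and 21 in CLPs, and 6, 16 and 22 with the replicate block. Adjusted over the 36 genes alone, 15, 19 and 25 were lower at an adjusted p of at most 0.05, against 11, 1 and 24 when adjusted over all tested genes. Since the paper chose the genes from these libraries, neither these counts nor those of non-overlapping values show stability.

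*Itgax* fell by 1.85 on the log2 scale in CD115- CDPs (standard error 0.199, limma adjusted p = 0.0499, 0.00262 with the block), and in CLPs it fell by 3.12 (standard error 0.140). *Spib* fell from 105 ± 13.1 to 1.88 ± 0.338 FPKM in CLPs, and in CD115- CDPs from 14.3 ± 4.05 to 2.11 ± 1.16 FPKM (limma adjusted p = 0.134, 0.00528 with the block). *Siglech* fell from 169 ± 40.9 to 8.67 ± 0.871 FPKM in CLPs, and *Runx2* from 132 ± 46.7 to 37.6 ± 7.16 FPKM. Other genes were barely expressed in all libraries of a population: *Zfp366* did not exceed 0.43 FPKM in any of the 18 libraries, *Tlr3* did not exceed 0.62 FPKM, and *Cadm3* was above 0.30 FPKM only in WT replicate 3 of the CD115- CDPs, at 1.02 FPKM. *Clec4b1* was listed at 0 in all KO-labelled libraries and at 0.08 FPKM in each WT library of CLPs.

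**Figure D2:**
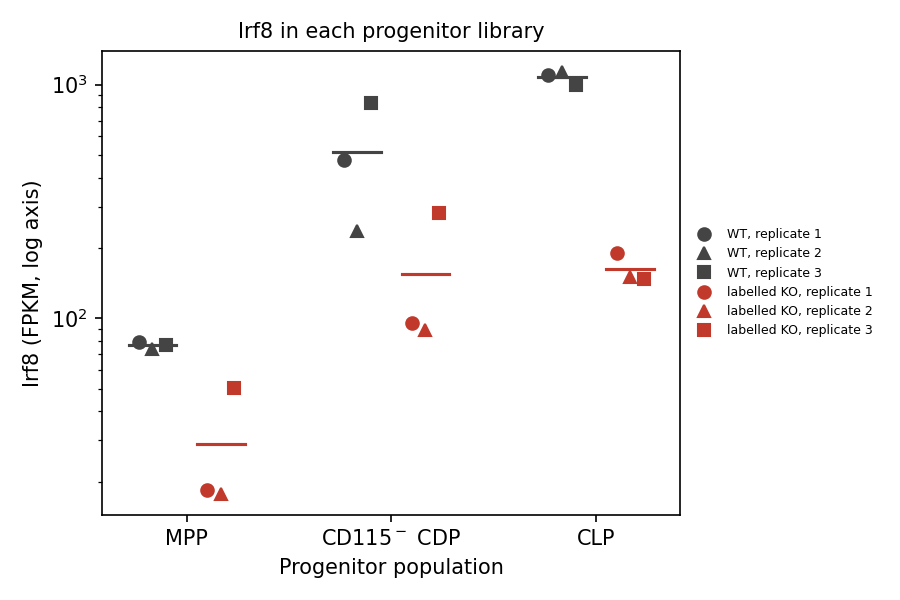
FPKM of *Irf8* on a log axis in each library of MPPs, CD115- CDPs and CLPs, with WT in grey and libraries labelled KO in red; symbols mark the replicate number and horizontal bars the mean (n = 3). The CLP groups lie apart, and in CD115- CDPs the KO-labelled library of replicate 3 (282.41 FPKM) lies above WT replicate 2 (235.79 FPKM).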

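*Spi1* (Entrez 20375, chromosome 2 of GRCm38 from 91082374 to 91115759), which encodes PU.1, was 139 ± 1.35 FPKM (SD, n = 3) in WT and 129.7 ± 22.8 FPKM in KO-labelled MPPs, a log2 fold change of -0.11 (standard error 0.135, limma adjusted p = 0.602). In CD115- CDPs it was 187 ± 54.4 and 149 ± 11.2 FPKM, a log2 fold change of -0.29 (standard error 0.216, limma adjusted p = 0.701), and in CLPs 68.6 ± 8.11 and 63.4 ± 4.37 FPKM, a log2 fold change of -0.11 (standard error 0.114, limma adjusted p = 0.578). With the replicate block the limma adjusted p was 0.553, 0.219 and 0.510. A difference larger than the spread between replicates was not detectable. In MPPs the sign of the fold change depended on scaling and on the library labelled KO 3, with 0.01 after median ratio scaling and 0.04 without KO 3.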

The reduced mRNA levels of *Irf8, Runx2* and *Spib* in TRIM33-deficient CD115^–^ CDPs were then verified by qPCR analysis (Fig. 4E). Thus, TRIM33 is required for the DC differentiation potential of DC progenitors by promoting the expression of multiple DC-associated genes.

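Whether the effect of the KO label differed between the populations was tested with the interaction of population and genotype in limma over all 18 libraries, which covered 12421 genes. It differed for 304 genes at an adjusted p of at most 0.05, among them *Itgax* (limma adjusted p = 2.7e-06) and *Spib* (limma adjusted p = 1.7e-05). The log2 fold change in CLPs less that in MPPs was -3.36 for *Itgax* (standard error 0.244) and -4.79 for *Spib* (standard error 0.416). In WT MPPs *Itgax* and *Spib* had a mean of only 3.56 and 1.43 FPKM, against 61.8 and 105 FPKM in WT CLPs. Both thus had less room to fall in MPPs on the log2(FPKM + 1) scale, which limits what these differences show. For *Irf8* the CLP and MPP estimates differed by -1.18 (standard error 0.662), and the interaction did not pass (limma adjusted p = 0.524). With an intercept for each replicate number of each population, a fit chosen after the data had been seen, the effect differed for 1077 genes. For *Irf8* that fit gave a standard error of 0.360 for this difference and a limma adjusted p of 0.0926 for the interaction. From the lower expression of the DC-associated genes, together with its qPCR measurements, the paper concludes that TRIM33 promotes the expression of these genes in progenitors and is thereby required for their potential to form DCs.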

**Fig. 4:**
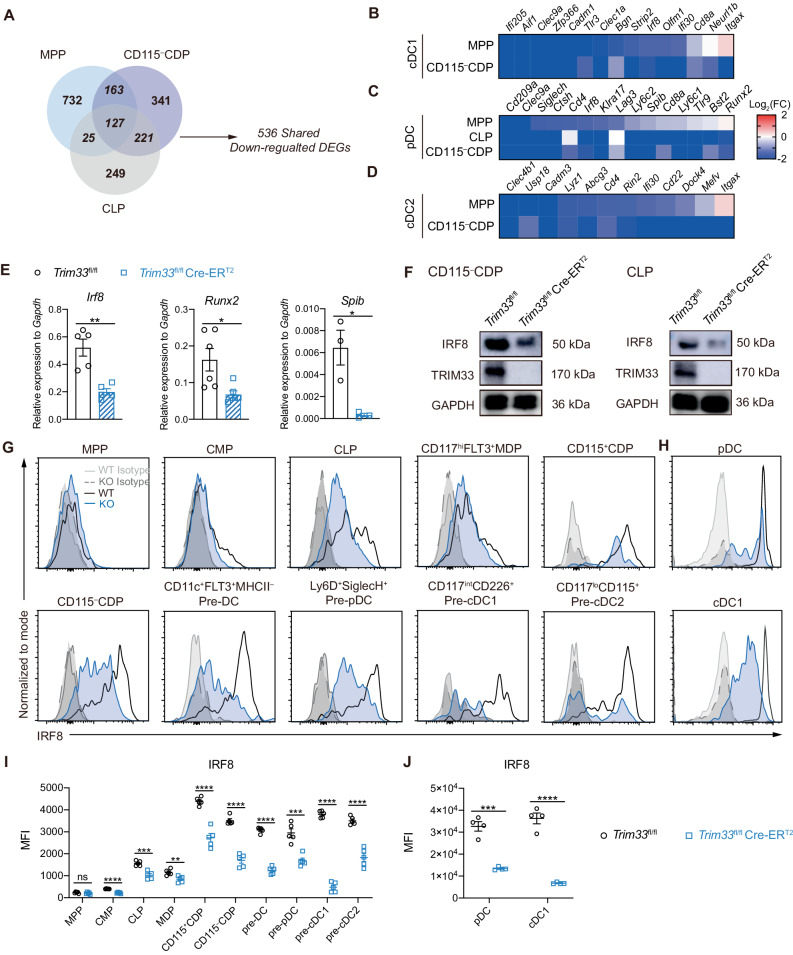
TRIM33 deficiency altered the expression of multiple DC-associated genes in progenitors. **A** Venn diagram indicating the RNA-seq-detected differentially expressed genes (DEGs) downregulated by *Trim33* deletion in the MPPs, CD115^–^ CDPs and CLPs. A DEG was considered shared if it was downregulated in more than one population. Heatmap presenting the altered expression of (**B**) cDC1-associated, (**C**) pDC-associated, and (**D**) cDC2-associated genes in progenitors of tamoxifen-treated *Trim33*^fl/fl^ Cre-ER^T2^ (KO) mice compared to their *Trim33*^fl/fl^ (WT) counterparts. Log_2_(KO to WT fold change) values of the FPKM values are plotted. **E** qPCR analysis detected the mRNA levels of *Irf8*, *Runx2* and *Spib* in CD115^–^ CDPs from the indicated genotypes. *N* = 3–6. **F** Western blot analysis of IRF8 expression in CD115^–^ CDPs and CLPs of the indicated genotypes. Flow cytometry analysis of intracellular IRF8 protein levels in the indicated progenitors (**G**) from tamoxifen-treated *Trim33*^fl/fl^ and *Trim33*^fl/fl^ Cre-ER^T2^ mice and from Flt3L culture-generated pDCs and cDC1s of the indicated genotypes (**H**). **I, J** Mean fluorescent intensity (MFI) of IRF8 in the indicated cells; *n* = 4. The data are representative of 2–3 independent experiments. Bars represent the means ± SEMs. The data were analyzed using two-tailed Student’s *t* tests. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

IRF8 is an essential TF for DC differentiation, especially for cDC1 lineage fate specification [11, 15]. We found 30 genes (Fig. S10F) among the 536 downregulated DEGs that were specifically induced in DCs by IRF8 [12], suggesting that *Irf8* may account for some of the transcriptional distortions in TRIM33-deficient DC progenitors. 

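Mean FPKM of the 10 genes that Fig. S10F names was lower in the KO-labelled libraries for 10 genes in MPPs, 10 in CD115- CDPs and 9 in CLPs, the exception being *Lyz2* in CLPs with a log2 fold change of 0.11. All KO-labelled libraries were below all WT libraries for 9, 6 and 7 of them, where chance gives non-overlapping values in either direction for 10%. The paper drew the genes from those lower in these libraries, so these counts show no stability. The expression filter left 4, 7 and 6 to test, of which 2 were called lower in MPPs, 0 in CD115- CDPs and 5 in CLPs, and 2, 3 and 5 with the replicate block. *Lyz2* fell in MPPs from 427 ± 12.9 FPKM (SD, n = 3) to 142 ± 27.6 FPKM, a log2 fold change of -1.60 (standard error 0.148, limma adjusted p = 0.00449, 0.0123 with the block). In CD115- CDPs its log2 fold change of -0.38 (standard error 1.10, limma adjusted p = 0.946, 0.715 with the block) rested on WT replicate 3 and turned to 0.99 without it. *Clec9a* fell from 3.77 ± 1.15 to 0.0100 ± 0.0173 FPKM in CLPs (limma adjusted p = 0.000119), and in CD115- CDPs from 5.44 ± 4.99 to 0.0700 ± 0.0866 FPKM (limma adjusted p = 0.253, 0.0210 with the block). *Adam19* fell in CLPs from 5.95 ± 1.41 to 0.0433 ± 0.0115 FPKM and *Tlr12* from 8.14 ± 0.795 to 1.39 ± 0.116 FPKM. *Cd209d* was listed at 0 in the KO-labelled libraries of all 3 populations.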

As none of the downregulated cDC2-associated genes were essential TFs for cDC2 fate determination and neither RUNX2 nor Spi-B [24, 25, 61] played a role as cardinal as IRF8 for cDC1 differentiation, we focused on whether TRIM33 promoted *Irf8* expression. Consistent with the reduction in mRNA levels, Western blot analysis also revealed a significant reduction in IRF8 at the protein level in TRIM33-deficient CD115^–^ CDPs and CLPs (Fig. 4F). Except for the low *Irf8*-expressing MPPs, intracellular staining further confirmed decreased IRF8 protein levels across all TRIM33-deficient progenitors and precursors, including MDPs, CMPs, CD115^+^ CDPs, CD115^–^ CDPs, CLPs, Ly6D^+^SiglecH^+^ pre-pDCs, CD117^int^CD226^+^FLT3^+^ pre-cDC1s, CD117^lo^FLT3^+^CD115^+^ pre-cDC2s, and FLT3^+^CD11c^+^MHC-II^–^ pre-DCs (Fig. 4G, I). TRIM33-deficient pDCs and cDC1s generated in Flt3L cultures also exhibited downregulated IRF8 protein expression (Fig. 4H, J). These data therefore confirmed that TRIM33 is required for *Irf8* expression in multiple DC progenitors.

### TRIM33 modulated PU.1 transcription function by colocalization at active enhancers

Mass spectrometry analyses were performed on BM lineage marker-negative (Lin^–^) FLT3^+^ DC precursors to elucidate the potential molecular mechanism of TRIM33 transcriptional regulation. The results revealed that TRIM33-interacting proteins are primarily involved in chromatin assembly, ribosome biogenesis, and RNA metabolism pathways (Table S2, Fig. S11), suggesting that TRIM33 plays a role in chromatin conformational changes and RNA processing. In particular, an interaction between TRIM33 and CDK9, a core subunit of P-TEFb [62], was identified (Fig. S11C). CDK9 phosphorylates the serine 2 residue of the RNA polymerase II (Pol II) C-terminal domain (CTD) for active Pol II transcription [62]. The physical association of TRIM33 and CDK9, verified in both anti-TRIM33- and anti-CDK9-immunoprecipitated lysates of Mutu DC1940 cells [63] (Fig. 5A), may influence S2 Pol II-mediated gene transcription. However, the expression of both CDK9 and Pol II in BM precursors did not seem to be regulated by TRIM33 (Fig. S12A, B).

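*Cdk9* (Entrez 107951, chromosome 2 of GRCm38 from 32705782 to 32712784) was 45.0 ± 3.42 FPKM (SD, n = 3) in WT and 47.8 ± 1.52 FPKM in KO-labelled MPPs, a log2 fold change of 0.09 (standard error 0.0909, limma adjusted p = 0.539). In CD115- CDPs it was 57.5 ± 6.80 and 58.0 ± 5.73 FPKM, a log2 fold change of 0.01 (standard error 0.149, limma adjusted p = 0.990), and in CLPs 51.0 ± 2.26 and 50.1 ± 2.11 FPKM, a log2 fold change of -0.03 (standard error 0.0900, limma adjusted p = 0.882). With the replicate block the limma adjusted p was 0.558, 0.930 and 0.876. The differences were within the spread between replicates in all 3 populations.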

**Fig. 5:**
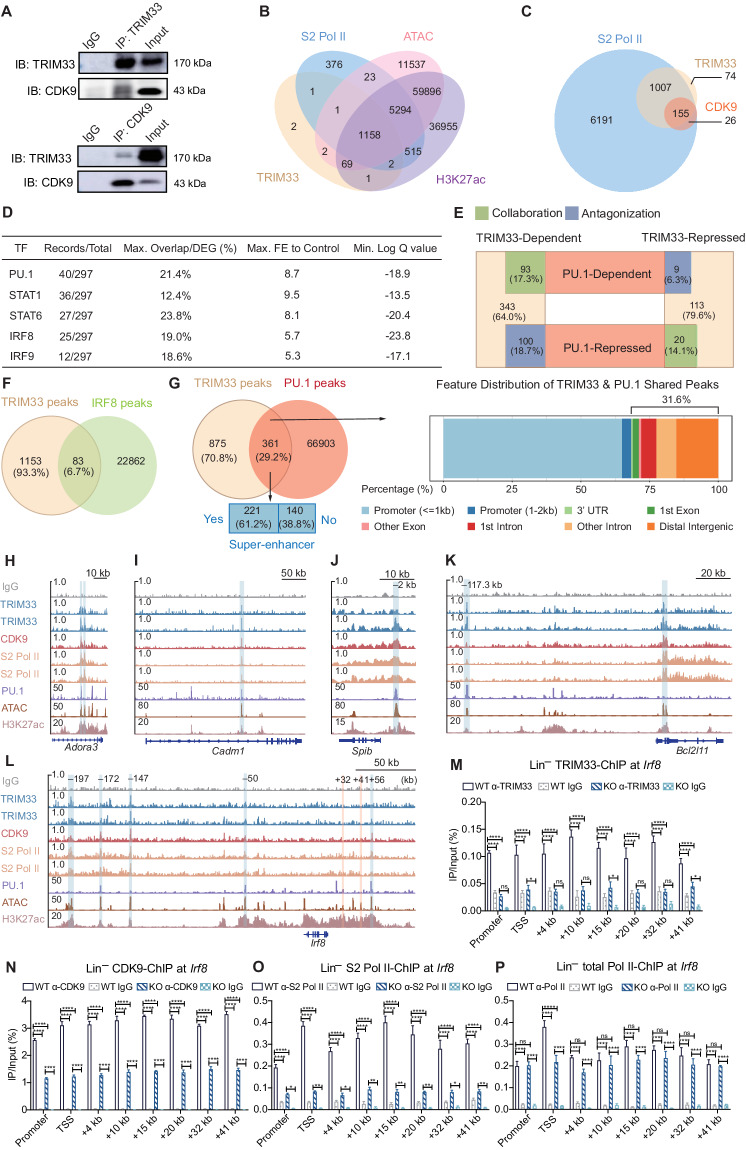
TRIM33 modulated the PU.1 transcriptional function and *Irf8* expression via chromatin occupancy. **A** The interaction of TRIM33 with CDK9 in Mutu DC1940 cells was detected using coimmunoprecipitation. **B**, **C** Venn diagrams indicating the intersection between genomic regions bound by the indicated factors in CDPs. CDP TRIM33, CDK9, and S2 Pol II peaks were called from CUT&Tag data. CDP ATAC-seq and H3K27ac-ChIP region data were retrieved from the GSE132240 and GSE132239 datasets. **D** ChIP-Atlas analysis of RNA-seq-detected progenitor DEGs following TRIM33 deletion. FE, fold enrichment. **E** Intersection between TRIM33-reliant and PU.1-reliant transcriptomes. The percentages of TRIM33-dependent/repressed genes under the control of PU.1 are shown. **F** Intersection between CDP TRIM33 CUT&Tag peaks and cDC1 IRF8-ChIP (GSE66899) peaks. **G** Analysis of shared TRIM33 and PU.1 peaks in CDPs. PU.1-ChIP peaks were called from GSE57563. The superenhancer analysis was performed with SEA v3.0. **H–L** Visualization of TRIM33, CDK9, S2 Pol II CUT&Tag, PU.1-ChIP, H3K27ac ChIP, and ATAC-seq data at the indicated loci in CDPs. The reported +32 kb and +41 kb enhancer sites of *Irf8* are shaded in orange. ChIP‒qPCR analysis of TRIM33 (**M**), CDK9 (**N**), S2 Pol II (**O**), and total Pol II (**P**) occupancy at different regions of the *Irf8* gene in BM Lin^–^ cells from tamoxifen-treated *Trim33*^fl/fl^ (WT) and *Trim33*^fl/fl^ Cre-ER^T2^ (KO) mice. *N* = 3–4. The data are representative of 2 independent experiments. Bars represent the means ± SEMs. The data were analyzed using two-way ANOVA followed by Bonferroni’s multiple comparison test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

We therefore investigated the genome-wide binding sites of TRIM33, CDK9, and S2 Pol II in wild-type CDPs via a CUT&Tag assay. As shown in Fig. S12C–F, similar to those of the CDK9 and S2 Pol II signals, the TRIM33 signals were centered on transcription start sites (TSSs) and located primarily in promoter regions, suggesting a transcriptional regulatory role. Remarkably, compared with the H3K27 acetylation (H3K27ac) chromatin immunoprecipitation sequencing (ChIP-seq) and assay for transposase-accessible chromatin sequencing (ATAC-seq) datasets of CDPs [11], 99.5% (1230/1236) of TRIM33 binding sites were located in active enhancer regions denoted by H3K27ac [64], and 93.7% (1158/1236) of TRIM33 regions were colocalized with S2 Pol II on transposase-accessible H3K27ac-enriched chromatin (Fig. 5B). Further analysis revealed that the recruitment of detectable CDK9 to chromatin in the CDPs was substantially reliant on the presence of TRIM33 (Fig. 5C), although only a portion of the S2 Pol II peak intersected with TRIM33. A motif analysis of the TRIM33 peaks revealed possible colocalization with PU.1, in accordance with previous reports [37, 40], and several other TFs with unknown functions in DC development (Fig. S12G).

As the data strongly suggested the active engagement of TRIM33 in the gene transcription of CDPs, especially at enhancer sites, only 1.8% of the genes annotated from the TRIM33 peaks matched the RNA-seq-detected DEGs in progenitors. Suspecting that some of the transcriptome alterations in TRIM33-deficient progenitors were secondary to changes in the expression or function of master regulators, we performed a TSS TF enrichment analysis of the DEGs and found that PU.1 and IRF8 were among the top predicted genes (Fig. 5D). We first hypothesized that the loss of TRIM33 colocalization on chromatin might disturb the transcriptional regulatory function of PU.1. 

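Table S3 lists 193 TRIM33-dependent genes, 93 of them PU.1-dependent and 100 PU.1-repressed, and 29 TRIM33-repressed genes, 9 PU.1-dependent and 20 PU.1-repressed; these counts are the paper's. Of the 193 genes, 11 were called lower in KO-labelled libraries of at least 2 populations, and 51 with the replicate block. Of the 29 genes, 1 was called higher in at least 2 populations, and 6 with the block. Mean FPKM of the 193 genes was lower in the KO-labelled libraries for 176 in MPPs, 193 in CD115- CDPs and 183 in CLPs, and all KO-labelled libraries were below all WT libraries for 152, 95 and 153 of them. Of those that passed the expression filter, 27 of 125 were called lower in MPPs, 3 of 140 in CD115- CDPs and 77 of 123 in CLPs, and 27, 53 and 78 with the block. Mean FPKM of the 29 genes was higher for 23 in MPPs, 29 in CD115- CDPs and 26 in CLPs, with 3, 0 and 13 of the 23 tested in each population called higher, and 3, 6 and 13 with the block. Adjusted over the 193 genes alone, 94, 42 and 105 were lower at an adjusted p of at most 0.05, against 61, 3 and 97 when adjusted over all tested genes. The list was drawn from the same libraries, so this shows no stability. PU.1 dependence itself was measured in another study and is not part of these libraries.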

We intersected the DEGs with the PU.1-dependent genes in DCs defined by Chopin et al. [9] to elucidate this possibility and found that 32.7% (222/678) of the TRIM33-regulated genes were under dual control of TRIM33 and PU.1, half by collaboration (50.9%, 113/222) and the other half by antagonization (49.1%, 109/222) (Fig. 5E, Table S3). 

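Of the 10 TRIM33- and PU.1-dependent genes named in Fig. S12H, mean FPKM was lower in KO-labelled libraries for 10 in MPPs, 10 in CD115- CDPs and 9 in CLPs, *Lyz1* in CLPs being the exception. Between 4 and 6 of them passed the expression filter, with a median log2 fold change of -0.86 in MPPs, -0.99 in CD115- CDPs and -1.46 in CLPs, and 1, 0 and 4 were called lower (1, 3 and 4 with the replicate block). Of the 9 TRIM33-dependent, PU.1-repressed genes named there, which include *Siglech*, *Ly6c1*, *Ly6c2*, *Runx2*, *Bst2* and *Spib*, mean FPKM was lower for 8 in MPPs, 9 in CD115- CDPs and 9 in CLPs. With 8 tested in each population, their median log2 fold change was -0.53, -1.66 and -2.32, and 0, 0 and 7 were called lower (0, 6 and 7 with the block). *Ly6c1* in CLPs fell from 5.86 ± 0.753 FPKM (SD, n = 3) to 0.750 ± 0.447 FPKM and *Bst2* from 501 ± 25.2 to 79.9 ± 8.21 FPKM. *Ly6c1* and *Ly6c2* are similar neighbouring genes between which the authors' counting could have split reads. The paper drew the genes of Fig. S12H from those that differed in these libraries, so their counts show no stability.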

Importantly, the collaboration of TRIM33 and PU.1 promoted the expression of more cDC-associated genes, while the antagonistic effect of TRIM33 on PU.1-mediated suppression was attributed to the expression of more pDC-associated genes (Fig. S12H). Hence, TRIM33 regulated DC development by influencing the transcriptional regulatory function of PU.1 in DC progenitors.

By intersecting genomic regions occupied by TRIM33 in CDPs to those of PU.1 in CDPs or IRF8 in cDC1s[14, 65], we found that while TRIM33 and IRF8 shared only a few co-occupancy sites (Figs. 5F), 29.2% (361/1236) of TRIM33 peaks were also bound by PU.1 (Fig. 5G, Table S4). Noting that almost all TRIM33 peaks were H3K27ac-enriched sites that are active enhancers, we further revealed with SEA [66] that 61.2% of these shared peaks were superenhancers in mouse CDPs, and 31.6% were located in nonpromoter regions (Fig. 5G). 

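Of the 10 downregulated genes in Fig. S12I, mean FPKM was lower in KO-labelled libraries for 8 in MPPs, 10 in CD115- CDPs and 10 in CLPs, with 1, 0 and 6 called lower (1, 7 and 6 with the replicate block) among the 7, 8 and 8 that passed the expression filter. *Adora3* (Entrez 11542) fell in CD115- CDPs from 1.25 ± 0.712 FPKM (SD, n = 3) in WT to 0.193 ± 0.0493 FPKM in KO-labelled libraries, a log2 fold change of -0.87 (standard error 0.242, limma adjusted p = 0.354, 0.0453 with the block). In MPPs and CLPs *Adora3* was below the filter, at 0.290 ± 0.193 and 0.497 ± 0.0896 FPKM in WT and 0.0567 ± 0.0493 and 0.0300 ± 0.0520 FPKM in KO-labelled libraries. *Cadm1* (Entrez 54725) fell in CLPs from 1.82 ± 0.295 to 0.0167 ± 0.0208 FPKM, a log2 fold change of -1.47 (standard error 0.127, limma adjusted p = 0.000157, 0.000259 with the block). *Cadm1* did not exceed 0.14 FPKM in any library of MPPs or CD115- CDPs. *Grn* fell in CLPs from 227 ± 26.0 to 28.0 ± 2.03 FPKM, and *Padi2* in all 3 populations, with log2 fold changes of -0.86, -1.22 and -1.12. The upregulated gene of the panel, *Acoxl* (Entrez 74121), rose in CD115- CDPs from 0.173 ± 0.0643 to 1.53 ± 0.577 FPKM, a log2 fold change of 1.09 (standard error 0.212, limma adjusted p = 0.243, 0.0310 with the block). The paper drew the genes of Fig. S12I from those that differed in these libraries, so their counts show no stability.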

We again noticed that only a few RNA-seq-detected DEGs, such as *Adora3* and *Cadm1*, were consistent with the annotation of the shared peaks of PU.1 and TRIM33 (Fig. S12I, Fig. 5H, I). A visual inspection revealed omissions during data processing, such as an initially unidentified –2 kb peak of *Spib* (Fig. 5J); however, annotating bias of distant enhancer peaks to genes of the greatest proximity instead of regulated genes may be present. EnhancerAtlas 2.0, a tool capable of enhancer–target gene prediction [67], further revealed a potential enhancer of the pro-apoptotic BIM-encoding gene *Bcl2l11* that was 117.3 kb upstream (Fig. 5K). TRIM33 was reported to repress *Bcl2l11* expression in murine B-ALL by antagonizing PU.1 binding at the -117.3 kb enhancer [40]. Considering the accelerated death of TRIM33-deficient progenitors in vitro (Fig. S9) and the elevated *Bcl2l11* transcript level in these cells (Fig. S12J), TRIM33 antagonization of PU.1-directed *Bcl2l11* transcription might be required for DC progenitor survival. Therefore, TRIM33 supports the differentiation and survival of the DC lineage by modulating the transcriptional control of PU.1-regulated genes, including *Bcl2l11*.

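*Bcl2l11* (Entrez 12125, chromosome 2 of GRCm38 from 128126038 to 128162547) rose in CLPs from 16.2 ± 3.60 FPKM (SD, n = 3) in WT to 31.9 ± 3.66 FPKM in KO-labelled libraries, a log2 fold change of 0.95 (standard error 0.164, limma adjusted p = 0.00629, 0.00110 with the replicate block), and stayed between 0.79 and 1.10 with each replicate left out in turn. As the fold change was under the minimum of 1, *Bcl2l11* was not called there. In MPPs the WT libraries had 14.03, 22.24 and 9.06 FPKM and the libraries labelled KO 1, KO 2 and KO 3 had 47.82, 76.80 and 12.09 FPKM, a log2 fold change of 1.27 (standard error 0.659, limma adjusted p = 0.272, 0.0817 with the block). KO 3 lay below WT 1 and WT 2, and without KO 3 the log2 fold change was 2.02 (limma adjusted p = 0.0056, in a range of 0.0056 to 0.592 over all settings tried). In CD115- CDPs *Bcl2l11* was 53.6 ± 42.7 FPKM in WT and 67.3 ± 28.1 FPKM in KO-labelled libraries. The log2 fold change was 0.76 (standard error 0.872, limma adjusted p = 0.825, 0.217 with the block). It became -0.25 when WT replicate 3, at 8.22 FPKM, was left out. That setting kept KO 3, the lowest KO-labelled library at 35.18 FPKM, without its same-numbered WT library. The KO-labelled library was higher in pair 1 (86.97 against 59.49 FPKM) and lower in pair 2 (79.82 against 93.09 FPKM). No difference in the effect on *Bcl2l11* between the 3 populations was detectable (limma interaction, adjusted p = 0.940, 0.691 with an intercept for each replicate number).

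*Acoxl*, upstream of *Bcl2l11* from 127838797 to 128126252, overlaps its annotated start, so reads over the overlap could have been given to either gene. *Acoxl* had 0.0600 ± 0.0173 FPKM in WT and 0.550 ± 0.0954 FPKM in KO-labelled CLPs, and 0.0900 ± 0.0265 and 0.15 ± 0.0917 FPKM in MPPs, far below *Bcl2l11*.

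**Figure D3:**
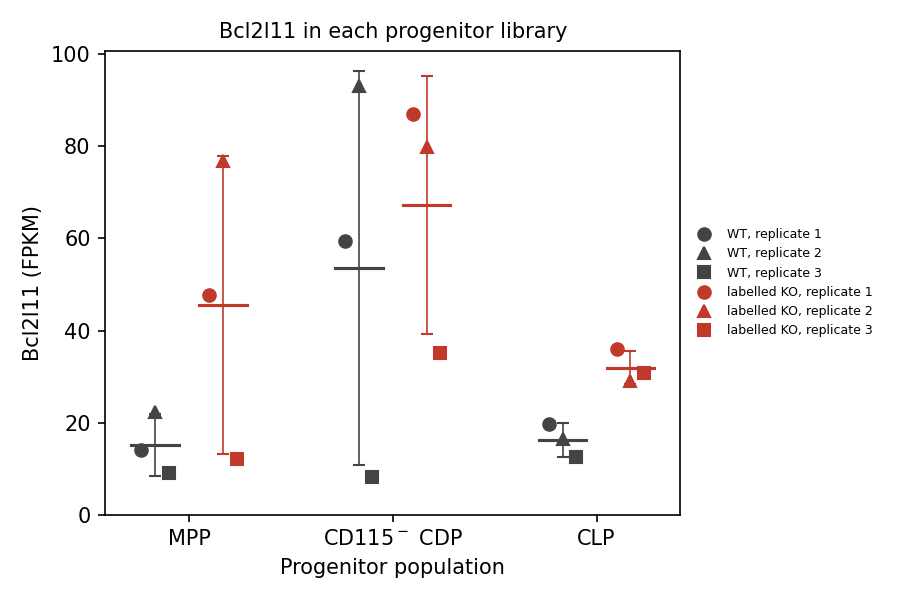
FPKM of *Bcl2l11* in each library of MPPs, CD115- CDPs and CLPs, with WT in grey and libraries labelled KO in red; symbols mark the replicate number, horizontal bars the mean and error bars the SD (n = 3). The groups lie apart in CLPs, while replicate 3 is the lowest library of both genotypes in MPPs (9.06 and 12.09 FPKM) and CD115- CDPs (8.22 and 35.18 FPKM).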

### TRIM33 promoted *Irf8* transcription by influencing S2 Pol II chromatin occupancy

We further analyzed the CUT&Tag data by visualizing TRIM33 binding to the *Irf8* locus to understand how a marked decrease in IRF8 levels in TRIM33-deficient progenitors was achieved. Interestingly, although the results revealed little or no significant binding of TRIM33 to the *Irf8* gene body or the known –50 kb, +32 kb, +41 kb, and +56 kb enhancers [11, 68, 69], TRIM33 binding to distal enhancer-like regions, such as –147 kb and possibly –172 kb and –197 kb, was detected (Fig. 5L). Moreover, Capture C data from CDPs [70] indicated that the *cis*-regulatory element of *Irf8* could extend beyond this distance (Fig. S12K). However, whether these sites could be genuine enhancers of *Irf8* that control its expression and in vivo DC development remains to be further investigated. Since CUT&Tag technology has not been validated for co-factor analysis and might underestimate authentic TRIM33 occupancy, we performed TRIM33 ChIP‒qPCR directly targeting the *Irf8* promoter, gene body (TSS to 20 kb), and known +32 kb and +41 kb DC-relevant enhancers in BM Lin^–^ precursors. Relatively weak yet significant TRIM33 occupancy was confirmed at these sites in wild-type cells (Fig. 5M). More importantly, we observed a significant decrease in the occupancy of CDK9, S2 Pol II, and S5 Pol II, but not total Pol II, at these sites following tamoxifen-induced TRIM33 deletion in Lin^–^ precursors (Fig. 5N–P, Fig. S12L). The loss of S2 Pol II, the active transcribing form of Pol II, around the *Irf8* locus due to the absence of TRIM33 and the reduction in CDK9 recruitment significantly reduced the generation of *Irf8* transcripts. Hence, these results support a role for TRIM33 in promoting *Irf8* transcription in DC progenitors and precursors via chromatin occupancy.

Notably, overexpression of *Irf8* alone in TRIM33-deficient BM Lin^–^ cells (Fig. S13A) did not restore cDC1 generation from these cells in Flt3L cultures (Fig. S13B, C). This finding further suggested additional targets of TRIM33 that cooperate with IRF8 in the regulation of DC differentiation and homeostasis.

### TRIM33 maintained DC survival by suppressing *Bcl2l11* transcription

We previously showed a role for TRIM33 in the maintenance of DC progenitor survival and suggested that the repression of *Bcl2l11* by TRIM33 is the underlying mechanism, yet the IRF8 insufficiency-induced developmental impairment, for instance, MDP to CDP and pre-cDC1 to cDC1 transitions [10], might directly elicit cell death. We then explored whether TRIM33 utilizes any IRF8-independent mechanism to promote DC lineage maintenance. Changes in the IRF8 level and cell viability of sorted *Trim33*^fl/fl^ and *Trim33*^fl/fl^ Cre-ER^T2^ CDPs over time were traced in 4-OHT-supplemented cultures, and a significant decrease in the survival of *Trim33*^fl/fl^ Cre-ER^T2^ cultures occurred before the decrease in the IRF8 level (Fig. S14). Therefore, TRIM33 maintained DC lineage survival through an IRF8-independent mechanism. We then further examined the effect of TRIM33 on the survival of downstream differentiated DCs. Indeed, we observed that DCs that differentiated from TRIM33-deficient pre-DCs also failed to persist in prolonged culture (Fig. S15A, B). More importantly, when *Trim33* was deleted at a later stage of DC development in *Trim33*^fl/fl^ *Itgax-*Cre mice, the RNA-seq-detected expression of critical DC differentiation-related genes was not altered in cKO DCs (Fig. S15C), suggesting that a failure of cell maintenance, rather than defective differentiation, was the major cause of reduced DC numbers in *Trim33*^fl/fl^ *Itgax-*Cre mice.

The viability of purified WT and TRIM33-deficient Flt3L-induced DC subsets (FL-DCs) (Fig. 6A, B) was measured by performing Annexin V and 7-AAD staining to further test whether TRIM33 regulates DC survival. In addition to the known rapid death of DCs in culture in vitro [71, 72], we found that all 3 subsets of FL-DCs exhibited accelerated cell death upon *Trim33* deletion (Fig. 6C, D), with or without granulocyte-macrophage colony stimulating factor (GM-CSF) and Toll-like receptor agonists, factors known to influence DC survival. Consistently, upon *Trim33* deletion, DC2.4 [73], a well-characterized DC cell line, also exhibited impaired cell survival (Fig. 6E, F). A greater proportion of Annexin V^+^7-AAD^–^ early apoptotic *Trim33*-deleted FL-cDCs indicated cell death by apoptosis (Fig. 6C). Moreover, increased cleavage of both Caspase-3 and PARP was detected in all 3 subsets of TRIM33-deficient FL-DCs, indicating that *Trim33* deletion resulted in enhanced activation of the apoptosis pathway (Fig. 6G). Taken together, these findings suggest that TRIM33 acts as a suppressor of DC apoptosis.

**Fig. 6:**
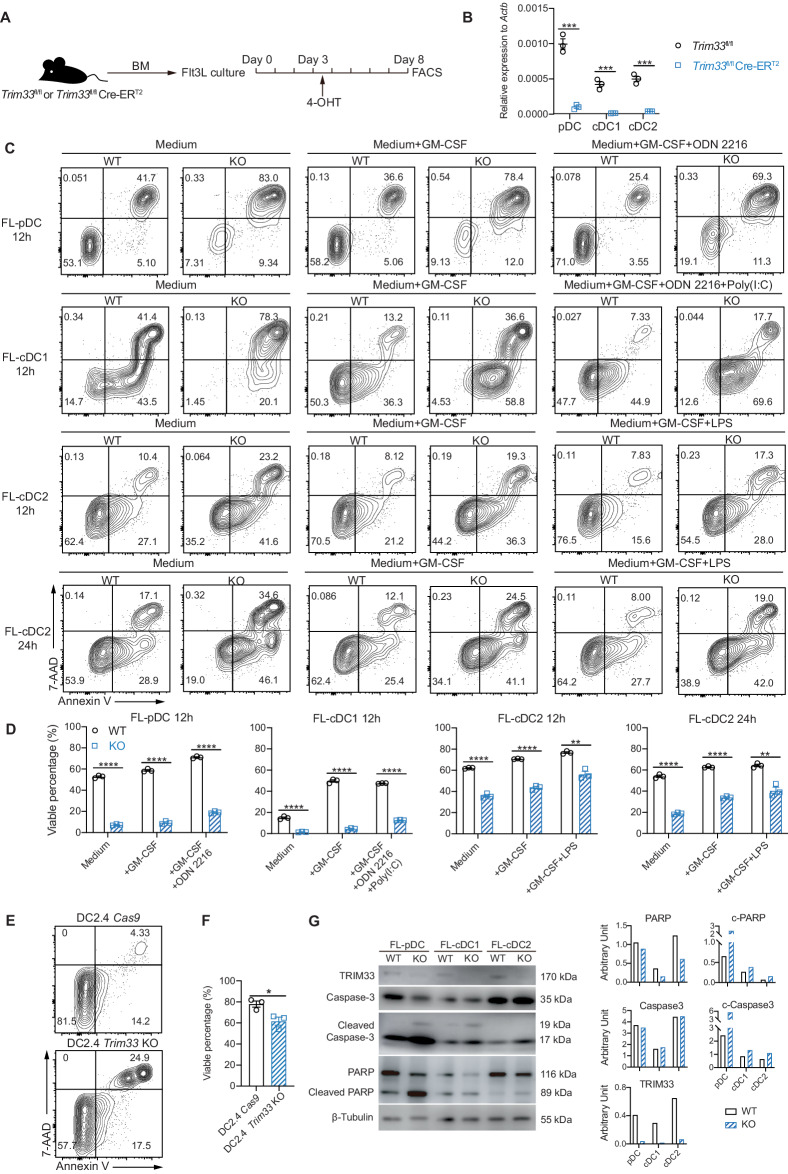
TRIM33 deficiency resulted in accelerated DC apoptosis. **A** Schematic diagram of the generation of DCs from WT or *Trim33* KO DCs in Flt3L cultures. BM cells from *Trim33*^fl/fl^ and *Trim33*^fl/fl^ Cre-ER^T2^ mice were cultured with 200 ng/mL Flt3L, and 1 µM 4-OHT was added on Days 3–4. FL-DCs were FACS-purified on Day 8. **B** qPCR analysis of *Trim33* expression in FL-DCs of the indicated genotypes, *n* = 3. **C**, **D** Survival analysis of cultured WT (*Trim33*^fl/fl^) and KO (*Trim33*^fl/fl^ Cre-ER^T2^) FL-DCs. A total of 5$$\times$$10^4^ FACS-purified FL-DCs/well were cultured with or without the indicated supplements (20 ng/ml GM-CSF, 1 µM ODN 2216, 100 µg/mL poly(I:C), or 100 ng/mL LPS) for 12 h or 24 h before detection. The numbers in quadrants indicate percentages. **D** The percentages of viable (Annexin V^–^7-AAD^–^) FL-DCs after culture, *n* = 3. **E**, **F** Survival analysis of DC2.4 cells of the indicated genotypes. A total of 2.5$$\times$$10^5^ DC2.4 or DC2.4 *Trim33* KO cells/well were seeded in 24-well plates and cultured for 48 h before detection. **F** The percentages of viable (Annexin V^–^7-AAD^–^) cells after culture are plotted as the means of 3 independent experiments. **G** Western blot analysis of Caspase-3 and PARP in FL-DCs cultured for 12 h. Approximately 1$$\times$$10^5^ cells/sample were loaded. The relative band intensities are shown. Bars represent the means ± SEMs. The data are representative of 3 independent experiments. Statistical significance was determined using an unpaired two-tailed Student’s *t* test. Ns: not significant, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

We analyzed the RNA-seq data again to explore how TRIM33 suppressed DC apoptosis, and the results revealed that the 3 subsets of TRIM33-deficient DCs exhibited no common downregulation of antiapoptotic genes, whereas the only upregulated proapoptotic gene in all DC subsets was *Bcl2l11* (Fig. S15D–F, Table S5, Fig. 7A). Increased *Bcl2l11* expression at both the mRNA and protein levels was found in all subsets of TRIM33-deficient splenic DCs, FL-DCs, and DC2.4 cells (Fig. 7B–E). Therefore, TRIM33 prevents DC apoptosis by suppressing *Bcl2l11* expression.

**Fig. 7:**
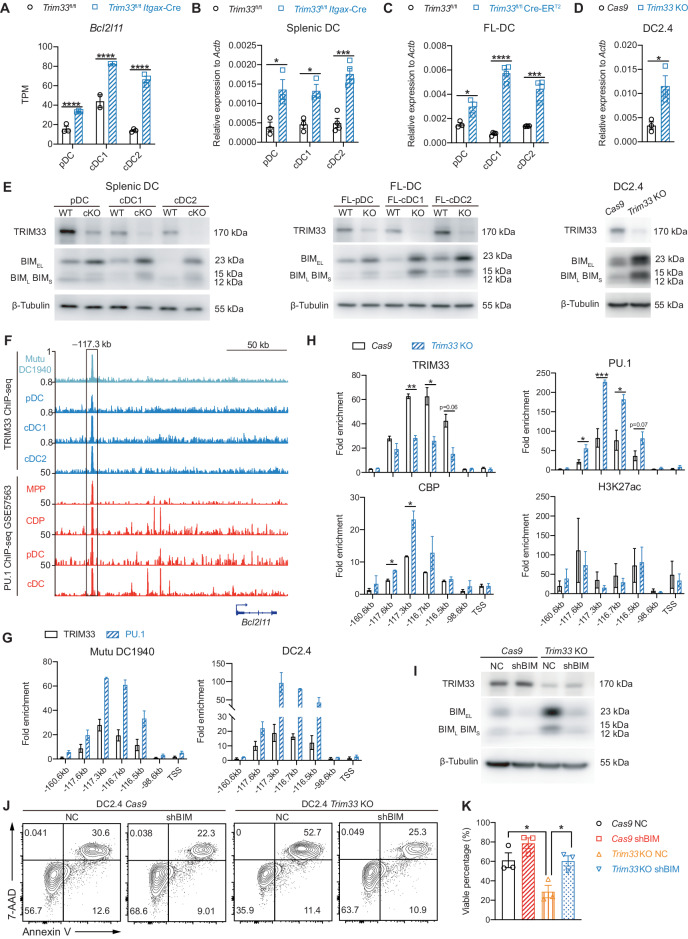
TRIM33 suppressed *Bcl2l11* transcription through enhancer deactivation. **A** RNA-seq detected *Bcl2l11* TPM in WT and cKO splenic DCs. *N* = 2-3, ****Q < 0.0001. qPCR analysis of *Bcl2l11* mRNA levels in (**B**) splenic DCs, (**C**) FL-DCs and (**D**) DC2.4 cells of the indicated genotypes. *N* = 3–4. **E** Western blot detection of BIM levels in splenic DCs, FL-DCs and DC2.4 cells of the indicated genotypes. **F** ChIP-seq tracks displaying TRIM33 and PU.1 (GSE57563) binding at the *Bcl2l11*-117.3 kb region in DCs and progenitors. The TRIM33-immunoprecipitated tracks are representative of 2 biological replicates. The Y-axis represents counts per million mapped reads (TRIM33-ChIP) or sequencing depth-normalized read counts (PU.1-ChIP). **G**, **H** ChIP‒qPCR detection of TRIM33, PU.1, CBP and H3K27ac intensity at the *Bcl2l11* locus in the indicated cell lines. Two to four biological replicates are plotted. The fold enrichment versus the isotype control IgG is presented. **I** *Bcl2l11* knockdown efficiency in DC2.4 cell lines. NC negative control, shBIM shRNA knockdown of *Bcl2l11*. **J**, **K** Survival analysis of DC2.4 cells of the indicated genotypes. **K** Percentages of viable cells (annexin V^–^7-AAD^–^) plotted using the means of 3 independent experiments. The data are representative of 3 independent experiments. Bars represent the means ± SEMs. Statistical significance was determined using unpaired two-tailed Student’s *t* tests (**B**–**D**, **H**) or multiple *t* tests (**K**). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

Given our previous results of TRIM33 and PU.1 colocalization at the -117.3 kb enhancer of *Bcl2l11* in CDPs (Fig. 5K), we further tested whether this colocalization also occurred in DCs. By performing ChIP-seq and ChIP‒qPCR analyses, we identified simultaneous TRIM33 and PU.1 occupancy at the reported -117.3 kb *Bcl2l11* enhancer but not at other sites in DC2.4 cells, Mutu DC1940 cells, and all subsets of primary DCs (Fig. 7F, G). The binding of PU.1 to such sites in MPPs was also revealed by investigating published data [65]. PU.1 activates transcription by recruiting CREB-binding protein (CBP) to bridge the basal transcription machinery and promote regional H3K27ac intensity [74, 75]. We found that in TRIM33-deficient DC2.4 cells, although the H3K27ac intensity was unaltered, the localization of PU.1 and CBP at the -117.3 kb region of the *Bcl2l11* enhancer site was enhanced (Fig. 7H). Therefore, TRIM33 occupancy at the -117.3 kb *Bcl2l11* enhancer in DCs antagonized PU.1-directed transcription of *Bcl2l11* and maintained DC survival. We also verified that efficient knockdown of *Bcl2l11* by an shRNA restored the survival of *Trim33* KO DC2.4 cells (Fig. 7I–K). Hence, TRIM33 likely suppresses DC apoptosis by repressing *Bcl2l11* transcription through antagonizing PU.1-induced *Bcl2l11* expression.

### TRIM33 regulated DC development and maintenance by modulating *Irf8* and *Bcl2l11* transcription

BM CD45.2^+^ Lin^–^ precursors were isolated from *Trim33*^fl/fl^ and *Trim33*^fl/fl^ *Itgax-*Cre mice, transduced with the mAmetrine fluorescent protein-expressing negative control (NC) or shBIM vector, and allowed to restore DC homeostasis in lethally irradiated recipients to further validate whether TRIM33 suppressed *Bcl2l11* transcription to support DC maintenance in vivo (Fig. 8A). The knockdown of *Bcl2l11* in mAmetrine^+^ Lin^–^ cells was efficient (Fig. 8B), and in vivo differentiated CD45.2^+^ DCs retained vector expression upon analysis (Fig. S16A). We found that NC- and shBIM-transduced WT Lin^–^ cells generated all three subsets of splenic DCs in comparable numbers and proportions (Fig. 8C–E), in agreement with a previous report in which the DC numbers and percentages of *Bcl2l11*^–/–^ mice were comparable to those of WT mice [30]. In contrast, *Bcl2l11* knockdown significantly rescued the numbers of all DC subsets derived from CD45.2^+^ cKO Lin^-^ cells by 6-15-fold (Fig. 8C–E). No significant differences in the numbers of total CD45.2^+^ splenocytes in any of the experimental groups were observed (Fig. S16B). Thus, these data further show that TRIM33 maintains DC homeostasis by suppressing *Bcl2l11* expression.

**Fig. 8:**
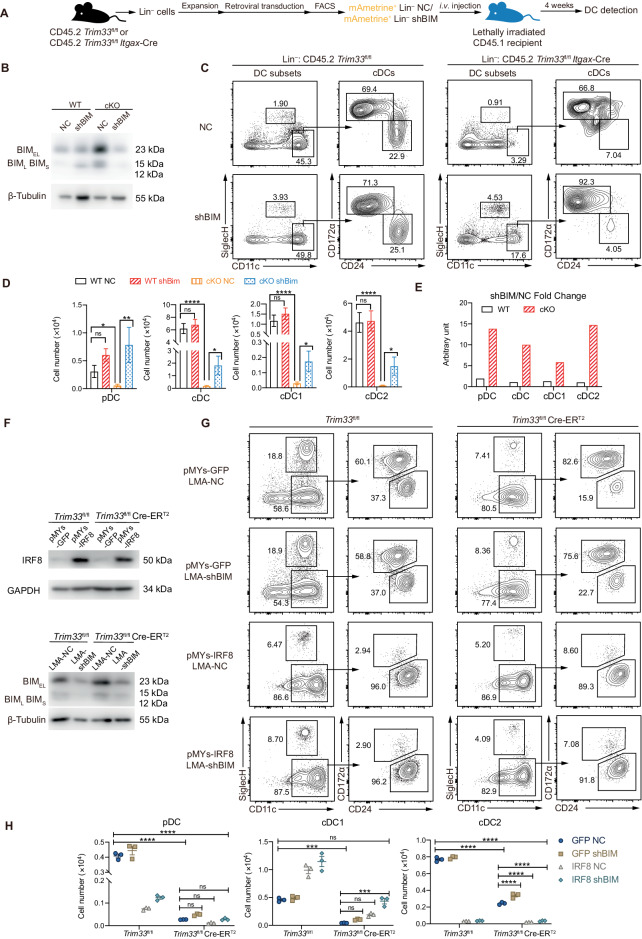
*Bcl2l11* knockdown and *Irf8* overexpression simultaneously restored cDC1 generation from TRIM33-deficient BM Lin^–^ precursors. **A** Scheme of the Lin^–^ cell in vivo reconstitution experiment. Lin^–^ cells were isolated from *Trim33*^fl/fl^ (WT) or *Trim33*^fl/fl^ *Itgax-*Cre (cKO) BM, expanded with Flt3L and SCF, transduced with shRNA constructs, and *i.v*. injected into recipients. **B** *Bcl2l11* knockdown efficiency in transduced mAmetrine^+^ WT and cKO Lin^–^ cells. **C–E** Flow cytometry analysis of splenic DC populations in the indicated Lin^–^ reconstituted mice. Pregate: viable, CD45.2^+^mAmetrine^+^ cells. The numbers on the plots indicate percentages. **D** Numbers of CD45.2^+^mAmetrine^+^ splenic DCs per animal from the indicated mice. **E** Fold increase in the number of each DC population of the indicated genotypes after *Bcl2l11* knockdown. *N* = 6–10. **F** *Irf8* overexpression and *Bcl2l11* knockdown efficiency in BM Lin^–^ cells. BM Lin^–^ cells of the indicated genotypes were cotransduced with overexpression and shRNA vectors as previously described. **G**, **H** Flow cytometry analysis of DCs generated from Lin^–^ BM cells transduced with the indicated construct pairs by Flt3L culture. Pregate: viable, CD45.2^+^GFP^+^mAmetrine^+^ cells. **H** Numbers of DCs generated per 1$$\times$$10^4^ input Lin^–^ cells. *N* = 3. Bars represent the means ± SEMs. The data are representative of 2–3 independent experiments. The data were analyzed using unpaired two-tailed multiple *t* tests (**D**) or two-way ANOVA followed by Bonferroni’s multiple comparison test (**H**). Ns: nonsignificant, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

Because we showed that TRIM33 was required for both promoting *Irf8* expression and tuning the PU.1-dependent transcriptome during DC development, as exemplified by the repression of *Bcl2l11*, we speculated that both functions of TRIM33 contributed to DC differentiation and maintenance, especially for cDC1s, considering the major fate-specific role of IRF8. To determine whether this is the case, We simultaneously overexpressed *Irf8* and knocked down *Bcl2l11* in *Trim33*^fl/fl^ or *Trim33*^fl/fl^ Cre-ER^T2^ BM Lin^–^ cells and measured their DC generation capacity to analyze our hypothesis. Notably, *Bcl2l11* knockdown may prevent an underestimation of the effects of *Irf8* overexpression; with *Bcl2l11* knockdown, any cell whose generation was rescued in culture may survive to the day of detection. The *Irf8* overexpression alone group and the *Bcl2l11* knockdown alone group were used as controls. Even with efficient overexpression or knockdown (Fig. 8F), *Irf8* overexpression or *Bcl2l11* knockdown alone was unable to significantly restore DC generation from TRIM33-deficient BM Lin^–^ cells (Fig. 8G, H), probably resulting from the death of the generated cells and developmental impairment, respectively. Nevertheless, *Irf8* overexpression combined with *Bcl2l11* knockdown significantly restored cDC1 production from TRIM33-deficient BM Lin^–^ precursors (Fig. 8H), further revealing the additive role of these TRIM33 targets in DC homeostasis. Taken together, these results further illustrate that TRIM33 promotes *Irf8* expression for cDC1 differentiation and suppresses PU.1-dependent *Bcl2l11* expression for DC survival and maintenance.

## Discussion

IRF8 is known as the key TF for cDC1 lineage specification. In this study, we identified TRIM33 as a novel regulator of IRF8 expression. TRIM33 deficiency significantly reduced the expression of *Irf8* and other DC-associated genes in DC progenitors, leading to a profound deficiency in DC differentiation. A mechanistic study revealed that TRIM33 was directly engaged at the gene body and the superenhancer of *Irf8*, possibly within complexes that modulate chromatin accessibility and transcription. In particular, by interacting with CDK9, the catalytic subunit of P-TEFb, TRIM33 promoted S2 Pol II localization and subsequent transcription of the *Irf8* gene, which facilitated *Irf8* expression and cDC1 differentiation. When the survival of all cells generated in culture was ensured by *Bcl2l11* inhibition, *Irf8* overexpression was able to reverse the deficiency of cDC1 development from TRIM33-ablated Lin^–^ precursors. Furthermore, we identified the –147 kb, –172 kb, and –197 kb sites as potential candidates for previously unrecognized *Irf8* enhancer regions, although whether these regions can control *Irf8* expression and DC development and whether they can bind to other important TFs require future exploration.

In addition to regulating *Irf8* expression and cDC1 fate specification, we found that TRIM33 was also crucial for tuning the PU.1-dependent transcriptome. Kusy et al. first reported that TRIM33 antagonizes PU.1-directed transcription by colocalization to repress exaggerated myelomonocytic expansion and verified this mechanism for 3 genes, *p15*^*INK4b*^, *Egr2*, and *Fcgr2b* [37]. With cell lines and bone marrow-derived macrophages, the same group further reported that TRIM33 and PU.1 colocalize at multiple sites in macrophages [43] and confirmed that TRIM33 antagonizes PU.1-directed transcription at distant *cis* elements of *Ifnb1* and *Atp1b3* [44, 76]. Wang et al. reported that TRIM33 antagonization of PU.1 at the -117.3 kb *Bcl2l11* enhancer is required for B-ALL cell survival [40]. In this study, we identified for the first time that TRIM33 also collaborated with PU.1 in DC fate determination and that numerous PU.1-dependent genes in DC progenitors were subjected to TRIM33 modulation through its occupancy at active enhancer sites. As proper tools for accurate annotation of distant enhancer-target gene relationships are lacking, we call for better resources in the future to fully elucidate the value of many of the shared peaks of TRIM33 and PU.1 in CDPs. Nevertheless, we were able to confirm that TRIM33 and PU.1 antagonize the –117.3 kb *Bcl2l11* enhancer and that they play a critical role in cell survival throughout the development and maintenance of the DC lineage. In this study, we showed for the first time that the survival of all subsets of DCs and DC progenitors required active suppression of *Bcl2l11* transcription by TRIM33, which prevented PU.1-programmed apoptosis under steady-state conditions. These findings should arouse interest, as the field has long been bothered by the short lifespan of DCs, while PU.1 was always considered a favorable master factor for DCs, or at least cDCs. Notably, the observed expansion of MPPs, CD115^–^ CDPs, and CLPs in TRIM33-deficient mice could have resulted from in vivo compensatory feedback responses to defective DC survival and a reduced pool size [77]. Interestingly, our findings, together with those of previous reports [36, 40, 41, 43], suggested that the antagonization of the PU.1-dependent -117.3 kb *Bcl2l11* enhancer by TRIM33 was required for the survival of DC, B cell, and macrophage lineages but not granulocyte or T-cell lineages.

The impaired pDC differentiation from progenitors and the exacerbated *Bcl2l11*-dependent cell death of DCs and their progenitors, especially CLPs, might collectively account for the marked reduction in pDCs in TRIM33-deficient mice. We observed significantly downregulated expression of pDC-associated genes in progenitors following TRIM33 deletion, which could partially result from the loss of TRIM33 antagonization of PU.1-mediated suppression of the pDC transcriptome, such as *Spib*. Chopin et al. showed that PU.1 favored a *Zfp366*-containing cDC transcription program over the pDC program and repressed pDC signatures in cDC determination [9]. Our results were consistent with these findings, showing that TRIM33 could suppress part of the PU.1-mediated transcriptional program to promote pDC development while collaborating with PU.1 for cDC determination. However, whether IRF8 functions as a cell-intrinsic factor required for pDC differentiation has been debated [10, 17, 78]. The *Irf8* overexpression system we used resulted in an exceedingly high IRF8 level, which strongly biased the precursors to cDC1 differentiation, hence reducing pDC production by WT progenitors. This finding may further support that IRF8 is not absolutely required for pDC specification and that an overly high level of IRF8 under certain circumstances may even inhibit pDC differentiation.

Regarding the role of TRIM33 in cDC2s, our current results confirmed the requirement of *Bcl2l11* suppression for the survival of cDC2s and their progenitors. Additionally, we illustrated that TRIM33 was required to facilitate the expression of PU.1-related cDC signature genes that promoted cDC2 development. Notably, in the motif analysis of TRIM33 binding sites, Krüppel-like factor (KLF) was identified; since KLF4 was found to be important for cDC2 cells, this possibility could be further explored. Interestingly, we also observed that elevated cDC1 production from WT progenitors with exceedingly high expression of *Irf8* occurred at the expense of cDC2s, consistent with the recent findings reported by Lanca et al. that IRF8 maintains the identity of terminally differentiated cDC1s and prevents reprogramming toward cDC2s [28]. However, in our animals, no expansion of the cDC2 subset was observed as a result of this mechanism. For *Trim33*^*fl/fl*^ *Itgax-*Cre mice, this outcome was more likely due to the unaltered expression of *Irf8* in DCs. Moreover, although the expression of *Irf8* was significantly reduced with Cre-ER^T2^-mediated early TRIM33 ablation in progenitors, *Bcl2l11* expression was enhanced in the same cells, which therefore led to impaired survival and differentiation of those progenitors to all DCs, including cDC2s. The differences we observed in cDC2 generation between in vivo and in vitro experiments, i.e., moderately reduced numbers of cDC2s in the spleens of TRIM33-deficient mice and TRIM33-deficient BM-reconstituted mice compared to the near absence of cDC2s in Flt3L cultures of TRIM33-deficient MPPs and CMPs, may be explained by the fact that the dying cDC2 progenitors could be continuously replenished by compensatory mechanisms in vivo, while cDC2s appeared to be relatively less sensitive to cell death signals than were pDCs and cDC1s [71, 72, 79]. In contrast, in the in vitro culture system, the dying DC progenitors could not be replenished, and the development of all DCs was severely impacted.

In summary, we reported for the first time that TRIM33 plays a crucial role in DC differentiation and homeostasis by promoting *Irf8* expression for cDC1 development and modulating PU.1 transcriptional functions, such as actively suppressing *Bcl2l11* expression in all DC subsets and their progenitors, to maintain cell survival. Given the unique role of cDC1s in antitumor immune responses, the identification of TRIM33 as a key regulator of cDC1 differentiation and DC survival may aid in the development of new strategies for DC-based immune modulations and therapies.

## Materials and methods

### Animals

*Trim33*^fl/fl^ mice on a C57BL/6 background were generated as previously reported [36, 46]. The floxed mice were crossed with Cre-ER^T2^ (Jax: 008463) mice or *Itgax-*Cre (Jax: 008068, gifted by Dr. Nan Shen, Shanghai Jiaotong University, China) to generate *Trim33*^fl/fl^ Cre-ER^T2^ and *Trim33*^fl/fl^ *Itgax-*Cre descendants. In vivo *Trim33* knockout by Cre recombinase was induced by an *i.p*. injection of 2 mg of tamoxifen (Sigma‒Aldrich, #T5648-1G) for 5 consecutive days, followed by additional maintenance for 7 days. Sex-matched 6- to 10-week-old mice were used in all experiments. Wild-type C57BL/6, CD45.1 (Jax: 002014), OT-I (Jax: 003831) and OT-II (Jax: 004194) mice were bred in house. All mice were maintained on a 12 L:12D cycle in a specific pathogen-free facility at Tsinghua University, Beijing, China. The experiments were conducted according to procedures approved by the Institutional Animal Care and Use Committee of Tsinghua University.

### Primary cell isolation

Tissues were cut, digested at room temperature for 30 min with 1 mg/mL collagenase III (Worthington Biochemical, #CLS-3) and 0.1 mg/mL DNase I (Roche, #10-104-159-001), and filtered through 70 µm strainers to obtain single-cell suspensions from the spleen, thymus, and lymph nodes. BM cells were flushed directly from the femurs and tibias. Erythrocytes were removed with homemade 0.168 M NH_4_Cl-containing red cell removal buffer (RCRB). Splenic DCs were enriched as previously described [80]. Briefly, light-density cells were collected after density gradient centrifugation with 1.077 g/cm^3^ Nycodenz (Axis-Shield), incubated with a homemade antibody cocktail against non-DC lineage markers (CD19, CD3ε, CD90, TER119, and Ly6G), and depleted of non-DC cells with BioMag immunomagnetic beads (Bangs Laboratories, #BM560). BM Lin^–^ precursors (CD2^–^ CD3^–^ CD8^–^ CD11b^–^ CD11c^–^ CD19^–^ B220^–^ TER119^–^ Ly6G^–^) were enriched in a similar manner; only 1.086 g/cm^3^ Nycodenz and a cocktail of anti-CD2, anti-CD3, anti-CD8, anti-B220, anti-CD11b, anti-Ly6G, and anti-TER119 antibodies were used.

### Cell culture

DC differentiation was induced in vitro by culturing 1.5-3$$\times$$10^6^/mL total BM cells or 3$$\times$$10^4^ FACS-purified progenitors plus 1.5$$\times$$10^5^ CD45.1 total BM feeders for 4–9 days in 200 ng/mL Flt3L (Peprotech, #96-250-31L-10)-supplemented HEPES-containing complete RPMI 1640 medium with 10% FBS, 100 U/mL penicillin‒streptomycin (Gibco, #15140122) and 50 µM 2-mercaptoethanol (Gibco, #21985023). Cre-dependent *Trim33* deletion was induced by adding 1 µM 4-hydroxytamoxifen (4-OHT, Sigma‒Aldrich, #H7904-5MG). For DC generation from genetically modified BM Lin^–^ cells, purified Lin^–^ cells were cultured at a density of 3-5$$\times$$10^5^/mL in medium supplemented with 200 ng/mL Flt3L (in vitro assays) or 100 ng/mL SCF (PeproTech, #250-03) + 30 ng/mL Flt3L (in vivo assays) before transduction with retroviruses. Lin^–^ cells were further cultured for 48-60 h, and 2-5$$\times$$10^4^ FACS-purified transduced cells were placed back into 200 µL of Flt3L and 1 µM 4-OHT-containing medium with 1.5$$\times$$10^5^ CD45.1 BM feeders and detected for DC generation after 5 additional days.

DC2.4, B16Flt3L melanoma, HEK293FT, Plat-E, BHK21, and Vero cells were cultured in DMEM (Gibco) supplemented with FBS and penicillin‒streptomycin. Mutu DC1940 cells were expanded in HEPES-containing IMDM (HyClone, #SH30228.01) supplemented with FBS, penicillin‒streptomycin and 2-mercaptoethanol.

For survival assays, sorted FL-DCs were cultured at 5$$\times$$10^4^ cells/well in complete RPMI 1640 medium for 12-24 h. The concentrations of the supplements used were 20 ng/mL GM-CSF (PeproTech, #315-03-100), 1 µM ODN 2216 (InvivoGen, #tlrl-2216-5), 100 µg/mL poly(I:C) (Sigma‒Aldrich, #P9582-5MG), and 100 ng/mL LPS (Sigma‒Aldrich, #L2630-10MG). A total of 2.5$$\times$$10^4^ cells/well of sorted progenitors was cultured in 1 µM 4-OHT-containing complete RPMI 1640 medium with or without 30 ng/mL Flt3L or 100 ng/mL SCF for 3–5 days. DC2.4 cells (2.5$$\times$$10^5^ cells/well) were seeded in 24-well plates and cultured for 48 h before survival was detected.

### BM chimeric mice

BM chimeric mice were generated by mixing 2$$\times$$10^6^ total BM cells from *Trim33*^fl/fl^ mice or *Trim33*^fl/fl^ Cre-ER^T2^ mice with 2$$\times$$10^5^ total wild-type CD45.1 BM cells, and these cells were *i.v*. injected into CD45.1 recipients lethally irradiated by two consecutive 5.5 Gy doses with 2 h of intermission. Mice were treated with tamoxifen 3 weeks after transplantation, as described above. For competitively reconstituted mice, 1$$\times$$10^6^ CD45.1 and 1$$\times$$10^6^ BM cells from CD45.2 *Trim33*^fl/fl^ or *Trim33*^fl/fl^ *Itgax-*Cre mice were *i.v*. injected into each recipient. For Lin^–^ reconstitution, 2$$\times$$10^5^ sorted mAmetrine^+^ Lin^–^ and 1.5$$\times$$10^5^ unfractionated RCRB-treated CD45.1 BM cells were *i.v*. injected into each recipient.

### Flow cytometry

Rat gamma globulin (Jackson, #012-000-002) or a homemade anti-CD16/32 antibody was used to minimize nonspecific staining. The cells were stained with the fluorescent dye-conjugated antibodies listed in Table S6 at 4 °C for 30 min, washed, and resuspended in 3% FBS-containing homemade balanced salt buffer. The apoptosis analysis was performed using Annexin V reagents and 7-AAD provided by BioLegend (Table S6) according to the manufacturer’s instructions. A Foxp3/transcription factor staining buffer set (eBioscience, #00-5523-00) was used to fix and permeabilize the cells for intracellular staining. Flow cytometry data were acquired with a BD LSRFortessa instrument and analyzed with FlowJo. Sorting was performed on a BD AriaIII instrument. The yields of the sorted progenitors or precursors per mouse are listed in Table S7.

### Genetic modifications through viral transduction

A *Trim33*-targeting single guide RNA (sequence: 5’-GCGGCCACCCCCCCGTCGTC-3’) was cloned and inserted into the LentiCRISPRv2-U6-Cas9-P2A-mRFP1 vector to perform gene knockdown with CRISPR/Cas9. Lentiviruses were packaged with HEK 293FT cells. DC2.4 cells were spinoculated with lentiviruses and 8 µg/mL polybrene (Macgene, Beijing, China) in a centrifuge at 2200 rpm and 32 °C for 2 h. Transduced cells were FACS-purified and subcloned by limited dilution.

For *Irf8* overexpression, the murine *Irf8* coding sequence was cloned and inserted into the pMYs-IRES-GFP vector (Cell Biolabs, #RTV-021). A targeting shRNA sequence (sense: 5’-GACGAGTTCAACGAAACTTAC-3’) was cloned and inserted into the pMSCV-LTRmiR30-IRES-mAmetrine (LMA) vector to knockdown *Bcl2l11* with RNAi. Plat-E cells were transfected with the plasmids to package retroviruses. The retroviruses were spun onto RetroNectin (Takara, #T100B)-coated nontissue culture plates at 37 °C and 2000 $$\times \,$$*g* for 2 h, after which expanded Lin^–^ cells were added for incubation for 48-60 h. The transduced cells were then sorted using a cytometer.

### RNA extraction and quantitative real-time PCR (qPCR)

Total RNA from the sorted cells was extracted with TRIzol reagent (Invitrogen, #15596018) following the manufacturer’s protocol. PrimeScript™ RT master mix (Takara, #RR036A) was used to synthesize cDNA. qPCR was performed on a 7900HT fast real-time PCR instrument (Applied Biosystems) with PowerUp™ SYBR™ green master mix (Applied Biosystems, #A25742). The primers [40, 81] used in this study are listed in Table S8.

### Mass spectrometry

Lin^–^FLT3^+^ cells isolated from the BM of wild-type C57BL/6 mice were lysed in Western and IP lysis buffer (Beyotime, #P0013) supplemented with proteinase and phosphatase inhibitors on ice for 30 min. The lysates were incubated with an anti-TRIM33 antibody (Bethyl Laboratories, #A301-059A) or control IgG (Cell Signaling Technology, #2729) at 4 °C overnight before the immunoprecipitates were purified with Protein A + G magnetic beads (Millipore, #16-663). The samples were then subjected to SDS‒PAGE for mass spectrometry analysis at the Technology Center for Protein Sciences of Tsinghua University. The bands were excised from the gel, reduced with 5 mM DTT and alkylated with 11 mM iodoacetamide, followed by in-gel digestion with sequencing-grade modified trypsin at 37 °C overnight. The peptides were extracted twice with 0.1% trifluoroacetic acid in a 50% aqueous acetonitrile solution for 30 min and then dried in a SpeedVac. Peptides were redissolved in 20 μl of 0.1% trifluoroacetic acid, and 6 μl of extracted peptides were analyzed with an LTQ Velos LTQ mass spectrometer (Thermo Scientific). For the LC‒MS/MS analysis, the peptides were separated by 120 min of gradient elution at a flow rate of 0.30 µl/min with a Thermo-Dionex Ultimate 3000 HPLC system, which was directly interfaced with a Thermo Scientific Q Exactive mass spectrometer. The analytical column was a homemade fused silica capillary column (75 µm ID, 150 mm length; Upchurch, Oak Harbor, WA) packed with C-18 resin (300 Å, 5 µm, Varian, Lexington, MA). The mobile phase consisted of 0.1% formic acid, and mobile phase B consisted of 80% acetonitrile and 0.1% formic acid. The LTQ Velos mass spectrometer was operated in the data-dependent acquisition mode using Xcalibur 2.1.2 software, and a single full-scan mass spectrum was recorded in the Orbitrap (300-1800 m/z, 70,000 resolution) followed by 20 data-dependent MS/MS scans at 27% normalized collision energy (HCD). The MS/MS spectra from each LC‒MS/MS run were searched against the Mouse.fasta database from UniProt using an in-house Proteome Discoverer (Version PD1.4, Thermo Fisher Scientific, USA). The search criteria were as follows: full tryptic specificity was needed; two missed cleavages were allowed; carbamidomethylation was set as the fixed modification; oxidation was set as the variable modification; precursor ion mass tolerances were set at 20 ppm for all MS acquired in an Orbitrap mass analyzer; and the fragment ion mass tolerance was set at 0.02 Da for all MS2 spectra acquired. The peptide spectrum match (PSM) was considered correct when q was <1%. The peptide false discovery rate (FDR) was calculated using Percolator provided by PD and determined based on PSMs when searched against the reverse decoy database. The FDR was also set to 0.01 for protein identification. Only peptides assigned to a given protein group were considered unique. The peak areas of fragment ions were used to calculate the relative intensity of precursor ions for selected peptides. The results were further filtered by unique peptides ≥ 2, score (anti-TRIM33-pulled) ≥ 2, and area (anti-TRIM33-pulled/IgG-pulled)>1.5 to generate 236 proteins considered authentic TRIM33-interacting molecules (Table S2). The R packages clusterProfiler 4.8.1 and enrichplot 1.20.0 [82] were used for GO biological process enrichment (Q < 0.05) and further analyses.

### Coimmunoprecipitation and Western blotting

Coimmunoprecipitation samples were acquired from Mutu DC1940 cells in an identical manner as described for mass spectrometry, but only the anti-CDK9 antibody (Abcam, #ab239364) was used along with the anti-TRIM33 antibody and IgG. For Western blotting, the samples were denatured, subjected to SDS‒PAGE, and transferred to activated PVDF membranes. After blocking, the membranes were incubated with the primary antibodies listed in Table S6 overnight at 4 °C. After the membranes were washed and incubated with HRP-conjugated secondary antibodies, SuperSignal™ West Pico PLUS chemiluminescent substrate (Thermo Fisher Scientific, #34578) was used for imaging with an Amersham Imager 600 System (GE).

### RNA sequencing

Wild-type or TRIM33-deficient progenitors and splenic DCs were sorted from 6- to 8-week-old mice. Total RNA was extracted with TRIzol. BGI-Tech (Shenzhen, China) constructed the mRNA library, performed sequencing, and analyzed the data. DNA nanoballs generated by rolling circle replication were read with the BGISEQ-500 platform (Shenzhen, China) to generate single-end 50-base reads. The raw reads were filtered with SOAPnuke v1.5.2 to remove adapter-containing, low-quality, or >10% unknown base-containing reads. Clean reads were mapped to the mm10 reference genome by HISAT2 v2.0.4 [83] to generate BAM files. For the gene expression analysis, clean reads were mapped to a reference using Bowtie2 v2.2.5 [84], and gene expression levels were calculated with RSEM v1.2.12 [85]. DEGs were detected for MPPs and CD115^–^CDPs using DEGseq v1.48.0 (log2|FC | ≥ 1, Q-value ≤ 0.001) [86], for CLPs using DEseq2 v.1.4.5 (log2|FC | ≥ 1, Q-value ≤ 0.05) [87], and for DCs using DEseq2 (log2|FC | ≥ 0.5, Q-value ≤ 0.01).

### CUT&Tag, chromatin immunoprecipitation assays, sequencing, and data analysis

Sorted wild-type CD11c^–^CD127^–^CD117^int^FLT3^+^ CDPs were subjected to a CUT&Tag assay and library generation from 1$$\times$$10^5^ cells/sample with the Hyperactive In-Situ ChIP Library Prep Kit (Vazyme) following the manufacturer’s instructions, as described previously [88]. The antibodies used in this study are listed in Table S6. Sample quality verification, sequencing of PE150 reads on the HiSeq X platform, and raw read processing were performed by Annoroad Gene Technology (Beijing, China). Sorted BM Lin^–^ cells from tamoxifen-treated *Trim33*^fl/fl^ or *Trim33*^fl/fl^ Cre-ER^T2^ mice and cultured DC2.4 cells or Mutu DC1940 cells were used for ChIP. Large numbers of primary DCs for ChIP-seq sample preparation (Fig. 7F) were acquired after 2$$\times$$10^6^ B16Flt3L cells were injected subcutaneously into wild-type male C57BL/6 mice to increase DC numbers [89]. Splenic cDCs and BM pDCs were sorted 2 weeks after inoculation as described. For ChIP-seq or ChIP‒qPCR, 2$$\times$$10^7^ cultured or sorted cells/sample were prepared with the ChIP-IT^®^ Express Enzymatic Shearing Kit (Active Motif, #53035) after crosslinking the cells with 1% formaldehyde at room temperature for 10 min and quenching with 0.125 M glycine. The cells were digested, sonicated, and enzyme-sheared to obtain fragmented chromatin, which was incubated with antibodies (Table S6) or IgG at 4 °C overnight. The immunoprecipitated chromatin was purified with Magna ChIP™ Protein A + G magnetic beads (Millipore, #16-663), decrosslinked, and extracted with a MinElute PCR purification kit (Qiagen, #28004). Sample quality was checked on a D1000 ScreenTape system (Agilent, Santa Clara, CA) by electrophoresis, and samples with fragment sizes between 150 and 1000 bp and major peaks between 150 and 300 bp were considered appropriate for further experiments. For samples sent for ChIP-seq, aliquots were retained for future ChIP‒qPCR verification. qPCR was performed as described above. The primers used for the *Irf8* locus and the primers used for the *Bcl2l11* upstream region [40] can be found in Table S8. For ChIP-seq, libraries were constructed following standard Illumina protocols and sequenced on the Illumina NovoSeq 6000 platform to generate paired-end 150 bp reads. Raw reads of sequencing data in FASTQ format were processed through fastp (v0.19.11) [90] or Trimmomatic (v0.40). BWA-MEM (v0.7.12) or Bowtie2 (v2.2.5) was used for mapping reads onto the reference genome (mm10). BAM files were indexed with samtools (v.1.4.1), and bigwig files for visual inspection with Integrative Genomic Viewer were generated using deepTools (v.3.5.2) [91, 92]. Wig tracks of the mm9 build in the GSE57563 and GSE66899 datasets were lifted over to mm10 with CrossMap (v.0.3.3) for comparison with the tracks generated in this study. Peaks were called with MACS2 (v.2.2.7.1) [93]: TRIM33 and CDK9 CUT&Tag—callpeak -m 2 50 q 0.01; S2PolII CUT&Tag—callpeak -m 2 50 q 0.01 –broad; ATAC-seq (GSE132240)—bdgpeakcall -c 2 -l 300 -g 150; H3K27ac ChIP-seq (GSE132239)—bdgbroadcall -c 2 -l 300 -g 150 -G 1200; PU.1 ChIP-seq (GSE57563)—bdgpeakcall-c 100-l 300-g 30; IRF8 ChIP-seq (GSE66899)—bdgpeakcall-c 5-l 300-g 30. Bedgraphs of PU.1 and IRF8 were preanalyzed for the optimum cutoffs to match the peak numbers in previous reports. Intervene (v0.6.4) [94] was used to intersect genomic regions. A heatmap of the binding distribution was generated with deepTools. The R package ChIPseeker (v.1.36.0) was utilized for peak annotation and the feature/distribution analysis, and clusterProfiler (v.4.8.1) was used for GO enrichment with a Q value cutoff set to 0.05 [82, 95]. The motif enrichment analysis was performed with MEME-ChIP under the default settings [96]. TSS ± 2 kb regions of RNA-seq-detected DEGs were subjected to a TF enrichment analysis with ChIP-Atlas [97]. The enhancer analysis was performed with SEA 3.0 [66] and Enhancer Atlas 2.0 [67].

### Enzyme-linked immunosorbent assay (ELISA), in vivo antigen presentation assay, and LCMV infection model

The procedures are detailed in the Supplementary Materials.

### Quantification and statistical analysis

All statistical analyses for non-RNA-seq data were performed with GraphPad Prism 8.3. The exact sample size (N) and statistical test results for each experiment are provided in the figure legends. Each presented experiment was representative of at least 2-3 independent repetitions to ensure data reproducibility. No data were excluded. A replicate is technical for the ChIP‒qPCR experiments in Fig. 5 and biological for any other experiments. Bars represent the means ± SEMs. A *P* value less than 0.05 was considered significant.

### Supplementary information

Supplementary Material

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S8

Uncropped Western blot gels

## Data Availability

The generated datasets have been deposited in Gene Expression Omnibus and are publicly available as of the date of publication under the accession numbers GSE194246 (progenitor RNA-seq), GSE193183 (DC RNA-seq), GSE255136 (CDP TRIM33, CDK9, S2 Pol II CUT&Tag), GSE193918 (Mutu DC1940 ChIP-seq), and GSE196586 (primary DC ChIP-seq). Supplementary information is available at the *Cellular & Molecular Immunology* website.

# Supplementary material for: TRIM33 plays a critical role in regulating dendritic cell differentiation and homeostasis by modulating Irf8 and Bcl2l11 transcription
**Source:** Cell Mol Immunol. 2024 May 31;21(7):752–69. doi: 10.1038/s41423-024-01179-1
**Supplement:** Supplementary file 1 — Supplementary Material

## LIST OF SUPPLEMENTARY MATERIALS

Supplementary Materials and Methods (within this PDF)

Fig. S1. *Trim33* expression and CD11c<sup>+</sup>-conditioned *Trim33* deletion. (within this PDF)

Fig. S2. Additional DC profile of mice with CD11c<sup>+</sup>-conditioned TRIM33 deficiency. (within this PDF)

Fig. S3. Defective antigen-specific T cell priming and anti-LCMV immunity of mice with CD11c<sup>+</sup>-conditioned TRIM33 deficiency. (within this PDF)

Fig. S4. Additional DC profile of Tamoxifen-inducible Cre-mediated *Trim33* deletion. (within this PDF)

Fig. S5. Immune cell profile of CD45.1 WT BM-reconstituted chimeras. (within this PDF)

Fig. S6. Analysis of newly identified DC subsets in indicated genotypes. (within this PDF)

Fig. S7. Flow cytometric analysis of DC subsets generated in Flt3L cultures at different time points. (within this PDF)

Fig. S8. Post-sort validation of purified DC progenitors. (within this PDF)

Fig. S9. Survival analysis of TRIM33-deficient progenitors. (within this PDF)

Fig. S10. RNA-seq analysis detected DEGs in WT and TRIM33-deficient DC progenitors. (within this PDF)

Fig. S11. Analysis of TRIM33-interacting proteins detected by co-IP/MS. (within this PDF)

Fig. S12. Additional profile of TRIM33 genome-wide binding sites in CDP. (within this PDF)

Fig. S13. DC generation from *Irf8*-overexpressing TRIM33-deficient BM Lin<sup>-</sup> cells in Flt3L cultures. (within this PDF)

Fig. S14. Time course analysis of CDP cultures *in vitro*. (within this PDF)

Fig. S15. Transcriptome analysis of TRIM33-deficient terminally differentiated DCs with defective maintenance. (within this PDF)

Fig. S16. Additional properties of CD45.2<sup>+</sup> cells reconstituted from BM Lin<sup>-</sup> cells *in vivo*. (within this PDF)

Table S1. RNA-seq analysis detected genes downregulated in more than one DC progenitor populations upon TRIM33 deficiency (.xls file).

Table S2. Co-IP/MS identified TRIM33-interacting proteins in Lin<sup>-</sup>FLT3<sup>+</sup> cells (.xls file).

Table S3. CDP genes under dual regulation of TRIM33 and PU.1 (.xls file).

Table S4. Shared genomic binding regions of TRIM33 and PU.1 in CDP (.xls file).

Table S5. RNA-seq analysis detected differentially expressed genes in WT and cKO splenic DCs (.xls file).

Table S6. Antibodies used in the study (.xls file).

Table S7. Yield of DC progenitor or precursor per mice by FACS. (within this PDF)

Table S8. Primers used for quantitative real-time PCRs (.xls file).

## Supplementary Materials and Methods

### Enzyme-Linked Immunosorbent Assay (ELISA)

The sandwich method of ELISA was used for serum IFN- $\alpha$  and IFN- $\gamma$  concentration determination. For IFN- $\alpha$ , the rat RMMA-1 mAb #22100-1 (PBL) was used for capture, the rabbit serum pAb #32100-1 (PBL) was used for detection, and the Peroxidase-AffiniPure Goat Anti-Rabbit IgG (H+L) antibody (Jackson, #111-035-144) was used for chromogenic reaction. The Mouse IFN Alpha A recombinant protein (PBL, #12100-1) was used to prepare standard samples. For IFN- $\gamma$ , the capture antibody AN-18 (eBioscience #14-7313), biotinylated detection antibody R4-6A2 (eBioscience, #13-7312), HRP Streptavidin (BioLegend, #405210) and standard protein (eBioscience, #39-8311) were used. The TMB Substrate Set (#421101, BioLegend) was used for spectrophotometric reading at 450 nm.

### *In vivo* Antigen Presentation Assay

Splenic CD8<sup>+</sup> T cells of OT-I mice or CD4<sup>+</sup> T cells of OT-II mice were sorted, labeled with CFSE (eBioscience, #65-0850-84), and *i.v.* injected to *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Itgax-Cre* mice ( $7 - 10 \times 10^5$  cells/mouse). The recipients received 2 subcutaneous injections of 50  $\mu$ g soluble OVA or PBS of equal volume on each side of the inguinal region 24 h post transfer. Both inguinal draining lymph nodes were collected 48 h later, digested as described above, stained, and subjected to flow cytometry analysis. Proliferation of OVA-specific OT-I CD8<sup>+</sup> T cells (CD3 $\epsilon$ <sup>+</sup> CD8<sup>+</sup> TCR V $\alpha$ 2<sup>+</sup> CFSE<sup>+</sup>) or OT-II CD4<sup>+</sup> T cells (CD3 $\epsilon$ <sup>+</sup> CD4<sup>+</sup> TCR V $\alpha$ 2<sup>+</sup> CFSE<sup>+</sup>) was quantified by CFSE signal decay.

### LCMV Infection Model

LCMV Armstrong was propagated on BHK21 cells and titrated by plaque assay on Vero cells (gifted by Dr. L. Zhang, Tsinghua University, China) as. To initiate acute LCMV infection, each mouse received *i.p.* inoculation of  $2 \times 10^5$  plaque forming units. To obtain sera for ELISA assays, mice were anesthetized and bled from the orbital sinus 24 h or 120 h post infection. To measure the viral load in spleen, on day 7 post infection, 50 - 100 mg harvested tissue was homogenized in 1 mL cold TRIzol and subjected to further RNA extraction. The PrimeScript<sup>TM</sup> RT reagent Kit with gDNA Eraser (Takara, #RR047A) and viral gene-specific primers NP2-R and GP-R (Table S8) were used to reverse transcribe cDNA from 1  $\mu$ g total RNA. Viral NP and GP copy numbers were measured by qPCR as described above with primers listed in Table S8. Plaque assay-titrated standard samples were used as calculation references. The detection limit of viral load was  $3 \times 10^5$  copies/g tissue.

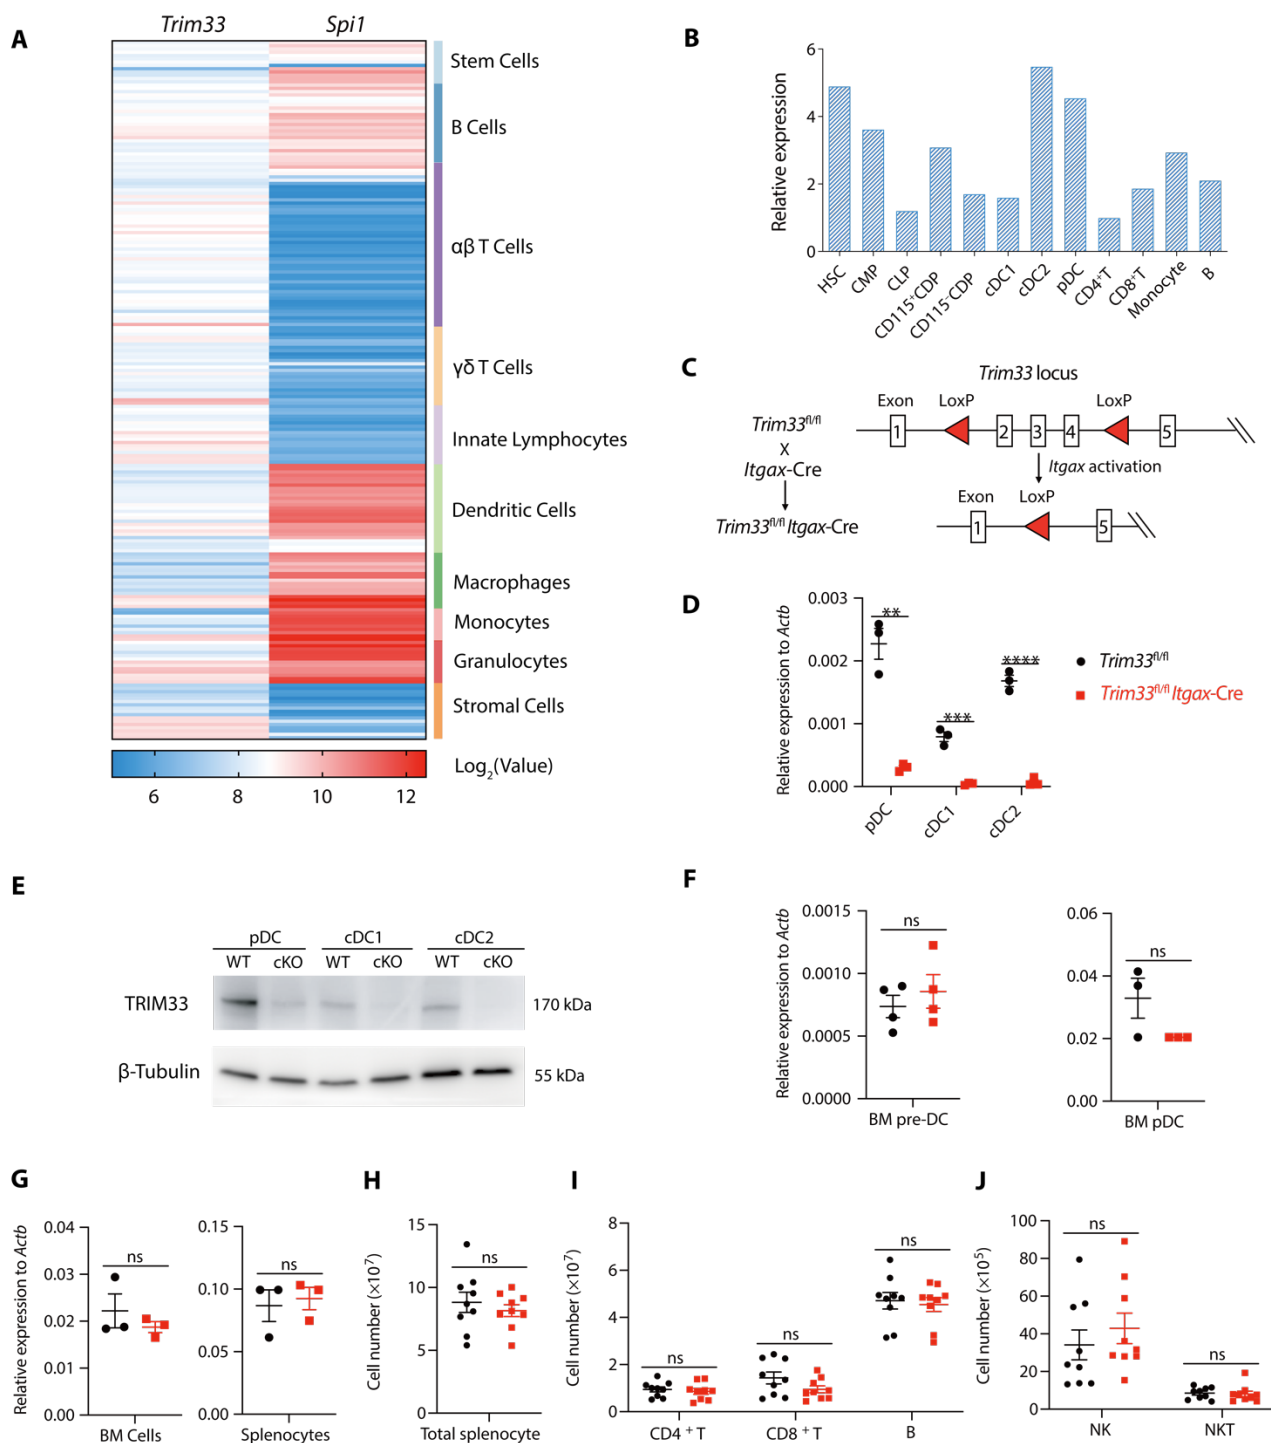

**Fig. S1. *Trim33* expression and CD11c<sup>+</sup>-conditioned *Trim33* deletion.**

(A) The expression of *Trim33* and *Spi1*[PU.1] among immune cell types. Heatmap is plotted with Immgen microarray V1 data.

(B) *Trim33* expression by DCs, DC progenitors, and other immune cells from wild-type C57BL/6 mice. *Trim33* expression is detected by qPCR and data was normalized to mRNA level in CD4<sup>+</sup> T cells. *Gapdh* was used as internal reference.

(C) Breeding scheme of *Trim33*<sup>fl/fl</sup> *Itgax*-Cre mice.

(D) qPCR analysis of *Trim33* expression in sorted splenic DCs of *Trim33*<sup>fl/fl</sup> and *Trim33*<sup>fl/fl</sup> *Itgax*-Cre mice.

pDCs: CD11c<sup>+</sup> SiglecH<sup>+</sup>, cDC1s: CD11c<sup>+</sup> SiglecH<sup>-</sup> MHC II<sup>+</sup> CD24<sup>+</sup> CD172a<sup>-</sup>, cDC2s: CD11c<sup>+</sup> SiglecH<sup>-</sup> MHC II<sup>+</sup> CD24<sup>-</sup> CD172a<sup>+</sup>. Means of 3 independent experiments were pooled and plotted. Each dot represents a sample acquired from 4-5 (*Trim33<sup>fl/fl</sup>*) or 10 (*Trim33<sup>fl/fl</sup> Itgax-Cre*) mice.

**(E)** Western blot for TRIM33 levels in sorted splenic DCs of indicated genotypes. Cells were sorted using gating strategy described in (D). Plots are representative of 3 independent experiments.

**(F)** qPCR detection of *Trim33* expression in BM pDCs and pre-DCs of *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Itgax-Cre* mice. Means of 3-4 independent experiments were pooled and plotted. Cells were gated for sorting as in (F). Each dot represents a sample acquired from 4-5 mice.

**(G)** qPCR analysis of *Trim33* expression in bone marrow (BM) cells and splenocytes of *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Itgax-Cre* mice. Means of 3 independent experiments were pooled and plotted. Each dot represents a biological replicate.

**(H-J)** Flow cytometry-detected numbers of indicated cell types of *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Itgax-Cre* mice. Scatterplots show numbers of total splenocytes as well as splenic CD4<sup>+</sup> T cells (CD19<sup>-</sup> CD3ε<sup>+</sup> NK1.1<sup>-</sup> CD4<sup>+</sup> CD8α<sup>-</sup>), CD8<sup>+</sup> T cells (CD19<sup>-</sup> CD3ε<sup>+</sup> NK1.1<sup>-</sup> CD4<sup>-</sup> CD8α<sup>+</sup>), B cells (CD19<sup>+</sup>), NK cells (CD19<sup>-</sup> CD3ε<sup>-</sup> NK1.1<sup>+</sup>) and NKT cells (CD19<sup>-</sup> CD3ε<sup>+</sup> NK1.1<sup>+</sup>). n = 9. Each dot represents individual mouse. Data are pooled over 2-3 independent experiments.

Error bars represent mean ± SEM. Absolute cell number per animal was shown. Statistical significance was determined by unpaired two-tailed Student's *t* test. ns: *P* > 0.05. \*\* *P* < 0.01, \*\*\* *P* < 0.001, \*\*\*\* *P* < 0.0001.

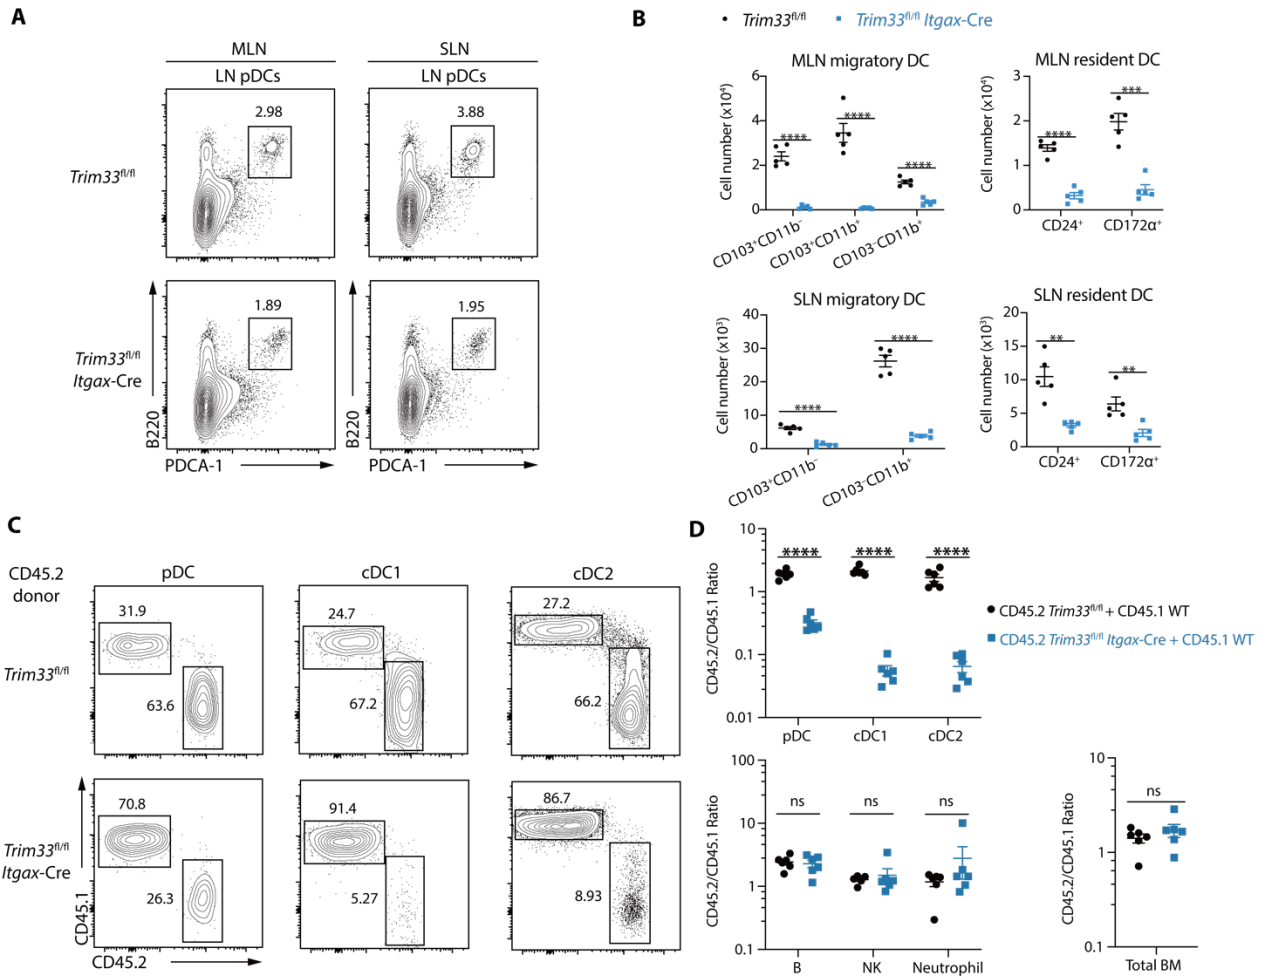

**Fig. S2. Additional DC profile of mice with CD11c<sup>+</sup>-conditioned TRIM33 deficiency.**

**(A and B)** Flow cytometric analysis for DC populations in the mesenteric ( $n = 6$ ) and skin-draining ( $n = 6$ ) lymph nodes of *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Itgax-Cre* mice. MLN, mesenteric lymph node. SLN, subcutaneous lymph node. Numbers of CD11c<sup>+</sup> MHC-II<sup>hi</sup> mDC or CD11c<sup>hi</sup> MHC-II<sup>+</sup> rDC subpopulations of indicated organs and genotypes are plotted in (B).

**(C)** Representative flow cytometric plots showing CD45.1 and CD45.2 composition of splenic DCs of indicated competitively reconstituted chimeras. BM of CD45.2 *Trim33<sup>fl/fl</sup>* or *Trim33<sup>fl/fl</sup> Itgax-Cre* mice was mixed with WT CD45.1 BM at a 1:1 ratio.  $1 \times 10^6$  CD45.2 BM and  $1 \times 10^6$  CD45.1 BM was *i.v.* injected to each lethally irradiated CD45.1 recipient. Reconstituted cell populations were analyzed at least 3 weeks later. pDCs: CD11c<sup>+</sup> SiglecH<sup>+</sup>, cDC1s: CD11c<sup>hi</sup> SiglecH<sup>+</sup> MHC II<sup>+</sup> CD24<sup>+</sup> CD172a<sup>+</sup>, cDC2s: CD11c<sup>hi</sup> SiglecH<sup>+</sup> MHC II<sup>+</sup> CD24<sup>+</sup> CD172a<sup>+</sup>. Numbers on plots indicate percentages of parent.

**(D)** Scatterplots showing CD45.2/CD45.1 ratios of total BM ( $n = 6$ ), splenic DCs ( $n = 6$ ) and other splenic immune cells ( $n = 6$ ) of indicated chimeras. B cells: CD19<sup>+</sup>, NK cells: CD19<sup>+</sup> CD3ε<sup>+</sup> NK1.1<sup>+</sup>, neutrophils: CD11b<sup>+</sup> Ly6G<sup>hi</sup>.

Data are representative of 2 - 5 independent experiments. Flow cytometry plots shown are pre-gated for viable cells. Splenic and thymic samples were pre-enriched for DCs before detection. Numbers adjacent to the plotted populations indicate percentages of parent. Dots represent absolute numbers of each individual mice. Error bars represent mean  $\pm$  SEM. Statistical significance was determined by unpaired two-tailed Student's *t* test. ns:  $P > 0.05$ . \*\*  $P < 0.05$ , \*\*\*  $P < 0.01$ , \*\*\*\*  $P < 0.0001$ .

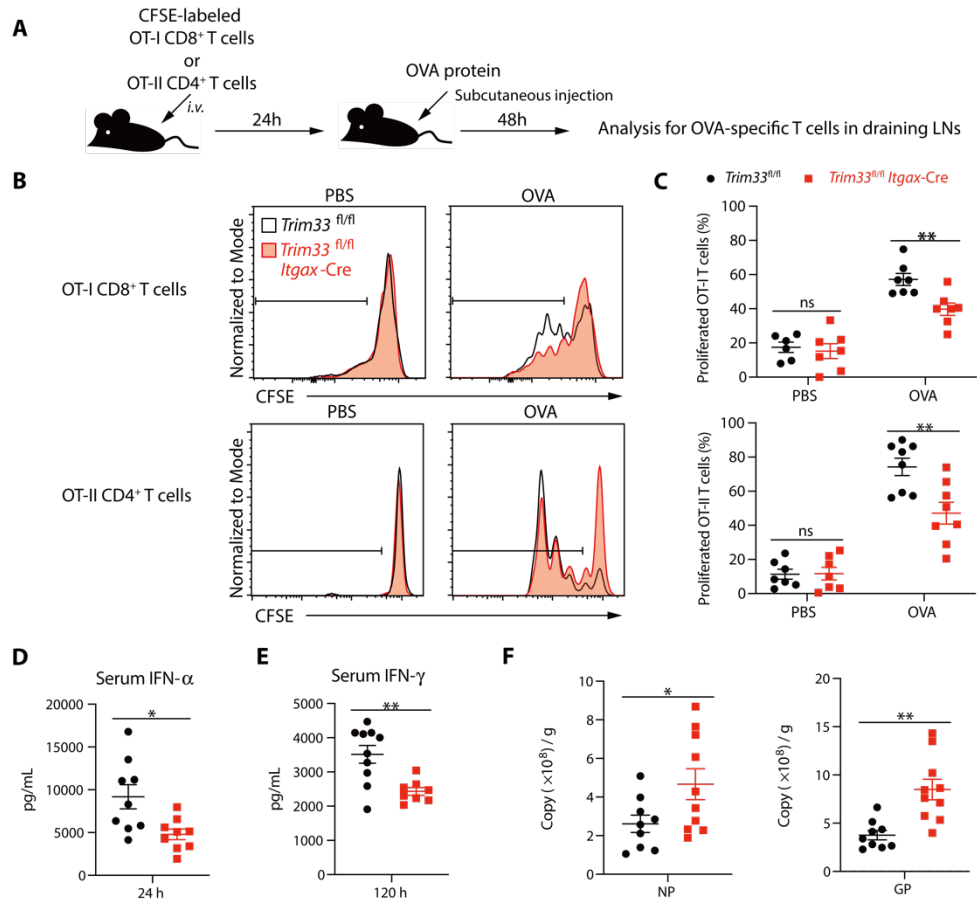

**Fig. S3. Defective antigen-specific T cell priming and anti-LCMV immunity of mice with CD11c<sup>+</sup>-conditioned TRIM33 deficiency.**

**(A)** Experimental design of antigen presentation assay *in vivo*. CFSE-labeled OT-I CD8<sup>+</sup> T cells ( $7 \times 10^5$ /mice) or OT-II CD4<sup>+</sup> T cells ( $1 \times 10^6$ /mice) were *i.v.* injected to *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Itgax-Cre* mice. Ovalbumin (OVA) protein (50  $\mu$ g/side) or PBS was subcutaneously injected to the inguinal region of mice at both sides 24 h after transfer. Both inguinal lymph nodes of recipients were collected and analyzed 48 h after antigen stimulation.

**(B, C)** Flow cytometry analysis of OVA-specific T cell proliferation *in vivo*. Pre-gate: single, viable, CD3 $\epsilon$ <sup>+</sup> TCR V $\alpha$ 2<sup>+</sup> CFSE<sup>+</sup> CD8<sup>+</sup> (OT-I subgroups,  $n = 6 - 7$ ) or CD4<sup>+</sup> (OT-II subgroups,  $n = 7 - 8$ ) cells. Scatterplots indicate proliferated percentages of transferred T cells. Dots represent individual mice.

**(D, E)** ELISA-detected WT and cKO serum concentration of indicated cytokines 24 h or 120 h post LCMV Armstrong infection.  $2 \times 10^5$  plaque forming units were *i.p.* injected to elicit acute infection. Data are pooled over 3 independent experiments,  $n = 6 - 10$ . Dots represent individual mice.

**(F)** qPCR-determined splenic LCMV genome copy numbers in WT and cKO mice 7 days post infection ( $n = 8 - 10$ ). NP, nucleoprotein; GP, glycoprotein. Method detection limit is  $3 \times 10^5$  copies per gram tissue. Error bars represent mean  $\pm$  SEM. Statistical significance was determined by unpaired two-tailed Student's *t* test. Ns: non-significant, \*  $P < 0.05$ , \*\*  $P < 0.01$ .

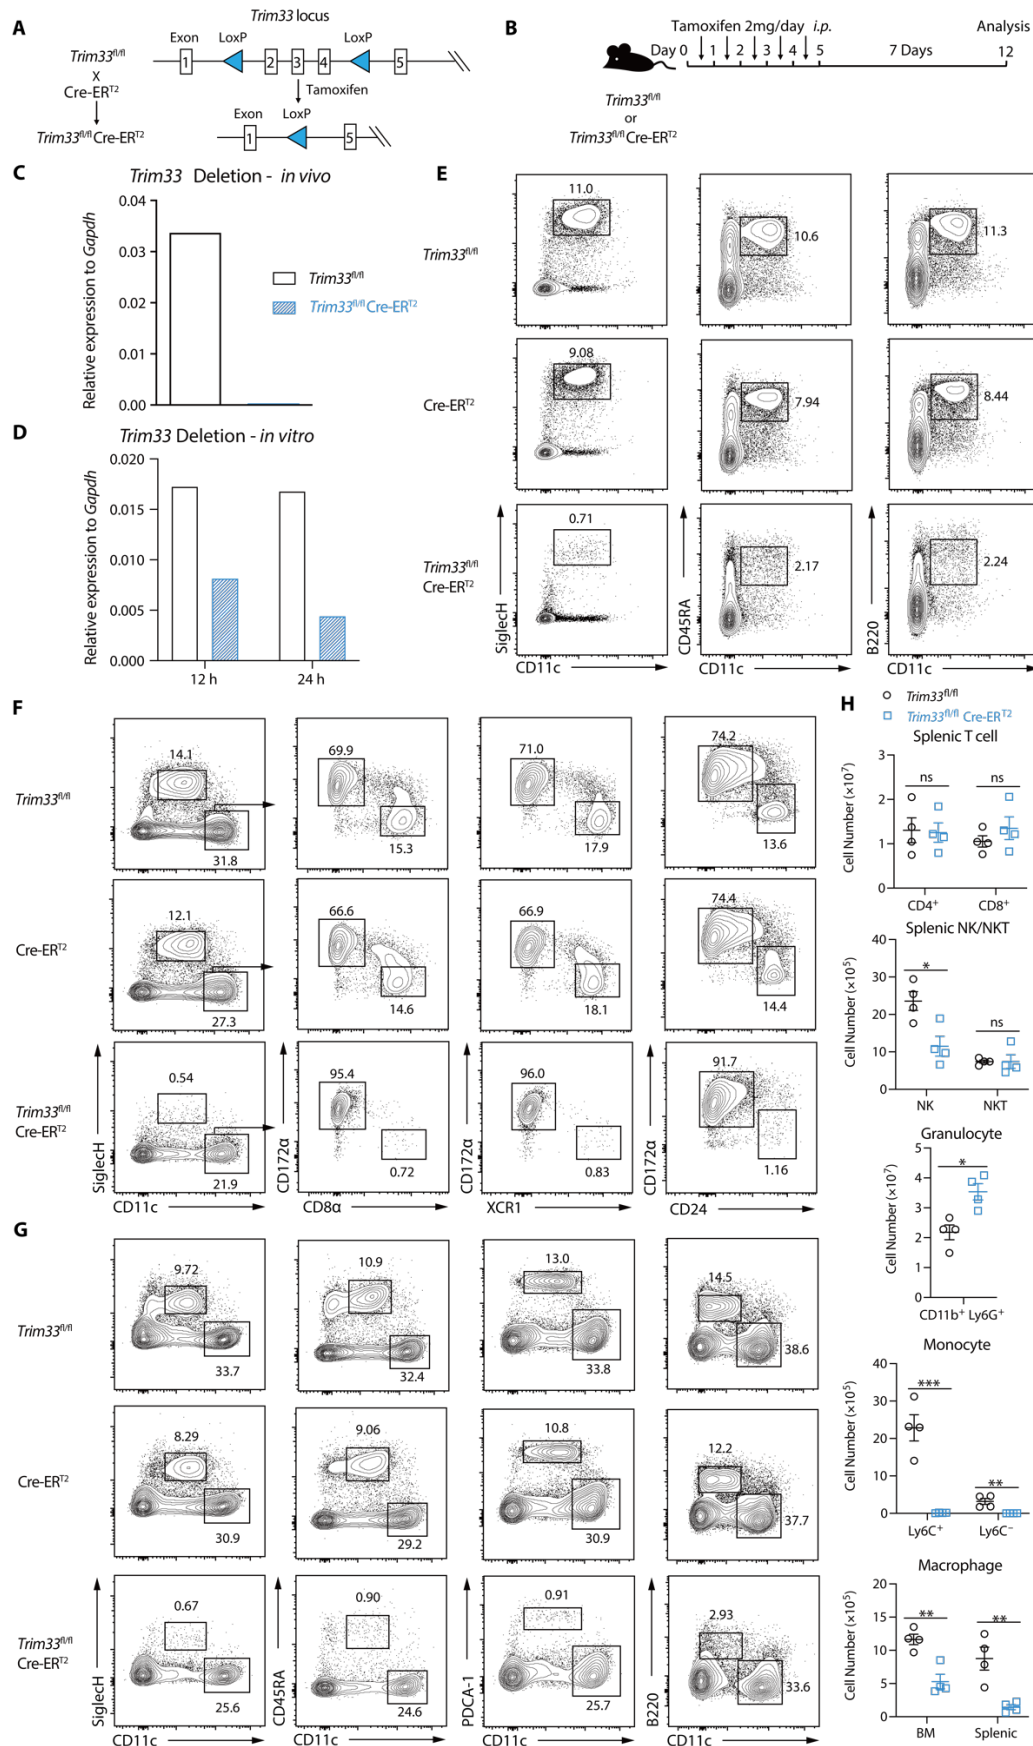

**Fig. S4. Additional profile of Tamoxifen-inducible Cre-mediated *Trim33* deletion.**

**(A and B)** Generation of TRIM33-deficient mice using Tamoxifen induced-Cre/LoxP system. Mice were *i.p.* injected with 2 mg tamoxifen for 5 consecutive days and analyzed after 7 additional days.

**(C and D)** Deletion efficiency of *Trim33* in BM Lin<sup>-</sup> cells by Cre recombinase induction *in vivo* and *in vitro*.

(C) indicates qPCR-detected *Trim33* mRNA level in BM Lin<sup>-</sup> cells sorted from *Trim33*<sup>fl/fl</sup> and *Trim33*<sup>fl/fl</sup> Cre-ERT<sup>2</sup> mice treated by *i.p.* injection of 2 mg Tamoxifen for 5 consecutive days and analyzed 7 days later. (D) shows qPCR-detected *Trim33* mRNA level in BM Lin<sup>-</sup> cells cultured *in vitro* with 1  $\mu$ M 4-OHT for indicated time.

**(E)** Flow cytometric analyses of BM pDC of Tamoxifen-treated mice of indicated genotypes. Cells pre-gated on viable, CD11b<sup>-</sup> CD19<sup>-</sup>. Gating strategies for pDC using SiglecH, CD45RA and B220 with CD11c respectively are shown.

**(F)** Flow cytometric analyses of splenic DC populations of tamoxifen-treated mice in indicated genotypes. Viable cells were pre-gated. Gating strategies for cDC populations using CD8 $\alpha$ , XCR1 and CD24 with CD172a respectively are shown.

**(G)** Flow cytometric analyses of splenic DC populations of tamoxifen-treated mice of indicated genotypes. The viable cells were pre-gated. Gating strategies for pDC using SiglecH, CD45RA, PDCA-1 and B220 with CD11c respectively are shown.

**(H)** Flow cytometric analyses of indicated immune cell types. Numbers of CD4<sup>+</sup> T cells (CD19<sup>-</sup> CD3 $\epsilon$ <sup>+</sup> NK1.1<sup>-</sup> CD4<sup>+</sup> CD8 $\alpha$ <sup>-</sup>), CD8<sup>+</sup> T cells (CD19<sup>-</sup> CD3 $\epsilon$ <sup>+</sup> NK1.1<sup>-</sup> CD4<sup>-</sup> CD8 $\alpha$ <sup>+</sup>), NK cells (CD19<sup>-</sup> CD3 $\epsilon$ <sup>-</sup> NK1.1<sup>+</sup>), NKT cells (CD19<sup>-</sup> CD3 $\epsilon$ <sup>+</sup> NK1.1<sup>+</sup>), neutrophils (CD11b<sup>+</sup> Ly6G<sup>hi</sup>), macrophages (CD11b<sup>+</sup> Ly6G<sup>-</sup> F4/80<sup>+</sup>), and monocytes (CD11b<sup>+</sup> Ly6G<sup>-</sup> CD115<sup>+</sup>) were shown.

Representative plots of 3-5 biological repeats are shown. Absolute number per mice was plotted. Error bars represent mean  $\pm$  SEM. Statistical significance was determined by unpaired two-tailed Student's *t* test. Ns: non-significant, \* *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001.

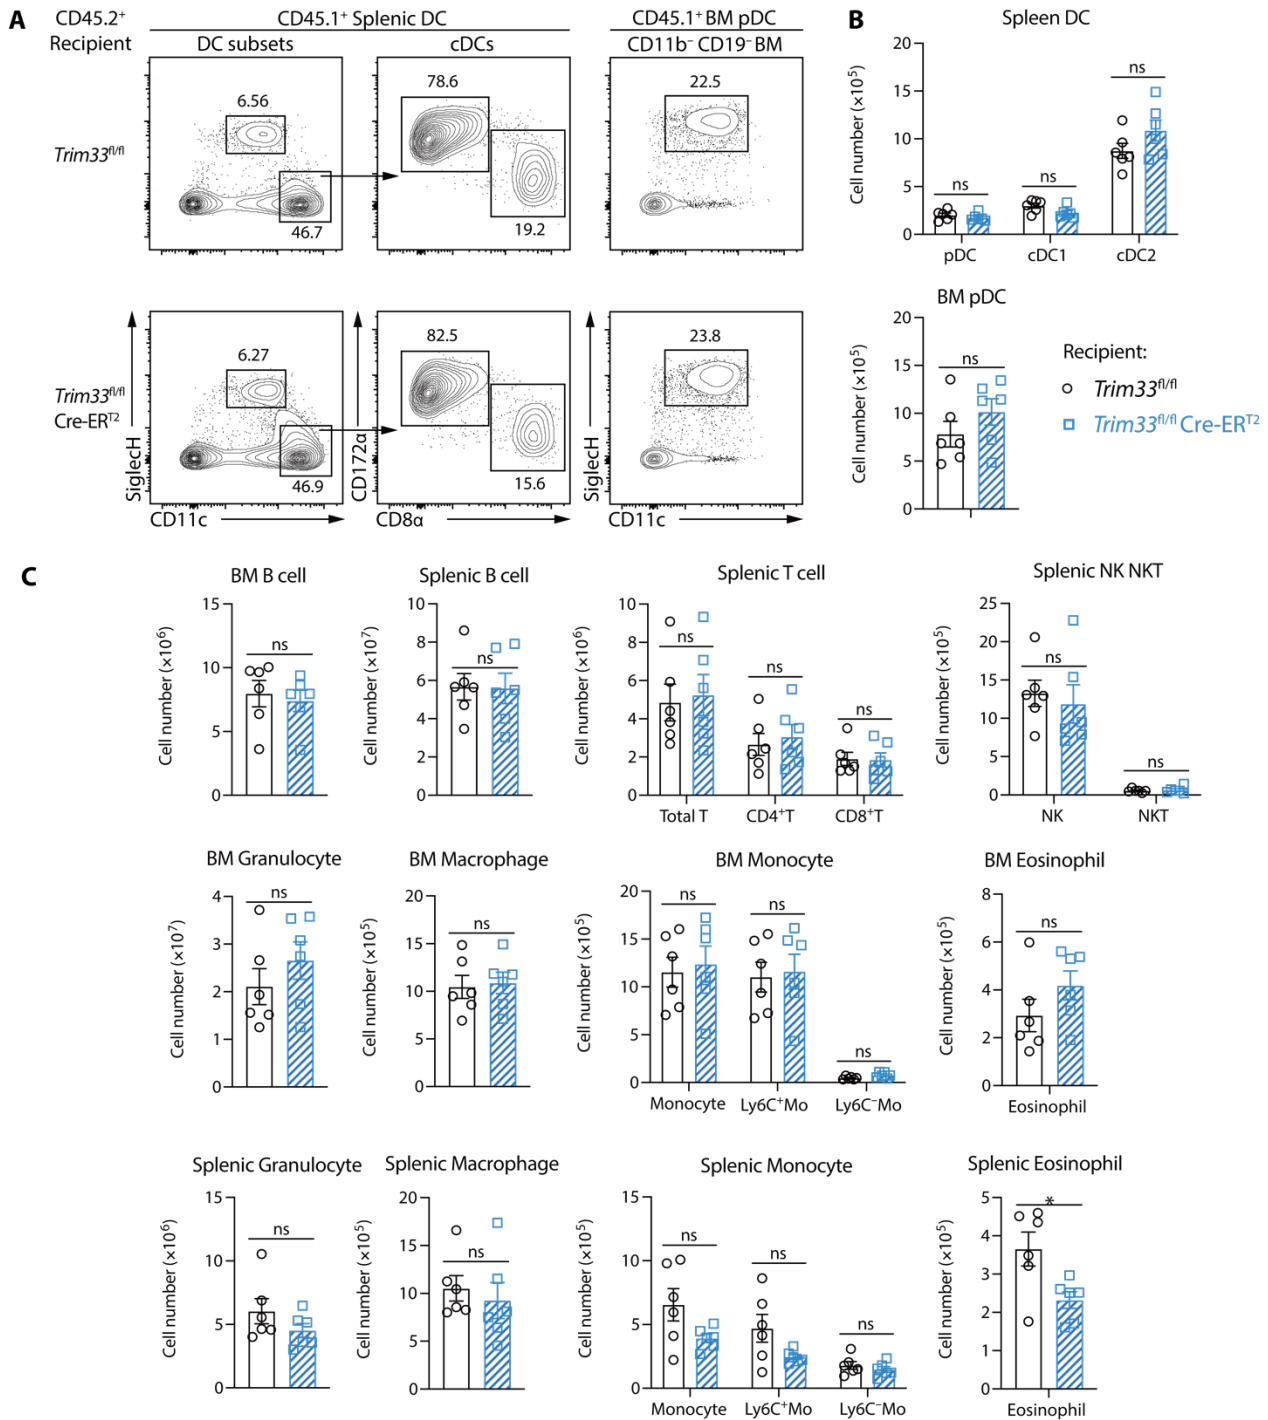

**Fig. S5. Immune cell profile of CD45.1 WT BM-reconstituted chimeras.**

**(A-B)** Flow cytometric analysis CD45.1 DC populations in indicated reconstituted chimeras.  $2 \times 10^6$  BM cells of CD45.1 wild-type mice were injected to each lethally irradiated CD45.2 *Trim33<sup>fl/fl</sup>* or *Trim33<sup>fl/fl</sup> Cre-ER<sup>T2</sup>* recipient. Mice were treated with Tamoxifen 3 weeks post reconstitution. Pre-gate: alive. Splenic DCs were pre-enriched. pDCs: CD11c<sup>+</sup> SiglecH<sup>+</sup>, cDC1s: CD11c<sup>hi</sup> SiglecH<sup>-</sup> MHC II<sup>+</sup> CD8 $\alpha$ <sup>+</sup> CD172 $\alpha$ <sup>-</sup>, cDC2s: CD11c<sup>hi</sup> SiglecH<sup>-</sup> MHC II<sup>+</sup> CD8 $\alpha$ <sup>-</sup> CD172 $\alpha$ <sup>+</sup>. Numbers adjacent to gates indicate percentages of parent.

**(C)** Profiling of CD45.1 immune cells in indicated reconstituted chimeras. Numbers of B cells (CD19<sup>+</sup>), total T cells (CD19<sup>-</sup> CD3 $\epsilon$ <sup>+</sup> NK1.1<sup>-</sup>), CD4<sup>+</sup> T cells (CD19<sup>-</sup> CD3 $\epsilon$ <sup>+</sup> NK1.1<sup>-</sup> CD4<sup>+</sup> CD8 $\alpha$ <sup>-</sup>), CD8<sup>+</sup> T cells (CD19<sup>-</sup>

CD3 $\epsilon$ <sup>+</sup> NK1.1<sup>-</sup> CD4<sup>-</sup> CD8 $\alpha$ <sup>+</sup>), NK cells (CD19<sup>-</sup> CD3 $\epsilon$ <sup>-</sup> NK1.1<sup>+</sup>), NKT cells (CD19<sup>-</sup> CD3 $\epsilon$ <sup>+</sup> NK1.1<sup>+</sup>), neutrophils (CD11b<sup>+</sup> Ly6G<sup>hi</sup>), macrophages (CD11b<sup>+</sup> Ly6G<sup>-</sup> F4/80<sup>+</sup>), monocytes (CD11b<sup>+</sup> Ly6G<sup>-</sup> CD115<sup>+</sup>), and eosinophils (CD11b<sup>+</sup> Ly6G<sup>-</sup> F4/80<sup>-</sup> CD115<sup>-</sup> SiglecF<sup>+</sup>) were shown.

Error bars represent mean  $\pm$  SEM. N = 6. Absolute cell number per animal was plotted. Statistical significance was determined by unpaired two-tailed Student's *t* test. Ns: non-significant.

**(A-B)** Flow cytometric analysis of Clec12a-ESAM<sup>+</sup> cDC2a and Clec12a<sup>+</sup> cDC2b in *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Itgax-Cre* mice. Cells were pre-enriched for DC. N = 5.

**(C-D)** Flow cytometric analysis of non-canonical DC and tDC in *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Itgax-Cre* mice. Cells were pre-enriched for DC. N = 5.

**(E-F)** Flow cytometric analysis of non-canonical DC and tDC in Tamoxifen-treated *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Cre-ERT<sup>2</sup>* mice. Cells were pre-enriched for DC. N = 5.

Error bars represent mean  $\pm$  SEM. Absolute cell number per animal was plotted. Statistical significance was determined by unpaired two-tailed Student's *t* test. Ns: non-significant, \* *P* < 0.05, \*\* *P* < 0.01, \*\*\*\* *P* < 0.0001.

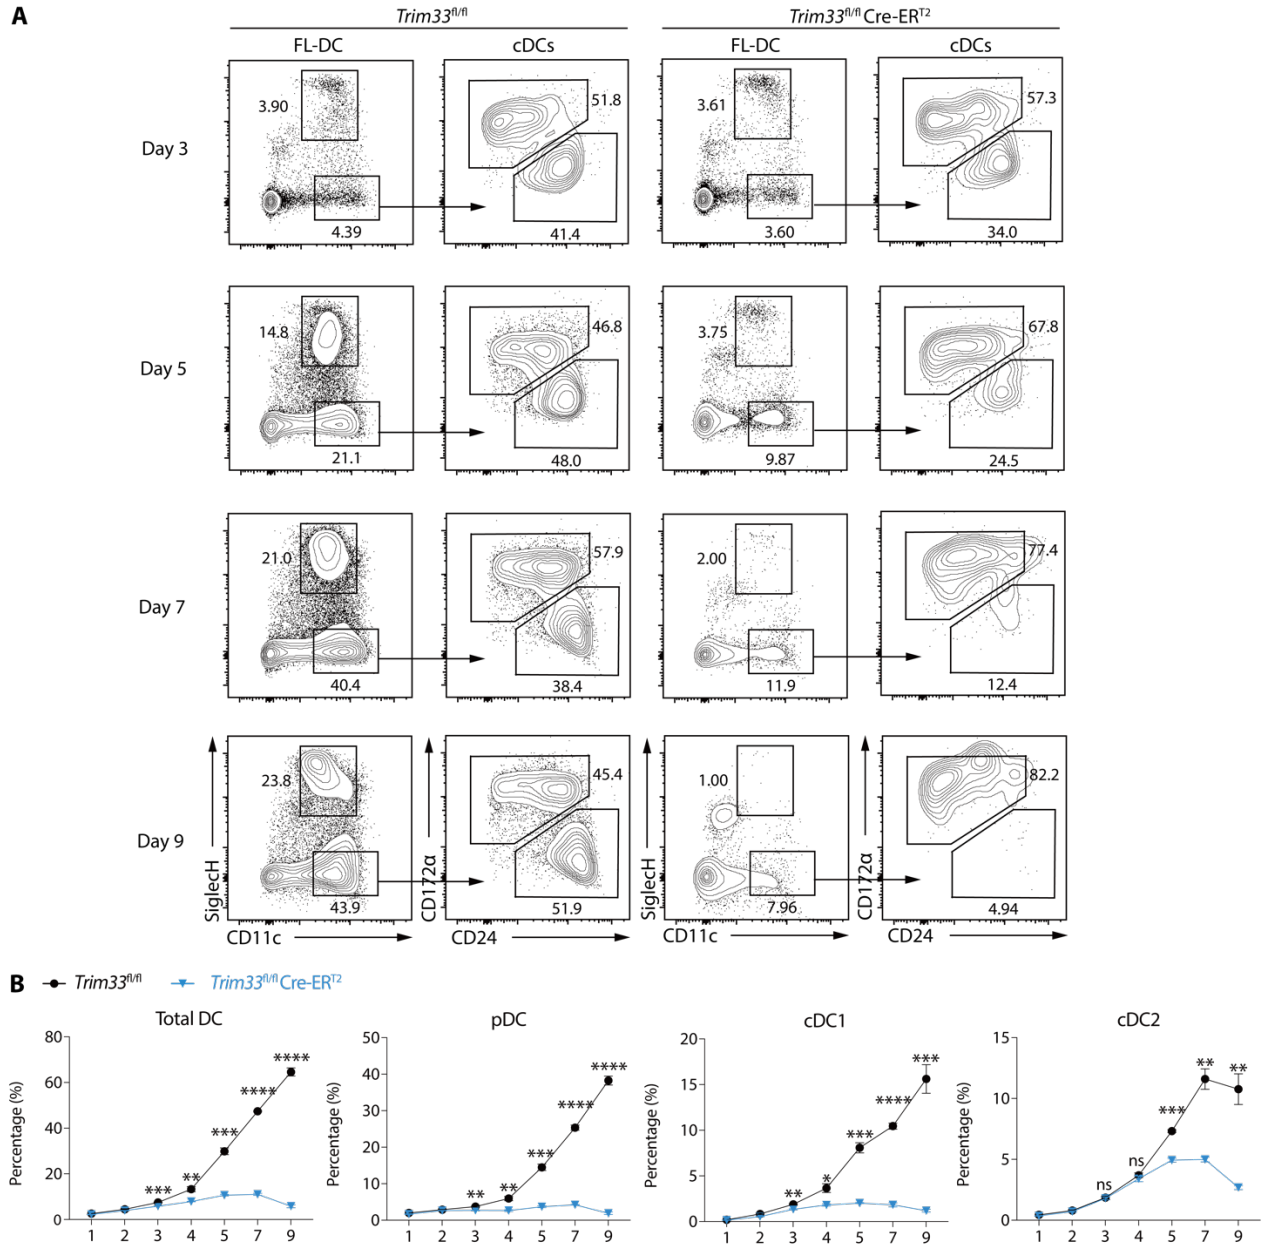

**Fig. S7. Flow cytometric analysis of DC subsets generated in FIt3L cultures at different time points.** (A) Representative flow cytometric analysis of DC subsets generated from BM cells in cultures at indicated time points.  $1.5 \times 10^5$  BM cells of indicated genotypes were cultured with 200 ng/mL FIt3L and  $1 \mu\text{M}$  4-OHT. DC generation was tested on indicated days of culture. Numbers indicate percentages of parent. Pre-gate: viable cells. pDC: SiglecH<sup>+</sup> CD11c<sup>int</sup>, cDC: SiglecH<sup>-</sup> CD11c<sup>+</sup>, cDC1: SiglecH<sup>-</sup> CD11c<sup>+</sup> CD24<sup>+</sup> CD172 $\alpha$ <sup>-</sup>, cDC2: SiglecH<sup>-</sup> CD11c<sup>+</sup> CD24<sup>-</sup> CD172 $\alpha$ <sup>+</sup>. (B) Percentages of different DC subsets generated from *in vitro* FIt3L cultures at indicated timepoints. N = 3. Bars represent mean  $\pm$  SEM. Representative data of 3 independent experiments are shown. Data were analyzed using two-tailed Student's t-test. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

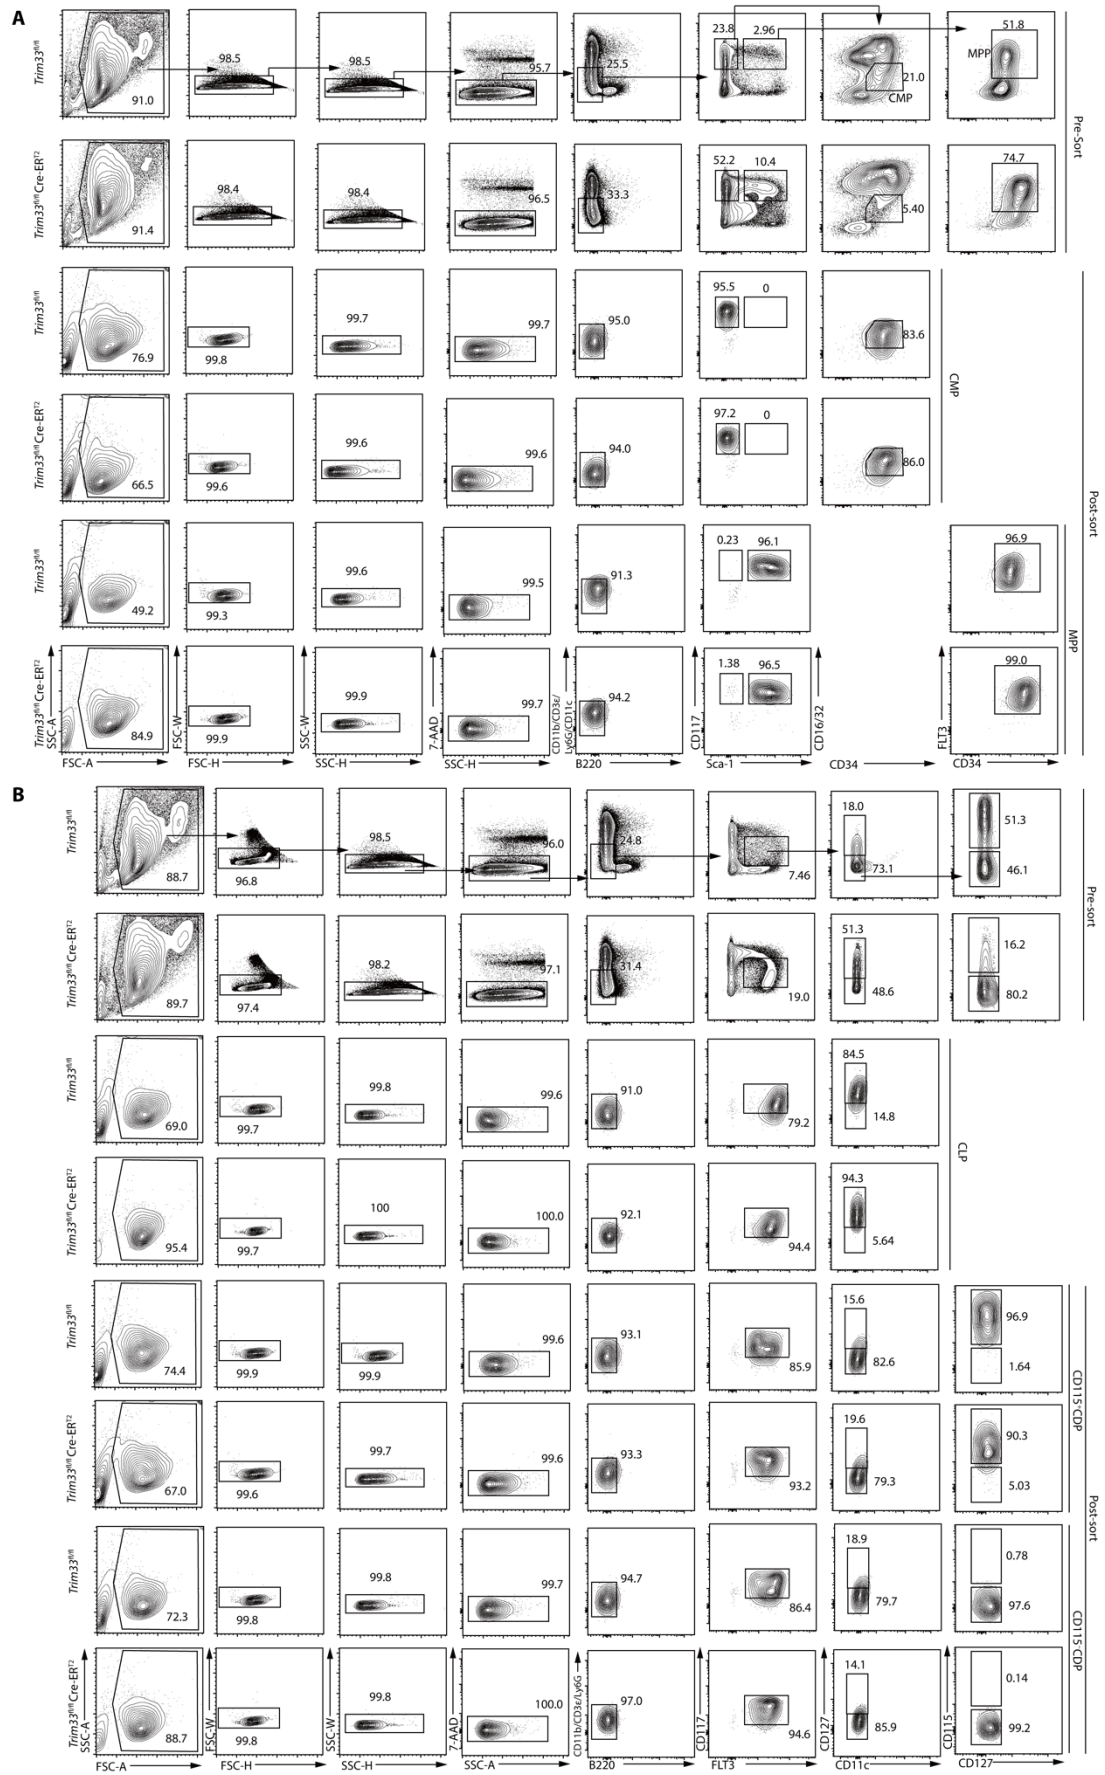

**Fig. S8. Post-sort validation of purified DC progenitors.**

**(A)** Representative validation of FACS-purified MPP and CMP of indicated genotypes. MPPs: Lin<sup>-</sup>Sca-1<sup>+</sup>CD117<sup>hi</sup>CD34<sup>+</sup>FLT3<sup>+</sup>, CMPs: Lin<sup>-</sup>Sca-1<sup>-</sup>CD117<sup>hi</sup>CD34<sup>+</sup>CD16/32<sup>lo</sup>.

**(B)** Representative validation of FACS-purified CLP and CDP of indicated genotypes. CD115<sup>+</sup>CDPs: Lin<sup>-</sup>CD11c<sup>-</sup>CD127<sup>-</sup>CD117<sup>int</sup>FLT3<sup>+</sup>CD115<sup>+</sup>, CD115<sup>-</sup>CDPs: Lin<sup>-</sup>CD11c<sup>-</sup>CD127<sup>-</sup>CD117<sup>int</sup>FLT3<sup>+</sup>CD115<sup>-</sup>, CLPs: Lin<sup>-</sup>CD11c<sup>-</sup>CD117<sup>+</sup>FLT3<sup>+</sup>CD127<sup>+</sup>. Numbers adjacent to gates indicated percentages of parent population.

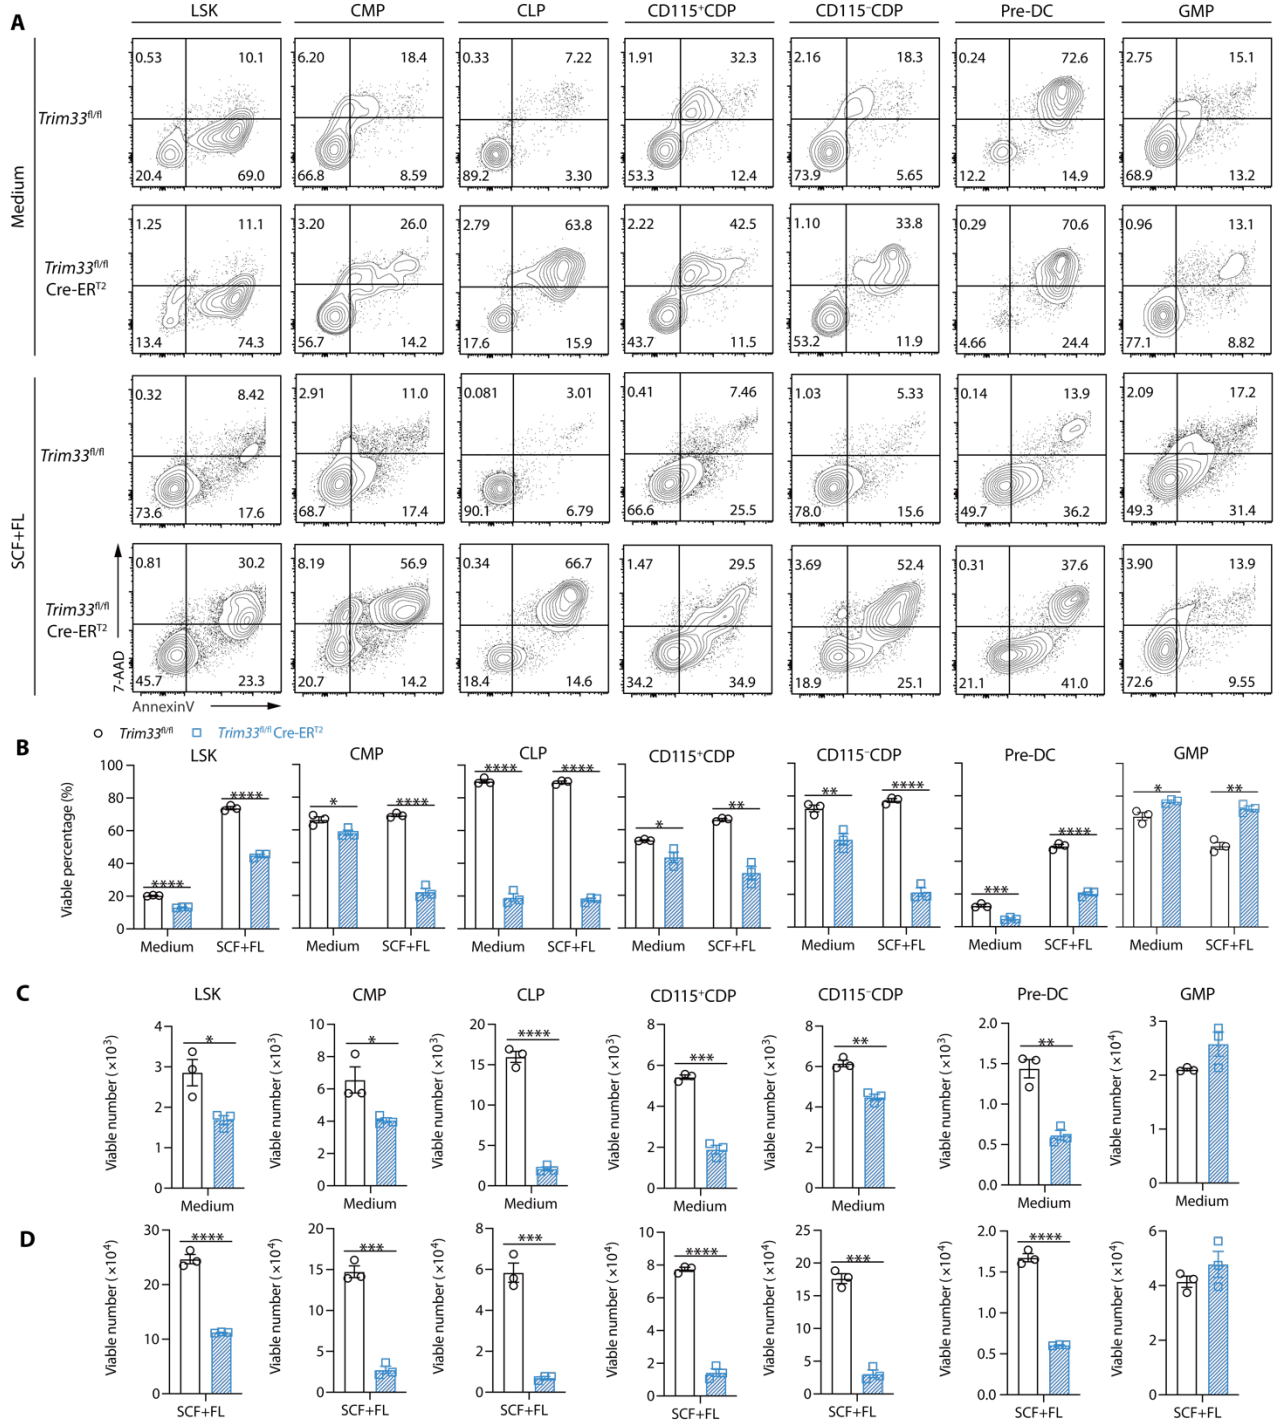

**Fig. S9. Survival analysis of TRIM33-deficient progenitors.**

**(A)** Survival analysis of cultured progenitors of indicated genotypes by flow cytometry. LSKs, CMPs, CLPs, CD115<sup>+</sup>CDPs, CD115<sup>-</sup>CDPs, pre-DCs and GMPs were purified from *Trim33<sup>fl/fl</sup>* or *Trim33<sup>fl/fl</sup> Cre-ERT<sup>2</sup>* mice BM by FACS.  $2.5 \times 10^4$  cells/well were cultured in  $1 \mu\text{M}$  4-OHT-containing complete RPMI 1640 medium with or without 100 ng/mL SCF and 30 ng/mL Flt3L (FL) for 5 days before flow cytometric analysis with Annexin V/7-AAD double staining.

**(B-D)** Percentages (B) and numbers (C, D) of viable (Annexin V<sup>-</sup> 7-AAD<sup>-</sup>) cells in indicated cultures. N = 3.

Data are representative of 2 independent experiments. Error bars represent mean  $\pm$  SEM. Statistical

significance was determined by unpaired two-tailed Student's *t* test. ns:  $P > 0.05$ . \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

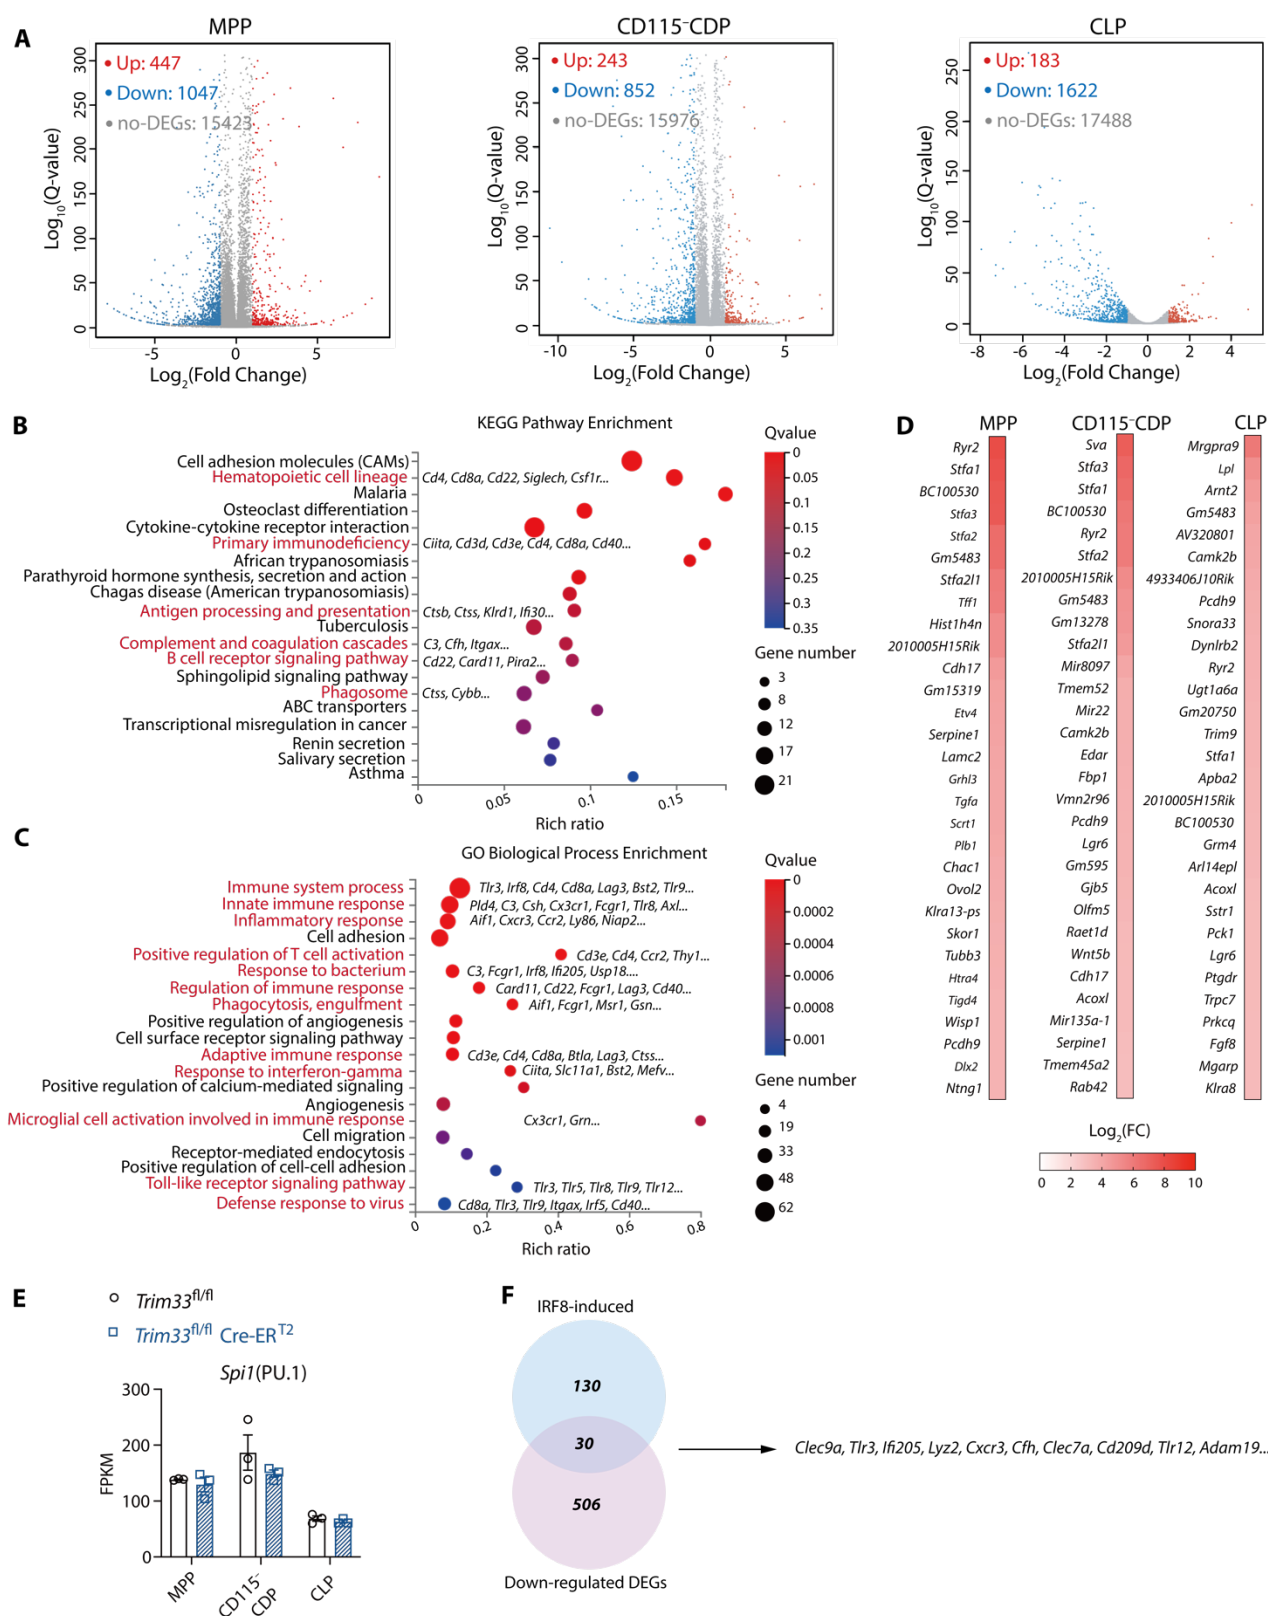

**Fig. S10. RNA-seq analysis detected DEGs in WT and TRIM33-deficient DC progenitors.**

**(A)** Volcano plots indicate DEGs in *Trim33<sup>fl/fl</sup>* (WT) and *Trim33<sup>fl/fl</sup> Cre-ERT<sup>2</sup>* (KO) MPP, CD115-CDP and CLPs. Analyses for differentially expressed genes were performed with DESeq for MPP and CD115-CDP with threshold of  $\text{Log}_2$  |Fold Change|  $\geq 1$ , Q-value  $\leq 0.001$ . DESeq2 was used for CLP with a threshold of

$\text{Log}_2 \text{IFold Changel} \geq 1$ ,  $\text{Q-value} \leq 0.05$ .

**(B)** KEGG pathway enrichment of the DEGs shared among the progenitors. Exemplifying genes in the pathways were listed.

**(C)** Gene ontology (GO) biological process enrichment of the DEGs shared among the progenitors. Exemplifying genes in the pathways were listed.

Pathways and processes associated with hematopoiesis and immune responses were labeled in red.

**(D)** Top up-regulated genes in indicated KO progenitors comparing to WT. Fold change (FC) of FPKM was plotted.

**(E)** Expression of *Spi1* in WT and KO progenitors detected by RNA-seq. FPKM was plotted.

**(F)** Venn graph indicating overlap between IRF8-induced genes and the down-regulated DEGs.

**(A)** Gene ontology (GO) biological process enrichment of the TRIM33-interacting proteins. Top 30 terms were shown.

**(B)** Treeplot clustering of enriched GO terms.

**(C)** Heatmap of enriched GO terms. A colored block indicates involvement of a specific gene in a corresponding term.

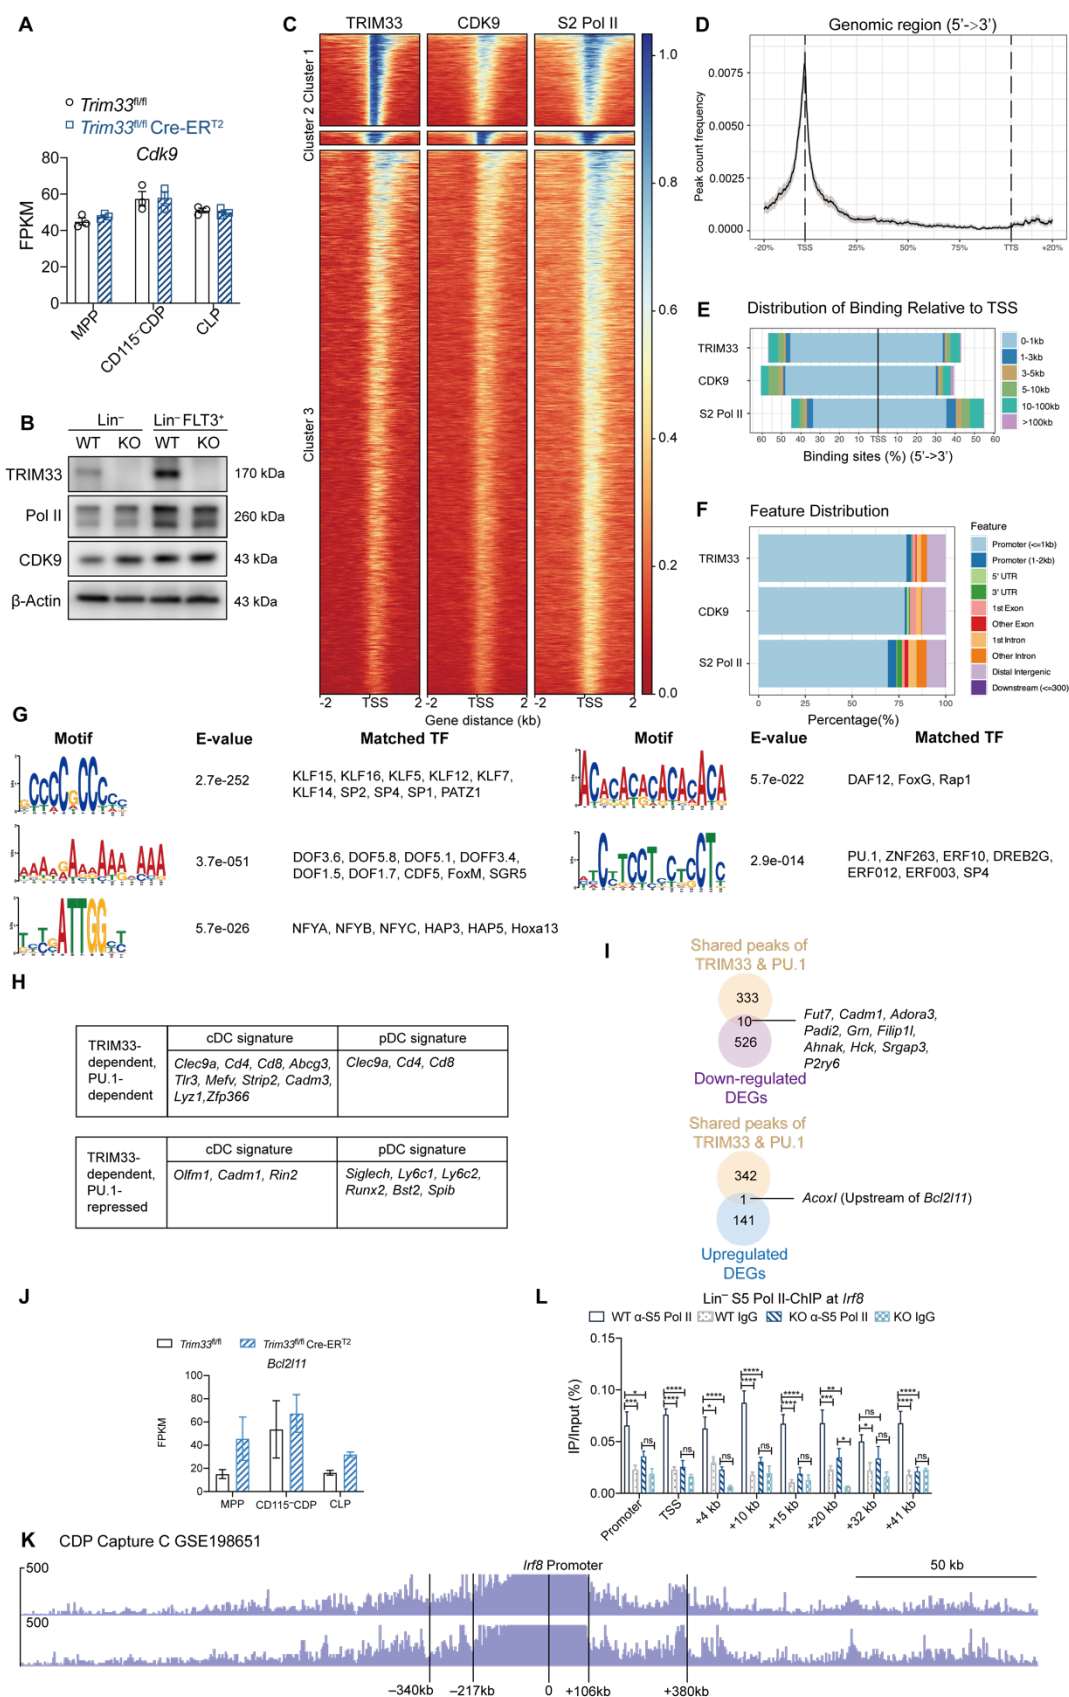

**Fig S12. Additional profile of TRIM33 genome-wide binding sites in CDP.**

- (A) RNA-seq analysis detected FPKM of *Cdk9* in indicated BM progenitors of Tamoxifen-treated *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup>* Cre-ER<sup>T2</sup> mice. N = 3.
- (B) Western blot analysis of CDK9, Pol II, and TRIM33 levels in Tamoxifen-treated *Trim33<sup>fl/fl</sup>* (WT) and *Trim33<sup>fl/fl</sup>* Cre-ER<sup>T2</sup> (KO) BM Lin<sup>-</sup> and Lin<sup>-</sup> FLT3<sup>+</sup> cells.
- (C) Heatmap representation of TRIM33, CDK9, and S2 Pol II CUT-Tag peaks around transcription start site (TSS) in CDP.
- (D) Count frequency of TRIM33 CUT-Tag peaks at gene body regions. Gray shades indicate 95% confidence interval.
- (E) Distribution of TRIM33, CDK9, and S2 Pol II binding sites distances to TSS.
- (F) Genomic feature distributions of TRIM33, CDK9, and S2 Pol II in CDP.
- (G) Motif enrichment analysis of TRIM33 CUT&Tag peaks in CDP performed by MEME-ChIP.
- (H) DC signature genes among those under dual transcription regulation of TRIM33 and PU.1 progenitors determined by Fig. 5E.
- (I) Intersection between genes annotated from TRIM33 and PU.1 shared peaks in CDP and RNA-seq-detected DEGs in progenitors.
- (J) The levels of *Bcl2l11* mRNA in indicated progenitors detected by RNA-seq. FPKM was shown. N = 3.
- (K) Tracks of Capture C tracks in CDP using *Irf8* promoter as viewpoint. Distances to *Irf8* promoter was labeled. Data were acquired from GSE198651.
- (L) ChIP-qPCR analysis of S5 Pol II occupancy at different regions of *Irf8* gene in BM Lin<sup>-</sup> cells of Tamoxifen-treated *Trim33<sup>fl/fl</sup>* (WT) and *Trim33<sup>fl/fl</sup>* Cre-ER<sup>T2</sup> (KO) mice. N = 3-4. Data are representative of 2 independent experiments.
- Bars represent mean  $\pm$  SEM. Data were analyzed using two-way ANOVA followed by Bonferroni's multiple comparison test (L). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

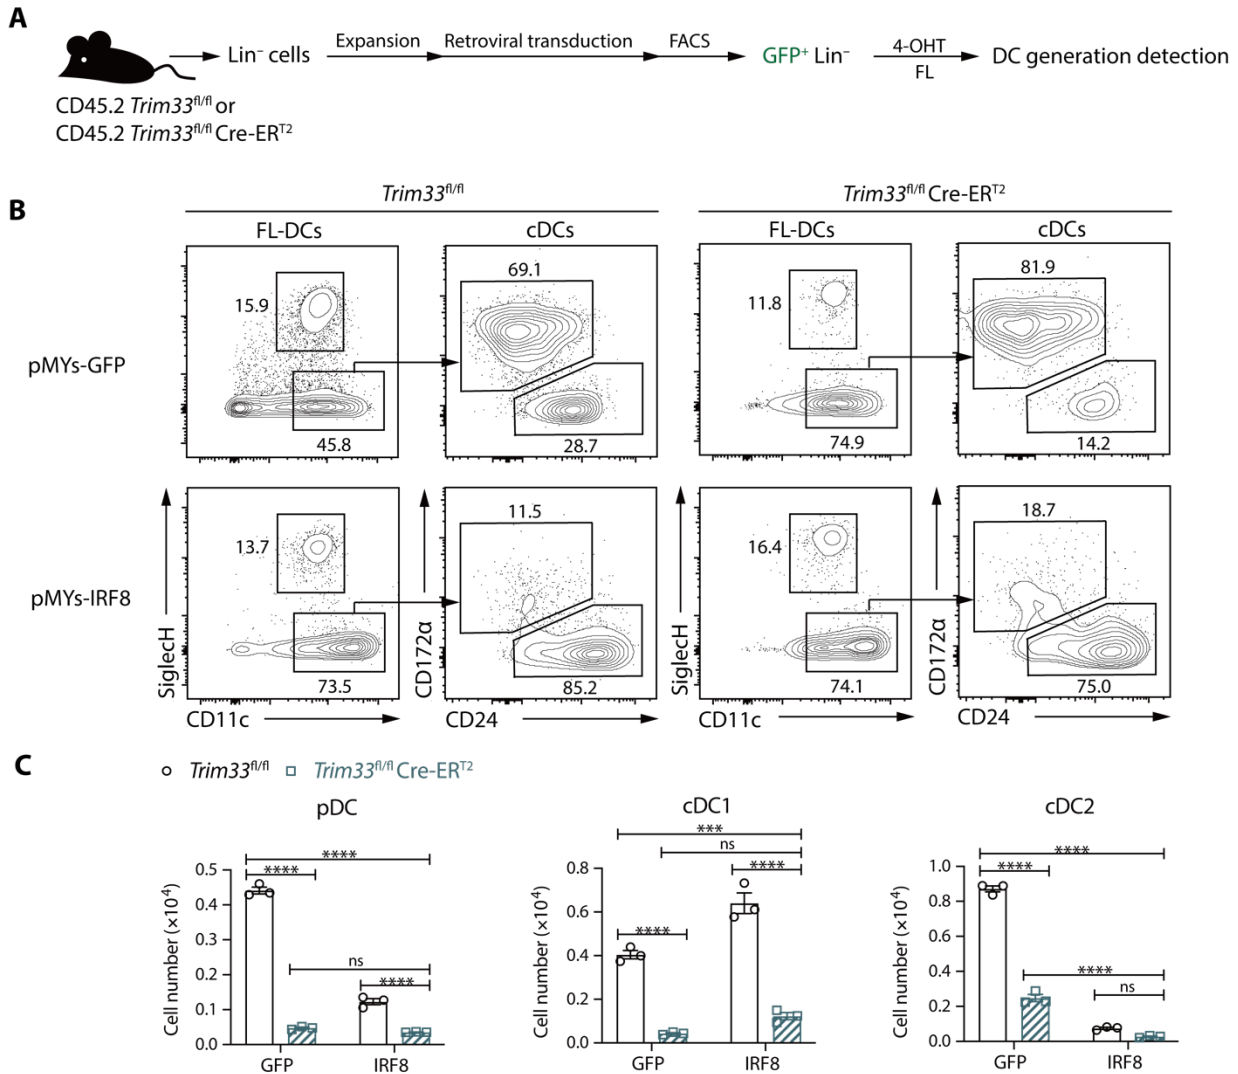

**Fig. S13. DC generation from *Irf8*-overexpressing TRIM33-deficient BM Lin<sup>-</sup> cells in Flt3L cultures.**

**(A)** Schematic representation for *in vitro* DC generation from retrovirally transduced Lin<sup>-</sup> cells. Lin<sup>-</sup> precursors were sorted from *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Cre-ERT<sup>2</sup>* BM, expanded with 200 ng/mL Flt3L overnight, and retrovirally transduced with control pMYs-GFP or pMYs-IRF8 constructs. CD45.2 GFP<sup>+</sup> cells were FACS-purified 48 h post transduction, seeded with CD45.1 feeder cells, cultured in media supplemented by 200 ng/mL Flt3L and 1  $\mu$ M 4-OHT for 5 additional days, and detected for DC generation.

**(B and C)** Flow cytometry analysis of DCs generated from *Irf8*-overexpressing Lin<sup>-</sup> cells of indicated genotypes. Cells were pre-gated on viable, CD45.2<sup>+</sup> GFP<sup>+</sup>. Numbers adjacent to gates indicate percentages of parent. Numbers adjacent to gates indicate percentages of parent. Plots in (C) indicate numbers of DCs generated from per  $1 \times 10^4$  input Lin<sup>-</sup> cells. N = 3.

Bars represent mean  $\pm$  SEM. Representative data of 2 independent experiments are shown. Data were analyzed using two-way ANOVA followed by Bonferroni's multiple comparison test. Ns: non-significant, \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

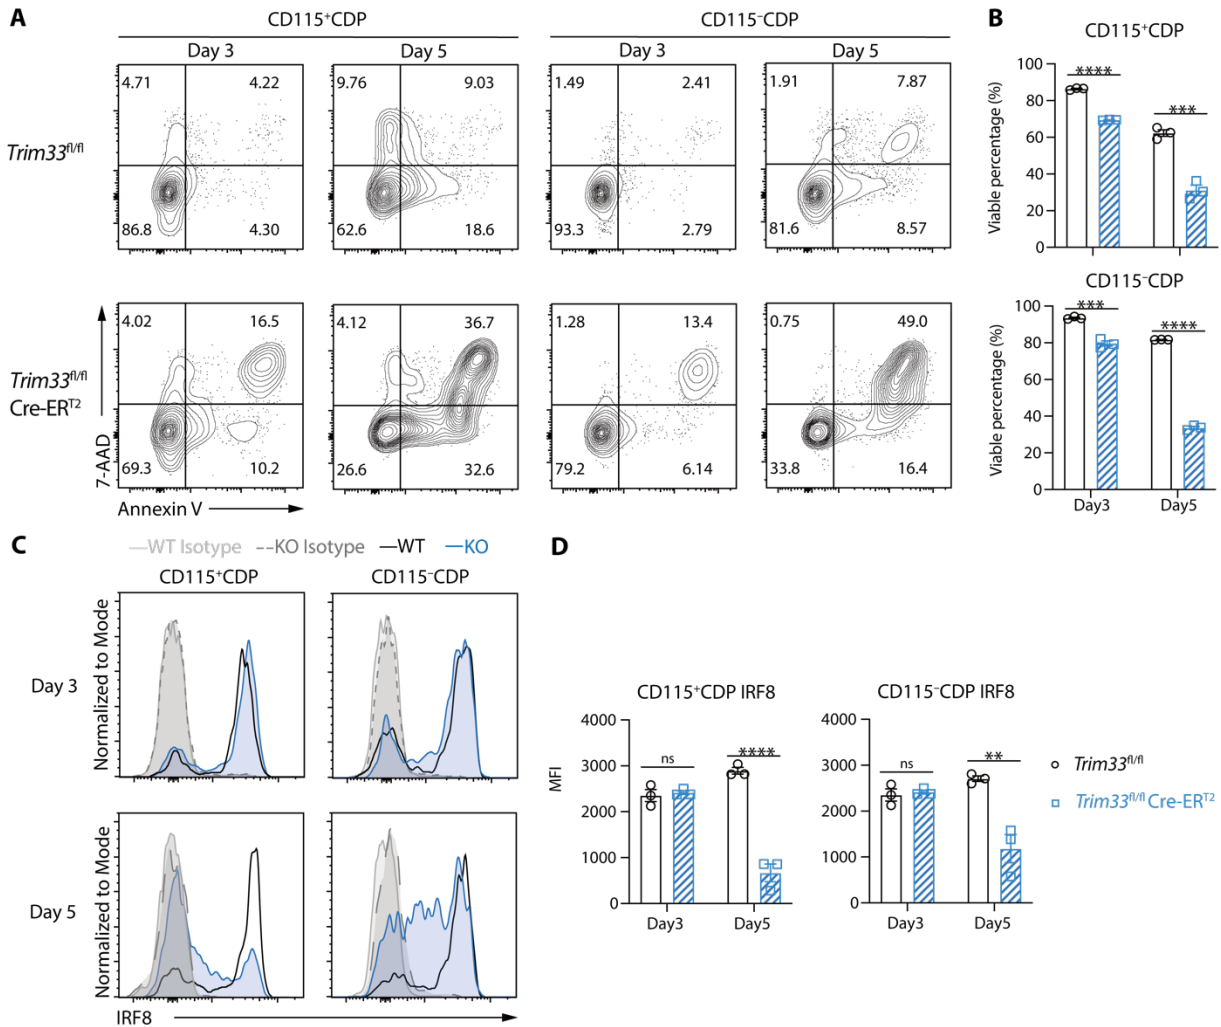

**Fig. S14. Time course analysis of CDP cultures *in vitro*.**

**(A and B)** Cell viability analysis of CDP cultures at indicated time points. CDPs were sorted from *Trim33<sup>fl/fl</sup>* and *Trim33<sup>fl/fl</sup> Cre-ER<sup>T2</sup>* BM.  $2.5 \times 10^4$  cells/well were cultured with 100 ng/mL SCF and 30 ng/ml Flt3L for 3-5 days before subjected to Annexin V/7-AAD or intracellular IRF8 staining.

**(C and D)** Mean fluorescent intensity (MFI) of IRF8 in CDP cultures at indicated time points.

Bars represent mean  $\pm$  SEM. Representative data of 2 independent experiments are shown. N = 3. Data were analyzed using unpaired two-tailed Student's *t* test. ns:  $P > 0.05$ . \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

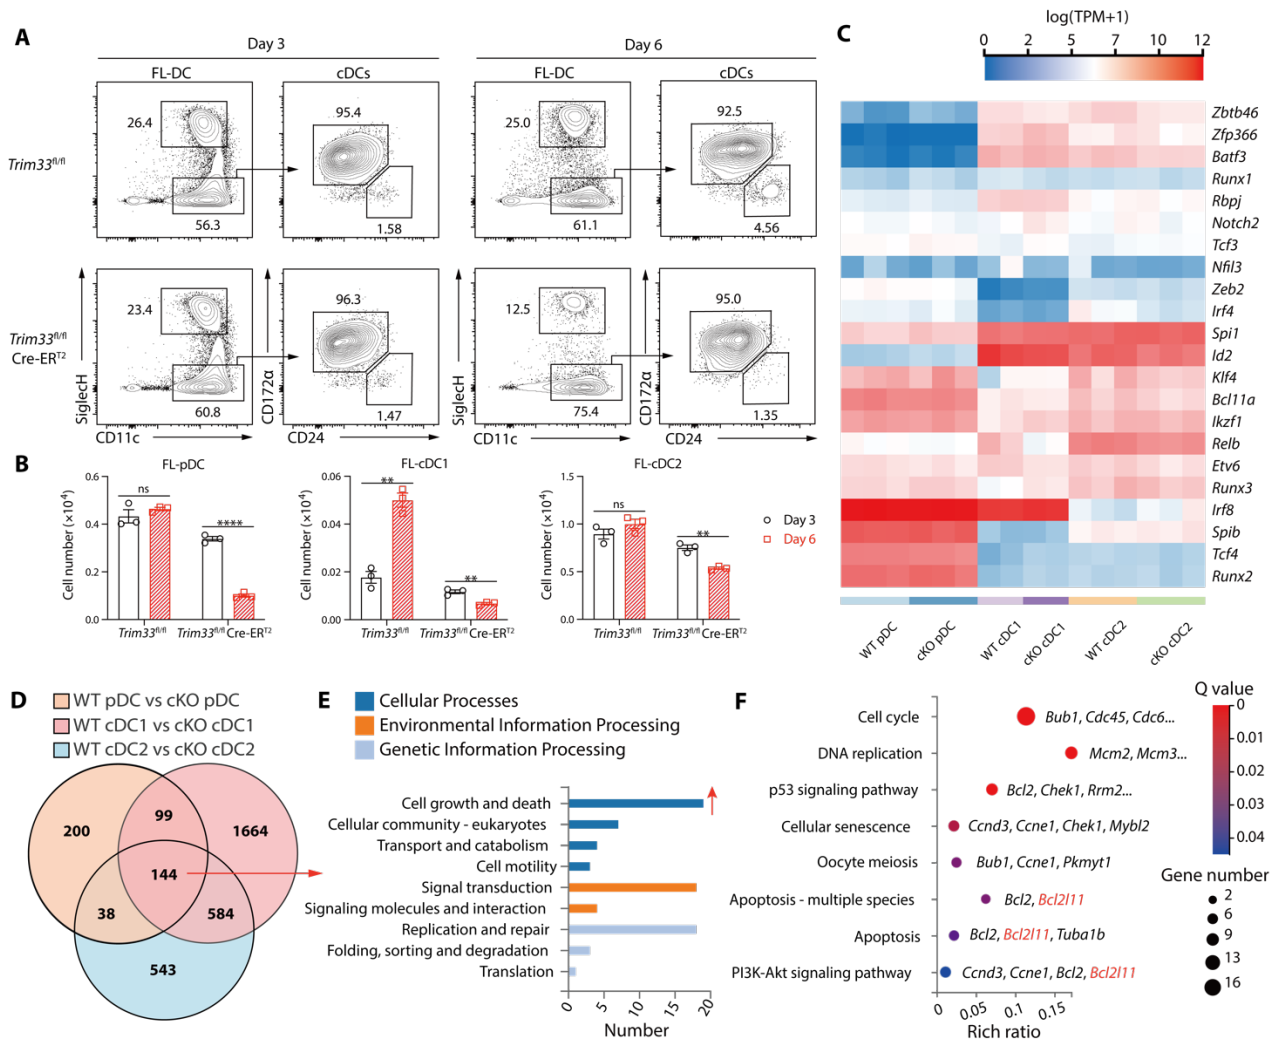

**Fig. S15. Transcriptome analysis of TRIM33-deficient terminally differentiated DCs with defective maintenance.**

**(A and B)** Flow cytometry analysis of FL-DCs generated from pre-DCs in Flt3L cultures.  $5 \times 10^4$  pre-DCs isolated from the BM of *Trim33<sup>fl/fl</sup>* (WT) or *Trim33<sup>fl/fl</sup> Cre-ERT<sup>2</sup>* (KO) mice were seeded with  $1.5 \times 10^5$  CD45.1 BM feeders per well in 96-well plates and cultured in complete RPMI 1640 media supplemented with  $1 \mu\text{M}$  4-OHT and 200 ng/mL Flt3L for 3-6 days. Viable, CD45.2<sup>+</sup> cells were pre-gated. Numbers adjacent to gates represent percentages of parent population. Numbers of DCs generated from per  $1 \times 10^4$  input pre-DCs are plotted in (D). N = 3. Bars represent mean  $\pm$  SEM. Representative data of 2 independent experiments are shown. Data were analyzed using unpaired two-tailed Student's *t* test. ns:  $P > 0.05$ , \*\*  $P < 0.01$ .

**(C)** RNA-Seq analysis of *Trim33<sup>fl/fl</sup>* (WT) and *Trim33<sup>fl/fl</sup> Itgax-Cre* (cKO) splenic DCs. Heatmap showing the expression of DC differentiation-associated genes. TPM (transcripts per kilobase of exon model per million mapped reads) for each gene was shown. Each column represents a biological repeat, which was obtained from 4-5 WT mice or 10-11 cKO mice.

**(D)** Venn diagrams of RNA-Seq-detected differentially expressed genes (DEGs, Q < 0.01, |log<sub>2</sub> FC| > 0.5) by WT and cKO splenic DCs.

**(E)** KEGG pathway classification of the common DEGs among pDCs, cDC1s and cDC2. Arrow indicates upregulation of genes involved in the pathway.

**(F)** KEGG pathway enrichment of the common DEGs in the cell growth and death secondary classification. Exemplifying genes of each pathway are listed.

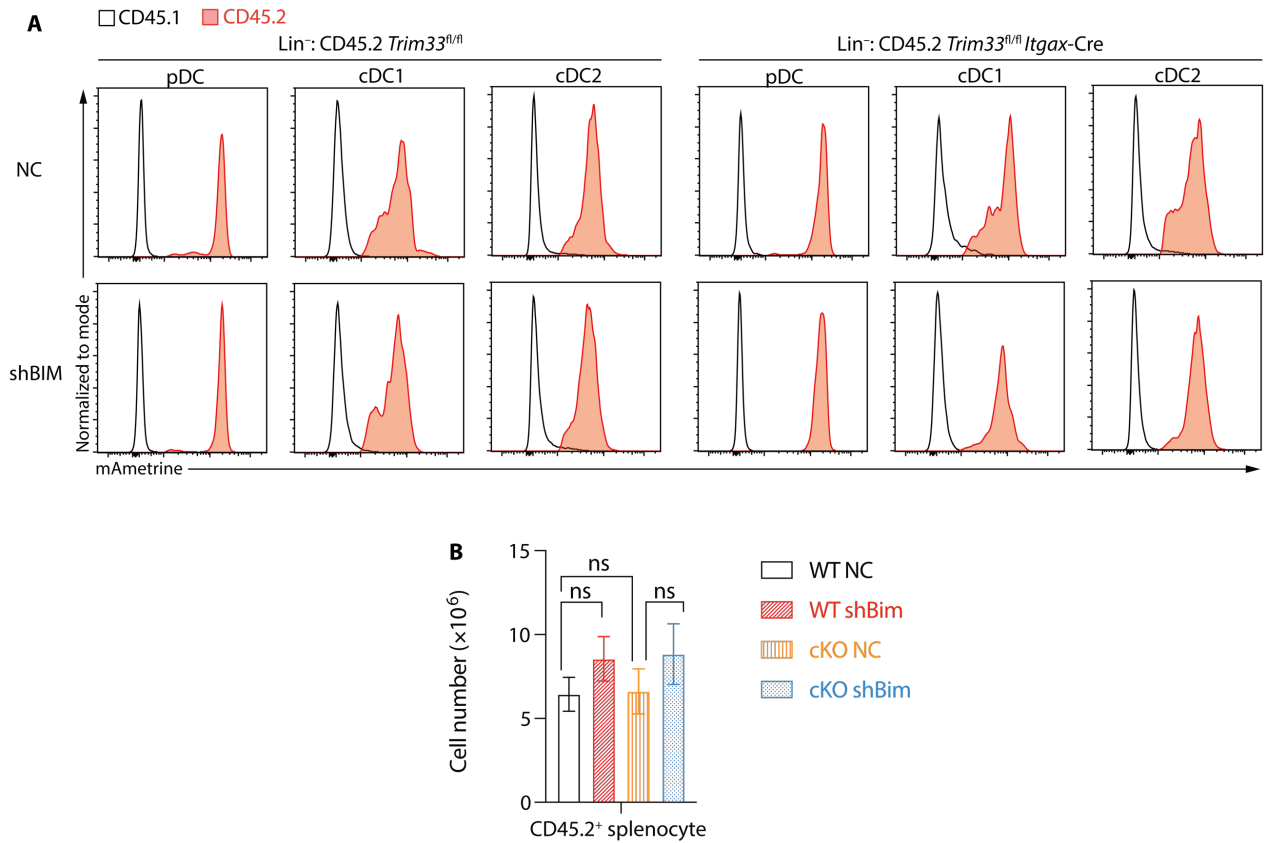

**Fig. S16. Additional properties of CD45.2<sup>+</sup> cells reconstituted from BM Lin<sup>-</sup> cells *in vivo*.**

**(a)** Flow cytometry plots indicating retained vector expression by *in vivo* differentiated CD45.2<sup>+</sup> DCs 4 weeks post reconstitution. Plots are representative of 3 independent experiments.

**(b)** Numbers of reconstituted CD45.2<sup>+</sup> mAmetrine<sup>+</sup> splenocytes. N = 6-10. Error bars represent mean  $\pm$  SEM. Data were analyzed by multiple *t* tests. ns: non-significant.

Table S7. Yield of DC progenitor or precursor per mouse by FACS.

| Cell type              | <i>Trim33</i> <sup>fl/fl</sup> or untreated <i>Trim33</i> <sup>fl/fl</sup> Cre-ER <sup>T2</sup> | Tamoxifen-treated <i>Trim33</i> <sup>fl/fl</sup> Cre-ER <sup>T2</sup> |
|------------------------|-------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|
| MPP                    | (2-3)×10 <sup>4</sup>                                                                           | (6-10)×10 <sup>4</sup>                                                |
| CMP                    | (1-1.5)×10 <sup>5</sup>                                                                         | (0.3-0.5)×10 <sup>5</sup>                                             |
| CD115 <sup>+</sup> CDP | (1.5-2)×10 <sup>4</sup>                                                                         | (0.3-1)×10 <sup>4</sup>                                               |
| CD115 <sup>-</sup> CDP | (3-5)×10 <sup>4</sup>                                                                           | (10-15)×10 <sup>4</sup>                                               |
| CLP                    | (1.5-3)×10 <sup>4</sup>                                                                         | (5-15)×10 <sup>4</sup>                                                |
| Pre-DC                 | (8-10)×10 <sup>4</sup>                                                                          | (1-2)×10 <sup>4</sup>                                                 |

# Supplementary material for: TRIM33 plays a critical role in regulating dendritic cell differentiation and homeostasis by modulating Irf8 and Bcl2l11 transcription
**Source:** Cell Mol Immunol. 2024 May 31;21(7):752–69. doi: 10.1038/s41423-024-01179-1

Figure 4F

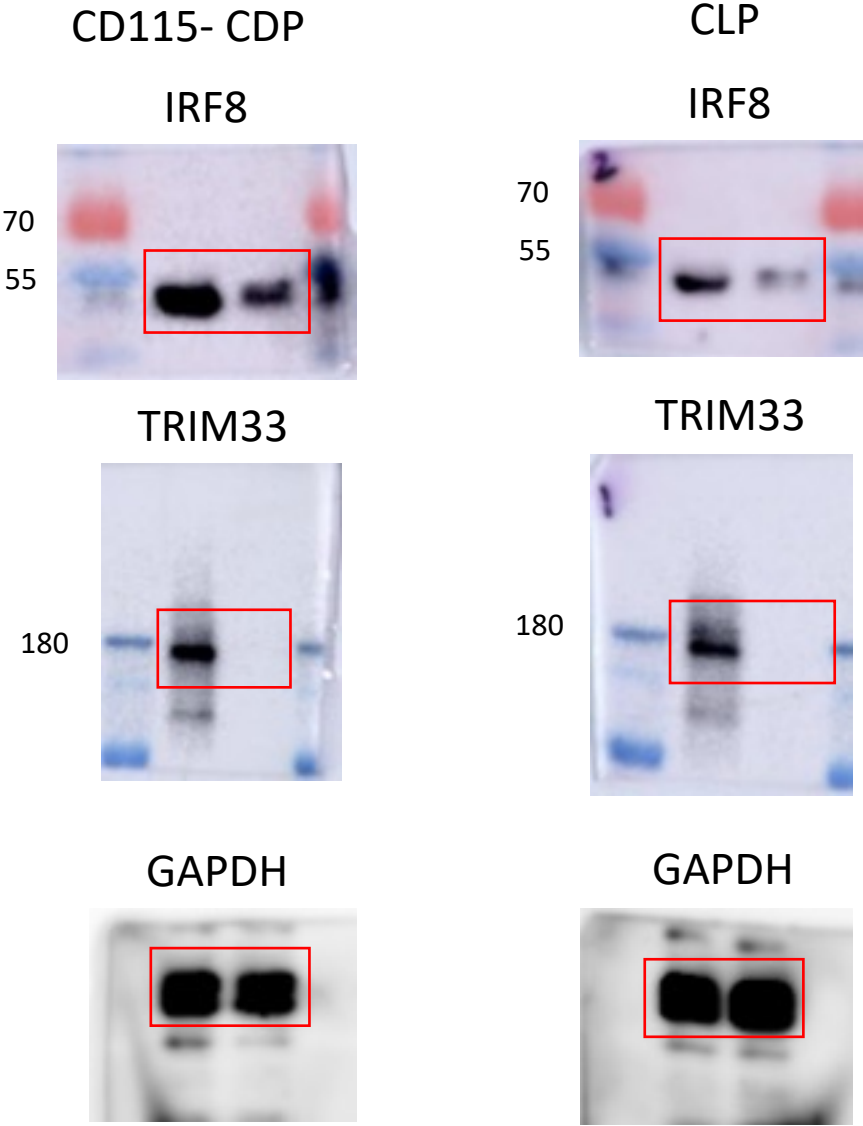

Figure 5A

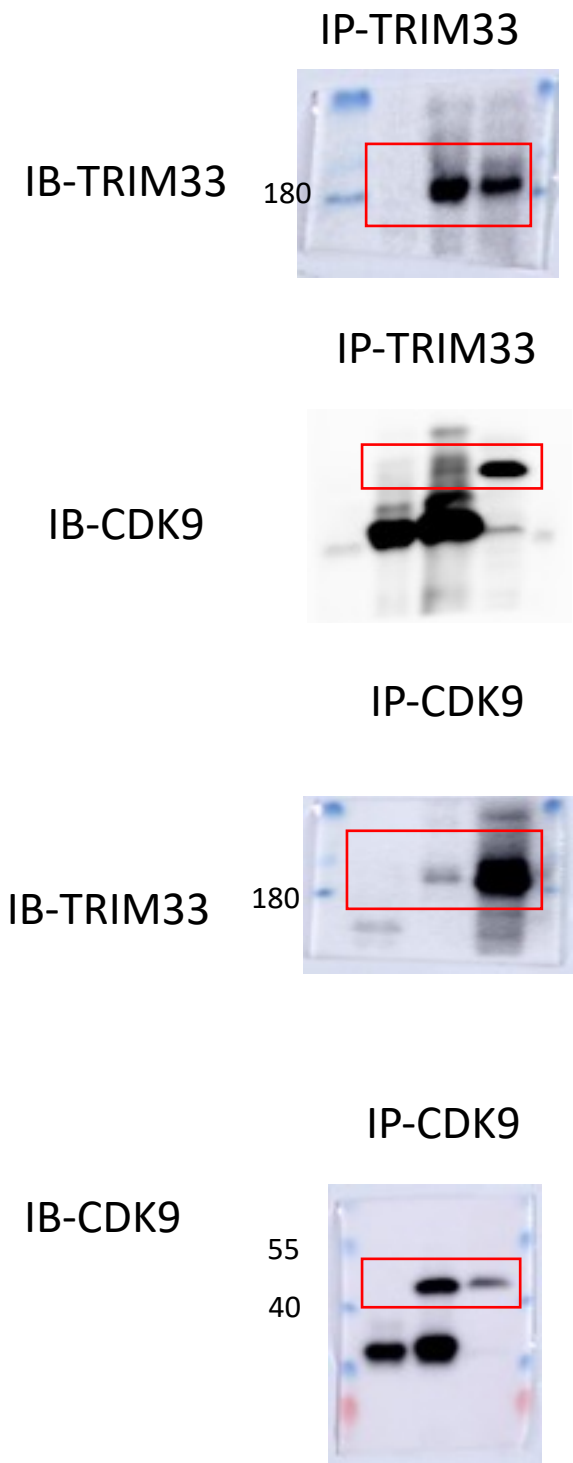

Figure 6G

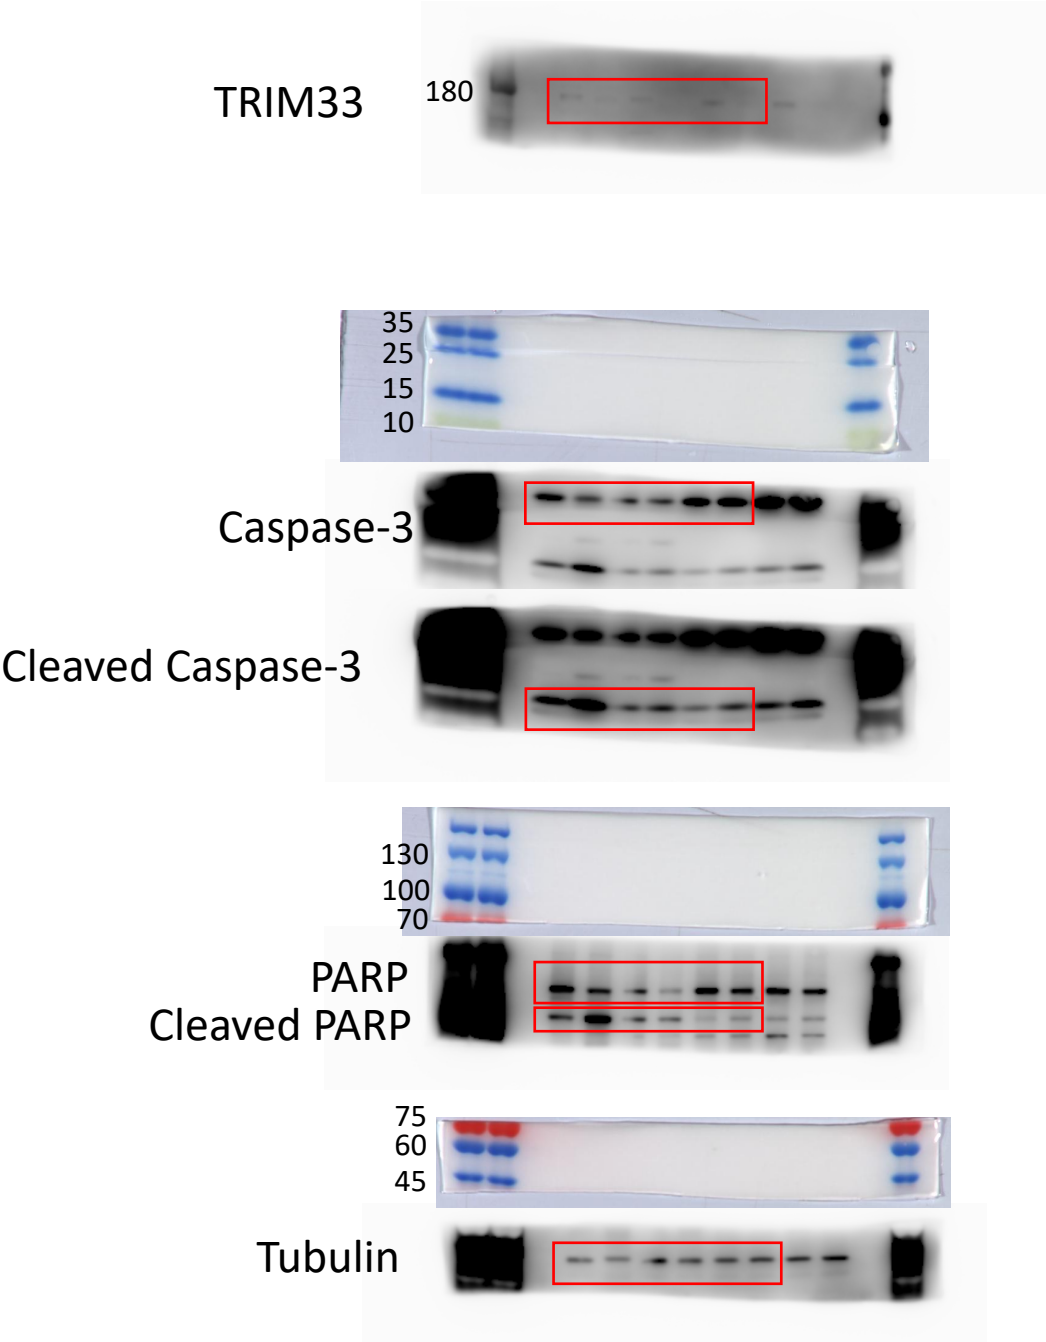

Figure 7E

Splenic DC TRIM33

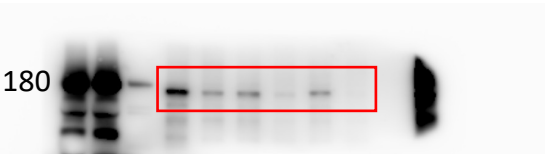

BIM

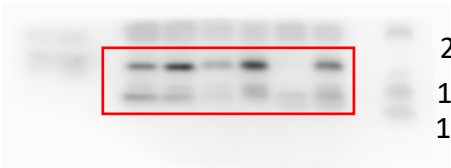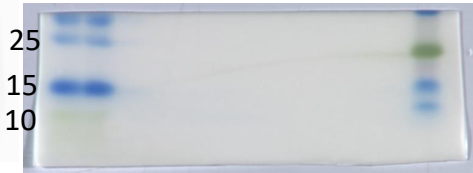

Tubulin

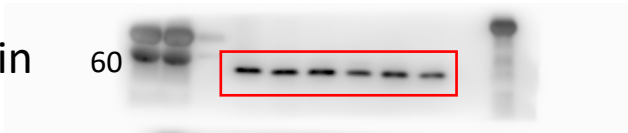

FL-DC

TRIM33

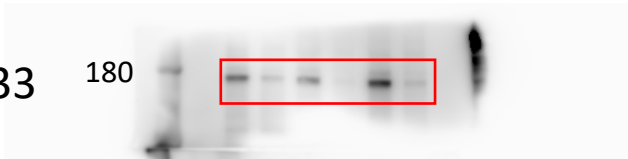

BIM

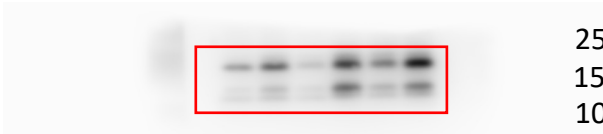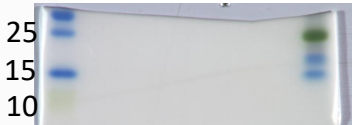

Tubulin

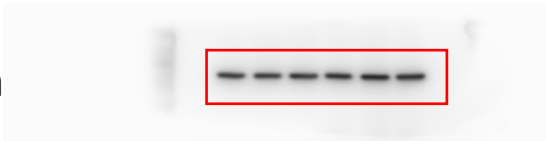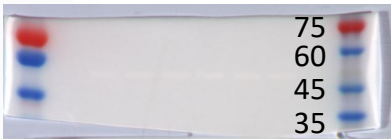

DC2.4

TRIM33

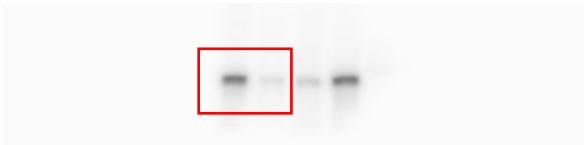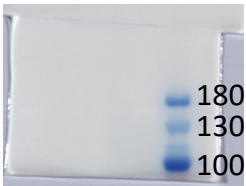

BIM

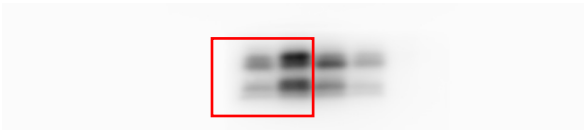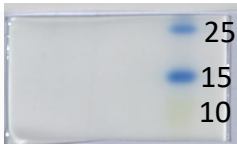

Tubulin

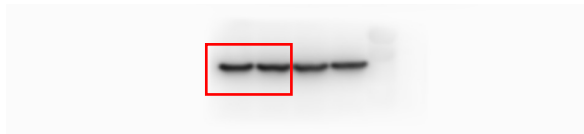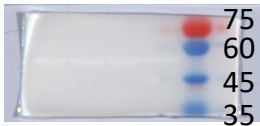

Figure 7I

TRIM33

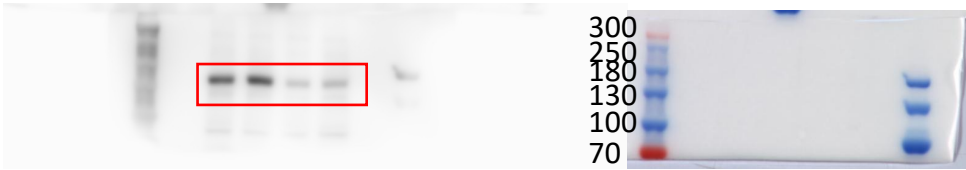

BIM

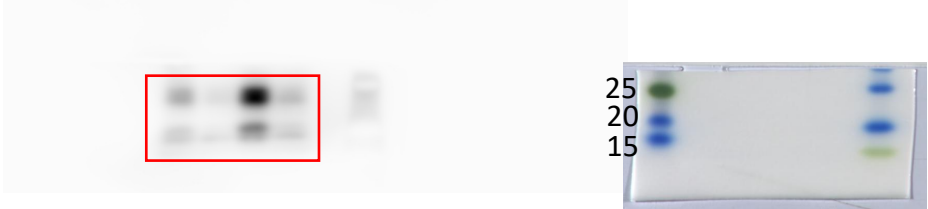

Tubulin

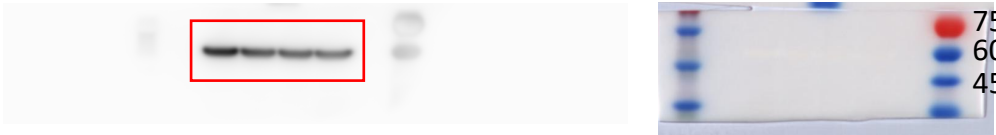

Figure 8B

BIM

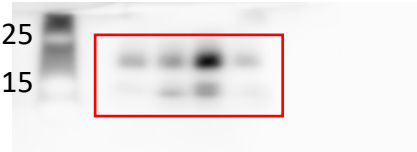

Tubulin

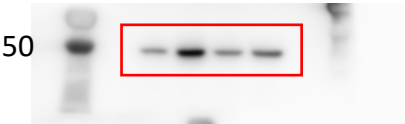

Figure 8F

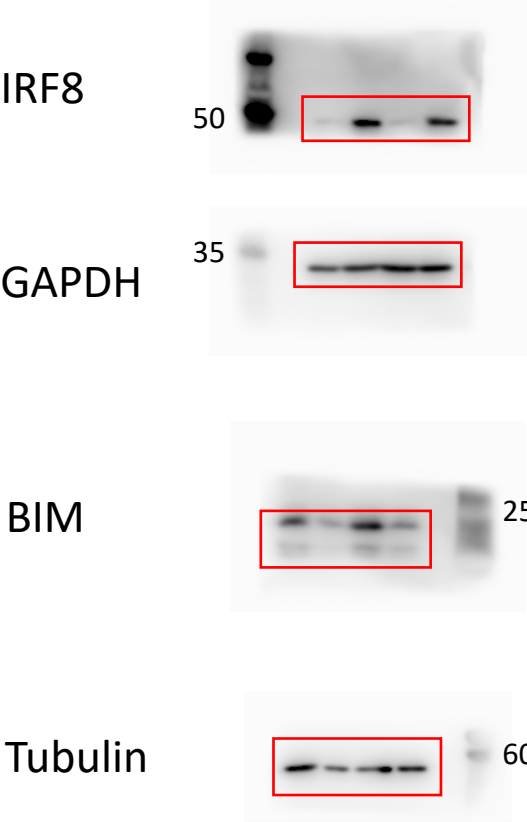

Figure S1E

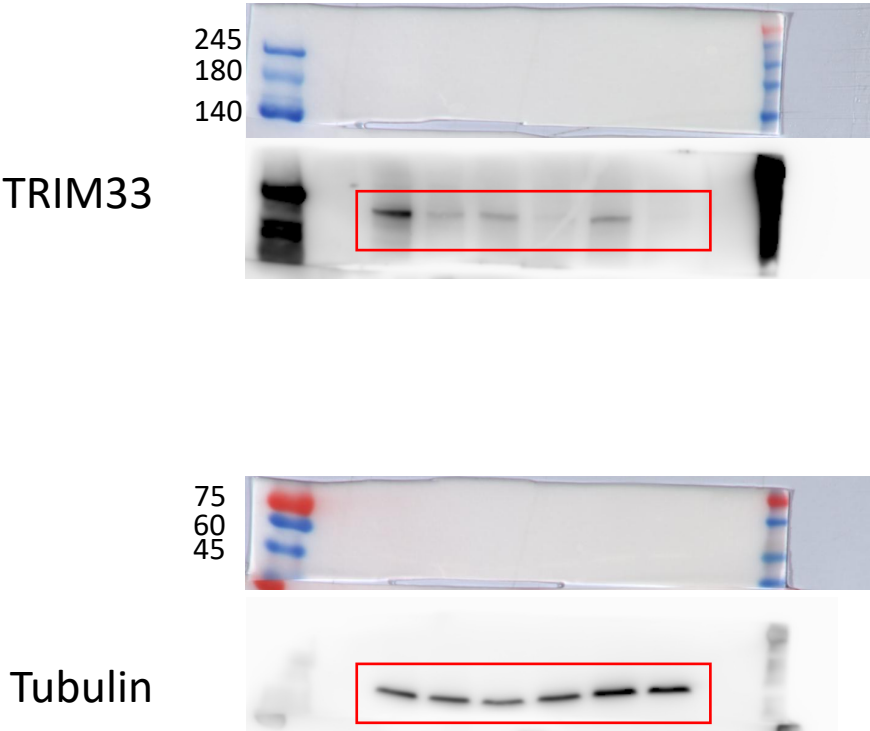

Figure S12B

TRIM33

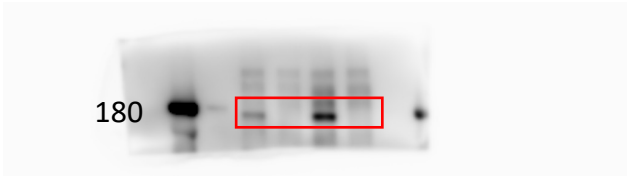

Pol II

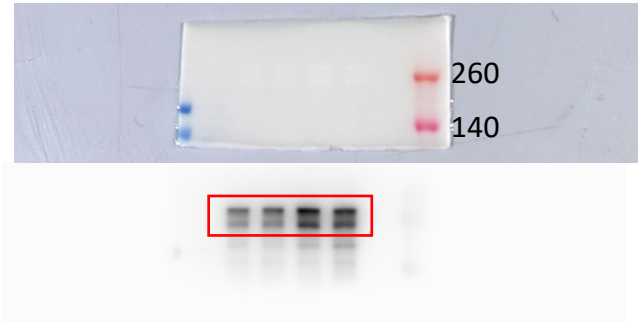

CDK9

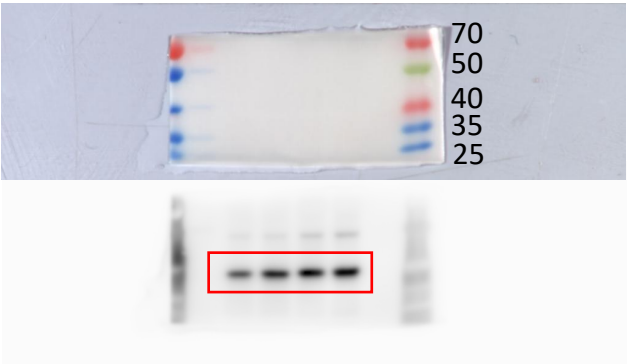

beta-actin

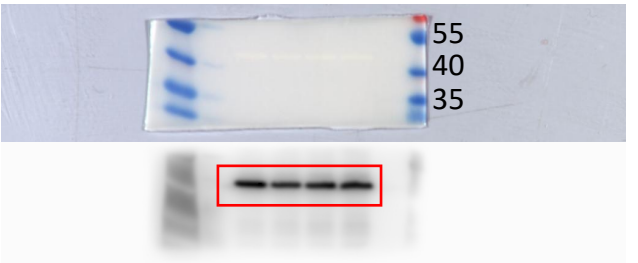

**Supplement:** Supplementary file 9 — Uncropped Western blot gels

How the deposited data were processed for this re-analysis (not part of the article)

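RNA-seq libraries of MPPs, CD115- CDPs and CLPs from WT mice and from mice whose libraries are labelled KO were used, 3 libraries for each genotype in each population, 18 in all. The mice had received 2 mg of tamoxifen on each of 5 days, followed by 7 days without treatment. The splenic DC RNA-seq, CUT&Tag and ChIP-seq data of the paper and its qPCR, Western blot and flow cytometry measurements were not analysed here.

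The authors filtered single-end 50-base reads with SOAPnuke v1.5.2, aligned them with Bowtie2 v2.2.5 and quantified genes with RSEM v1.2.12. The methods also name alignment to mm10 with HISAT2 v2.0.4. The deposited values are FPKM per gene and library, rounded by the authors to 2 decimals, with Entrez gene identifiers and symbols. Each library's FPKM sum to between 448367 and 588035. The tables of MPPs and CD115- CDPs list 19710 genes and that of CLPs 18378. The authors' differential expression tests, DEGseq and DESeq2, take read counts, which were not used here, so they were not repeated.

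The depth was estimated from FPKM multiplied by the transcript length less 49 bases, for between 1904 and 2193 genes per library with a single transcript of known length in GENCODE vM21. These products fell on multiples of a common step, with a score of 0.388 to 0.511 where the highest of 20 scrambled sets reached 0.251 in any library. The search covered steps between 30 and 80, and the step found corresponds to 19.3 to 21.5 M mapped reads. Whole read numbers could not be assigned gene by gene, because RSEM divides reads between transcripts. Entrez identifiers were matched to RefSeq annotation of GRCm38, the build of mm10, for gene positions; 99.8% of tested genes had a match.

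Genes with a mean of at least 0.5 FPKM over the 6 libraries of a population were tested on log2(FPKM + 1) with lmFit and eBayes (with a trend) of limma 3.58.1 in R 4.3.3, for each population separately, with Benjamini-Hochberg adjustment. Genes with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 were called. A second fit had the replicate number as a block. The pairing comes from the replicate numbers 1, 2 and 3 in the labels, which WT and KO-labelled libraries share; it was checked by the correlation of the deviations of same-numbered libraries. Differences between populations were tested with an F test of the interaction of population and genotype over all 18 libraries, with an intercept for each population. The fits within each population and the interaction test were tried on simulated data in which 200 genes were changed, for the interaction test by the KO label in CLPs only. Summaries were made with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.

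For gene sets the mean log2(FPKM + 1) of the members was compared between genotypes with a two-sided exact permutation test, whose smallest p with 3 against 3 libraries is 0.10, and the median fold change of the set was ranked among 10000 random sets matched on expression in 20 bins. The genes named in the text are those the paper names for these libraries, *Trim33*, the 5 called genes with the largest rise and the 5 with the largest fall in each population whose values do not overlap between genotypes, and members of gene sets where a set is reported; other genes named were chosen after their values were seen, and this is said where they appear.

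The design, the tests and the alternatives were fixed before the data were examined, except where stated. The alternatives were a pseudocount of 0.1, no filter on expression, a filter at a mean of 5 FPKM, rescaling to TPM, scaling by median ratios of genes above 1 FPKM in all 6 libraries, quantile normalization, no trend in limma, the replicate block, leaving out each library in turn, an adjusted p of at most 0.001 in MPPs and CD115- CDPs, no minimum fold change, and the log2 ratio of mean FPKM. A fit with a score of 100 genes as a covariate, and the interaction test with an intercept for each replicate number of each population, were added after the data had been seen.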

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

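The interaction test with an intercept for each population, TPM scaling and the set of 12 erythroid genes were set in advance, and the other tests in this part were chosen only after the results were seen. The effect of the KO label differed between MPPs, CD115- CDPs and CLPs, by the interaction test over the 18 libraries, for 22 of the genes named here. With an intercept for each replicate number of each population all 22 passed too, at adjusted p of at most 0.0237, and 1077 genes in place of 304 did. On simulated data with 200 genes changed in CLPs only, 9.1% to 14.9% of the genes that passed the interaction test without these intercepts were unchanged genes, more than the 5% intended, so that the count of 304 is less certain than its threshold states. Genes with falls in CD115- CDPs or CLPs that were smaller or absent in MPPs were *Cd7* (limma interaction, adjusted p = 1.0e-06), *Cd300c* (1.1e-06), *Itgax* (2.7e-06), *Lrrc16a* (6.7e-06), *Mycl* (1.7e-05), *Spib* (1.7e-05), *Csf2rb2* (0.000131), *Ctsh* (0.000618), *Adam19* (0.00176), *Siglech* (0.00304), *Cd22* (0.00478), *Grn* (0.0124) and *Runx2* (0.0162). The log2 fold change in CLPs less that in MPPs was -4.43 for *Cd7*, -4.44 for *Cd300c*, -3.36 for *Itgax* and -1.79 for *Runx2*, and in CD115- CDPs less that in MPPs it was -2.51, -2.67, -2.08 and -1.53. For *Lag3* (adjusted p = 0.0253) the fall in CLPs exceeded that in CD115- CDPs, by a difference of -1.50. *Lpl* (0.00572) rose more in CLPs than in MPPs, with a difference of 2.75, while *Stfa3* (0.00971), *2010005H15Rik* (0.0271) and *Stfa2* (0.0405) rose less in CLPs, with differences of -3.64, -1.89 and -3.09. The erythroid genes *Ahsp* (0.000918), *Hba-a2* (0.00947), *Hba-a1* (0.00954) and *Hbb-bs* (0.0238) fell more in MPPs, with differences of 2.63, 3.43, 3.27 and 3.76 between CLPs and MPPs.

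Among the 10 splits of the 6 libraries of each population, 4 part all 3 same-numbered pairs, the real split included, and the other 6 part 1 pair. For the interaction, 1 of the 4 splits, the real one, gave as many as 304 genes, and the other splits gave at most 0. The share can never be under 1 of 4 in this design, so that it is no evidence for or against a division of the libraries by accident, and by that share alone the 2 cannot be told apart. The estimated depth per library was within 19.3 and 21.5 M reads in all 3 populations. Genes with low expression in MPPs, such as *Cd300c*, *Spib* and *Siglech*, also had less room to fall there on the log2(FPKM + 1) scale.

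Of a set of 12 erythroid genes, 7 are entries of Table S1, among them *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Ahsp*, all 7 listed for MPPs, and 3 are entries of Table S3. The mean log2(FPKM + 1) of the 12 genes was 3.90, 3.83 and 3.87 in WT MPPs and 1.00, 1.11 and 1.59 in KO-labelled MPPs, a difference of -2.63 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow), and the KO-labelled library was lower in 3 of 3 same-numbered pairs. In CLPs the set was 2.14, 1.91 and 1.92 in WT and 0.95, 1.17 and 1.24 in KO-labelled libraries, a difference of -0.87, again lower in 3 of 3 pairs. In CD115- CDPs the difference was -0.45 (exact permutation test, two-sided, p = 0.2), also lower in 3 of 3 pairs, while that of the early erythroid genes described below was 0.24. After TPM scaling the differences were -3.11 in MPPs and -1.12 in CLPs. TPM raises all values of these libraries before 1 is added, so that a wider difference does not test scaling. The FPKM sums were 512080 to 546283 in WT and 513660 to 546746 in KO-labelled MPPs. In CLPs they were 448367 to 503300 and 474789 to 508976. Such sums are too close for unequal totals to account for the differences. Red cell RNA carried into the WT libraries would raise the globin genes without raising genes of early erythroid progenitors. A set of 8 early erythroid genes was lower in KO-labelled MPPs too, by a difference of -0.72, so that red cell RNA alone does not account for the MPP result, and a smaller share of erythroid-primed cells among the KO-labelled MPPs may contribute. In CLPs the early erythroid difference was 0.13, and the pattern there cannot be told apart from more red cell RNA in the WT libraries.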

How the results depend on the processing

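The tests in this part were set with the alternatives, except the fit with a covariate and the interaction test with an intercept for each replicate number, which were chosen only after the results were seen. With each library left out in turn, the genes called lower ranged from 51 to 548 in MPPs, 0 to 5 in CD115- CDPs and 331 to 390 in CLPs, and those called higher from 12 to 366, 0 to 7 and 64 to 96. Genes called lower in at least 2 populations ranged from 6 to 48, Table S1 entries called in every listed population from 0 to 5, Table S3 TRIM33-dependent genes from 3 to 13, TRIM33-repressed genes stayed at 1, and genes with an effect that differed between populations ranged from 94 to 817. At an unadjusted p under 0.05, CD115- CDPs had 733 genes lower and 555 higher with all libraries.

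With the replicate number as a block, the counts changed in CD115- CDPs, to 178 lower and 46 higher, and there the share of lower genes was 79.5% in place of 61.5%. Genes lower in at least 2 populations rose to 152, Table S1 entries to 110, Table S3 TRIM33-dependent genes to 51 and TRIM33-repressed genes to 6. With an intercept for each replicate number of each population, the effect differed between populations for 1077 genes in place of 304. In CD115- CDPs *Trim33*, at -0.74 (limma adjusted p = 0.0258, range over the alternatives 0.0258 to 0.977), and *Irf8*, at -1.75 (limma adjusted p = 0.0078, range 0.0078 to 0.975), had an adjusted p of at most 0.05 only with the block; the fold change of *Trim33* stayed under the minimum. The block removes the spread that same-numbered libraries share, with a mean correlation of 0.63 in CD115- CDPs.

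A pseudocount of 0.1 gave 245 genes lower in MPPs, 148 higher in CLPs, 54 lower in at least 2 populations, 20 Table S3 TRIM33-dependent and 2 TRIM33-repressed genes, and 189 genes whose KO effect differs between populations. TPM scaling gave 245 genes lower in MPPs, 54 lower in at least 2 populations and 19 Table S3 TRIM33-dependent genes, and quantile normalization 89 lower in MPPs. The median log2 fold change of all genes moved to -0.19 in CD115- CDPs under TPM scaling and to -0.01 in MPPs under median ratio scaling. Its sign reversed to 0.01 in CD115- CDPs under quantile normalization and to -0.03 in CLPs under TPM scaling. In CLPs it was 0.05 under quantile normalization. Without a filter on expression, 1 gene was lower and 2 were higher in CD115- CDPs (33.3% lower), 23 were lower in at least 2 populations, 3 Table S1 entries were called and 545 genes passed the interaction test. With a mean of at least 5 FPKM, 65 genes were lower and 9 higher in MPPs, 3 higher in CD115- CDPs, 228 lower and 55 higher in CLPs, 21 lower in at least 2 populations, 7 of the Table S3 TRIM33-dependent genes were called and 125 genes passed the interaction test. An adjusted p of at most 0.001 in MPPs and CD115- CDPs left 2 lower and 1 higher in MPPs, 0 and 0 in CD115- CDPs, 1 lower in at least 2 populations, 0 Table S1 entries and 1 Table S3 TRIM33-dependent gene. Without a minimum fold change, 436 were lower and 39 higher in MPPs, 1101 lower and 667 higher in CLPs (62.3% lower), 96 lower in at least 2 populations, and 30 TRIM33-dependent and 2 TRIM33-repressed genes of Table S3 were called. With the covariate, which was chosen after seeing the data, 33 genes were higher in MPPs and *Irf8* there was at -1.06 (limma adjusted p = 0.00676, range 8.99e-05 to 0.270). For each of these changes the cause was not tested.

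With each library left out in turn, the log2 fold change of *Trim33* ranged from -0.45 to 0.12 in MPPs, -0.99 to -0.41 in CD115- CDPs and -0.54 to -0.18 in CLPs. That of *Irf8* ranged from -2.02 to -1.30, -2.29 to -1.32 and -2.84 to -2.66, that of *Spi1* from -0.21 to 0.0387, -0.48 to -0.07 and -0.20 to -0.03, that of *Cdk9* from 0.05 to 0.15, -0.0564 to 0.10 and -0.0600 to 0.00184, and that of *Bcl2l11* from 0.73 to 2.02, -0.25 to 1.43 and 0.79 to 1.10. *Irf8* and *Bcl2l11* had an adjusted p of at most 0.05 in CLPs under all alternatives run that give one, with ranges of 7.0e-07 to 0.000204 and 0.0011 to 0.0271, while the fold change of *Bcl2l11*, at 0.95, was under the minimum of 1 for a call. The sign of *Spi1* in MPPs reversed to 0.00872 under median ratio scaling, that of *Cdk9* to -0.11 under TPM scaling and -0.00998 under quantile normalization in CD115- CDPs and to 0.0312 under quantile normalization in CLPs. Without WT replicate 3 *Bcl2l11* in CD115- CDPs reversed to -0.25, and without KO replicate 3 *Trim33* in MPPs reversed to 0.12. In CD115- CDPs *Lyz1* (0.82) and *Lyz2* (0.99, lowest -1.09 with a library left out) reversed without WT replicate 3, and in MPPs *Runx2* (highest 0.239) reversed to -0.00556 without WT replicate 3 and to -0.15 without KO replicate 2. The p53 target set in CD115- CDPs reversed to -0.000196 with the pseudocount of 0.1 and -0.0693 with TPM scaling. The cause was not tested. Of 105 other results, for named genes and gene sets, 43 were unchanged under all alternatives run and 62 changed under at least 1, of which 14 became weaker, 11 stronger, 48 moved and 4 reversed under some alternative. The depth limits genes near the filter: 1 read on a transcript of 2000 bases is worth about 0.0246 FPKM.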

Differences from the paper's values

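The fit with a covariate is the only comparison in this part chosen after the result was seen. A gap is called closed where the larger of the 2 values is at most 1.5 times the smaller. The paper's methods name DEGseq for MPPs and CD115- CDPs (Q at most 0.001) and DESeq2 for CLPs (Q at most 0.05), on read counts. The counts here come from limma on log2(FPKM + 1) with an expression filter. Such counts rest on unlike criteria, so a gap does not show that the paper's genes were unchanged. In MPPs 163 genes were called lower and 20 higher, against about 1000 and about 450 in the paper's Fig. S10A, read by eye. None of the alternatives set before the data were examined closed the gap for the lower genes, of which leaving out KO replicate 3 gave the most, 548. For the higher genes, leaving out KO replicate 3 gave 366, and the other alternatives did not close the gap. In CD115- CDPs 8 genes were called lower and 5 higher, against about 850 and about 240 in the paper's Fig. S10A, and none of the alternatives closed either gap; the replicate block gave 178 and 46. In CLPs 351 genes were called lower and 83 higher, against about 1600 and about 180 in the paper's Fig. S10A. Without a minimum fold change 1101 genes were lower, and with a pseudocount of 0.1, 148 were higher; the other alternatives did not close these gaps. The paper's Venn diagram in Fig. 4A holds about 620 lower genes for CLPs, against the same 351, and the pseudocount of 0.1 (476) and TPM scaling (440) closed that gap while the others did not.

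Genes called lower in at least 2 populations numbered 35, against the paper's 536, and none of the alternatives closed the gap; the replicate block gave 152. Of the paper's 536 Table S1 entries, 10 were called lower in every population listed for them, and none of the alternatives closed the gap. The replicate block gave 110. Mean FPKM was lower by at least a factor of 2 for 310 of 314 matched entries listed for MPPs. For CD115- CDPs it was 504 of 510 and for CLPs 372 of 372. The paper required such a fold in these libraries, so these shares show no stability. Of the paper's 193 TRIM33-dependent genes in Table S3, 11 were called lower in at least 2 populations, and of its 29 TRIM33-repressed genes 1 was called higher, with 51 and 6 under the replicate block, and none of the alternatives closed the gaps.

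The paper lists *Irf8* in Table S1 as lower in all 3 populations. *Irf8* was called in CLPs, in CD115- CDPs only with the replicate block, and in MPPs only without KO replicate 3 (log2 fold change -2.02) and with a covariate chosen after seeing the values (-1.06). The heatmap in Fig. 4C shows *Cd4* and *Lag3* close to unchanged in CLPs, where the log2 fold changes were -1.73 and -2.00; Table S1 lists both as lower in CLPs. The paper reports a raised *Bcl2l11* transcript level in progenitors; in CLPs its adjusted p was at most 0.05 but its log2 fold change of 0.95 was under the minimum of 1, so that it was not called. Among the alternatives that keep this minimum it was called without WT replicate 1 (1.10) and without KO replicate 2 (1.01). In MPPs it was called only without KO replicate 3 (2.02), and in CD115- CDPs its adjusted p was above 0.05 under all alternatives run.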

Other observations

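The granulocyte and Y chromosome gene sets were set in advance, and the tests in this part were chosen only after the results were seen. In each population the libraries were also divided in the other ways that keep 3 against 3. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many called genes in MPPs, and likewise 1 in CD115- CDPs, 1 in CLPs and 1 for genes called the same way in at least 2 populations. The other splits, which include 6 that part 1 pair, gave at most 1 called gene in MPPs, 0 in CD115- CDPs and 3 in CLPs, and 0 shared. All these counts lie below those of the real split. The share can never be under 1 of 4 in this design, so that it is no evidence for or against a division of the libraries by accident, and by that share alone the 2 cannot be told apart.

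Replicates 3 of both genotypes in CD115- CDPs lay apart from replicates 1 and 2, and in MPPs the library labelled KO 3 lay apart from KO 1 and KO 2. The deviation of replicates 3 in CD115- CDPs was correlated across genes, which are not independent replicates, with that of other libraries. The correlation was 0.74 with KO 3 and 0.42 with WT 3 in MPPs (11876 genes), and -0.13 with KO 3 in CLPs (11850 genes). The mean log2(FPKM + 1) of 100 genes low in both replicates 3 of the CD115- CDPs, a set that leaves out *Bcl2l11*, was 2.69 in KO 3, 4.91 and 5.12 in KO 1 and KO 2, and 3.47, 3.75 and 2.86 in WT 1, WT 2 and WT 3 of the MPPs, so that in this set KO 1 and KO 2 were the libraries apart from WT. A difference between libraries that recurs with the replicate number is a candidate explanation. The label of KO 3 was examined with the 83 genes called higher in KO-labelled CLPs, whose mean in MPPs was 3.41 in KO 3, 3.45 in KO 1, 3.38 in KO 2 and 2.65 to 2.74 in WT, so that in these genes KO 3 lay with KO 1 and KO 2. Over all tested genes it did not. On the first principal component (68.0% of the variance) KO 3 lay at 17.08, within the WT range of 15.95 to 31.28. KO 1 and KO 2 lay at -37.88 and -47.93. On the second (17.9%) KO 3 lay at 33.11, apart from WT (-15.51 to -3.83) and from KO 1 and KO 2 (0.25 and -1.62). Granulocyte-lineage cells would raise the granulocyte set. In the MPPs it was 6.09 in KO 3, between 6.71 in KO 1 and 5.96 in KO 2 and lower than their mean by a difference of -0.25, but in CD115- CDPs it was higher in replicates 3 than in replicates 1 and 2, by 2.51 in WT and 1.36 in KO-labelled libraries, with a mean of 1.93. More granulocyte-lineage cells or RNA in replicates 3 of the CD115- CDPs could therefore contribute there, but would leave the difference of KO 3 in MPPs open. The Y chromosome set was 0.0107 and 0 in WT 3 and KO 3 of the CD115- CDPs and 0.00714 in KO 3 of the MPPs, the lowest of these 2 populations. The next lowest were 0.26 in WT 1 and 0.33 in KO 2 of the CD115- CDPs and 0.52 in KO 2 of the MPPs. There the mean of the 100 genes was 4.96, 5.56 and 5.12, which differed from the other library among replicates 1 and 2 of the same genotype by -0.59, 0.08 and 0.21 (mean -0.10), while replicates 3 of these groups differed from replicates 1 and 2 by -2.97, -3.07 and -2.33. WT 3 of the MPPs, with a Y chromosome set of 2.35, was also low in the 100 genes. In CLPs the set was 0.0107 in WT 1 and 0.0382 in KO 1, but there the mean of the 100 genes differed from that of the other libraries of the same genotype by only 0.00528 and -0.0149 (mean -0.00478). The Y chromosome set of WT 1 alone cannot tell the pattern apart from a difference in sex, but the values of the 100 genes go against sex as its only source. The 100 genes include *Nr4a1*, *Atf3*, *Ddit3* and *Chac1*, named after the set was seen. A set of 10 integrated stress response genes, which may share members with it, had a like pattern. It was 4.33, 4.48 and 4.22 in WT and 5.39, 5.62 and 3.96 in KO-labelled MPPs. In CD115- CDPs it was 4.66, 5.33 and 3.79, and 5.44, 5.78 and 4.03. In CLPs it was 3.95 to 4.31 and 3.97 to 4.13. Whether the difference arose in the animals, the sorting or the library preparation was not tested.

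*Bcl2l11* followed the same pattern in MPPs. With the mean of the 100 genes as a covariate its log2 fold change in MPPs was 0.39 in place of 1.27. The KO-labelled MPPs also differed from WT in that mean, by 0.88, so that the covariate may take up an effect of the KO label, and by this test the rise cannot be told apart from the replicate difference. The KO-labelled library was higher in each same-numbered pair. Without KO replicate 3 the log2 fold change was 2.02, so that the low value of KO 3 made the rise smaller. With complete pairs the replicate block cannot change the estimate, so that the unchanged 1.27 is no evidence here. In CLPs the deviation of replicates 3 was not seen, with correlations of -0.13 for KO 3 and 0.01 for WT 3, and the mean of the 100 genes differed by only 0.10 between genotypes, so that the replicate difference does not account for the rise there. A higher level with the KO label in CLPs is a hypothesis found and tested on the same libraries.

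The stefin A family rose in KO-labelled MPPs, where 8 of 9 tested members were called higher, and the lowest log2 fold change of a member under any scaling tried was 1.16. Granulocyte-lineage cells in the KO-labelled libraries would raise the granulocyte set, which was lower in KO-labelled MPPs by a difference of -0.88. The members lie within 1 cluster on chromosome 16 and reads could be shared between these paralogs, so that the count of 8 members cannot be told apart from a rise of fewer members.

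Expression of X and Y genes differed between libraries of a group, although the paper states that mice were sex-matched. *Ddx3y* was 7.90, 11.78 and 5.93 FPKM in WT MPPs and 12.57, 0.94 and 0.02 FPKM in KO 1, KO 2 and KO 3, and in CLPs it was 0.03 FPKM in WT 1 and 0.02 FPKM in KO 1. Of the genes called in MPPs 3.30% lie on X or Y, against 3.23% of those tested, with 2 called genes, *Kdm5d* and *Uty*, on Y, named after their values were seen. In CLPs the shares were 3.23% and 3.21%. Autosomal genes that depend on sex were not tested, so a contribution of sex cannot be ruled out in MPPs. In CLPs WT 1 and KO 1 both had almost no *Ddx3y*, which was 5.53 and 7.38 FPKM in WT 2 and WT 3 and 9.10 and 15.72 FPKM in KO 2 and KO 3. Its presence or absence was thus the same in each same-numbered pair and does not account for the 384 genes called lower and 92 called higher there with the replicate block. The larger amount in KO 2 and KO 3 was not modelled. Pair 1 lacks that difference, yet over all tested genes its first principal component (57.5% of the variance) was -22.14 in WT 1 and 27.77 in KO 1. It was -31.34 and -25.57 in WT 2 and WT 3, and 24.25 and 27.03 in KO 2 and KO 3. These values argue against the amount of Y expression as the source of this difference, while single called genes were not tested for it.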
